# Bone dysplasia in Hutchinson‐Gilford progeria syndrome is associated with dysregulated differentiation and function of bone cell populations

**DOI:** 10.1111/acel.13903

**Published:** 2023-06-26

**Authors:** Wayne A. Cabral, Chris Stephan, Masahiko Terajima, Abhirami A. Thaivalappil, Owen Blanchard, Urraca L. Tavarez, Narisu Narisu, Tingfen Yan, Stephen M. Wincovitch, Yuki Taga, Mitsuo Yamauchi, Kenneth M. Kozloff, Michael R. Erdos, Francis S. Collins

**Keywords:** bone dysplasia, Hutchinson‐Gilford progeria syndrome, lamin A/C, osteoblasts, osteoclasts

## Abstract

Hutchinson‐Gilford progeria syndrome (HGPS) is a premature aging disorder affecting tissues of mesenchymal origin. Most individuals with HGPS harbor a de novo c.1824C > T (p.G608G) mutation in the gene encoding lamin A (*LMNA*), which activates a cryptic splice donor site resulting in production of the toxic “progerin” protein. Clinical manifestations include growth deficiency, lipodystrophy, sclerotic dermis, cardiovascular defects, and bone dysplasia. Here we utilized the *Lmna* ^G609G^ knock‐in (KI) mouse model of HGPS to further define mechanisms of bone loss associated with normal and premature aging disorders. Newborn skeletal staining of KI mice revealed altered rib cage shape and spinal curvature, and delayed calvarial mineralization with increased craniofacial and mandibular cartilage content. MicroCT analysis and mechanical testing of adult femurs indicated increased fragility associated with reduced bone mass, recapitulating the progressive bone deterioration that occurs in HGPS patients. We investigated mechanisms of bone loss in KI mice at the cellular level in bone cell populations. Formation of wild‐type and KI osteoclasts from marrow‐derived precursors was inhibited by KI osteoblast‐conditioned media in vitro, suggesting a secreted factor(s) responsible for decreased osteoclasts on KI trabecular surfaces in vivo. Cultured KI osteoblasts exhibited abnormal differentiation characterized by reduced deposition and mineralization of extracellular matrix with increased lipid accumulation compared to wild‐type, providing a mechanism for altered bone formation. Furthermore, quantitative analyses of KI transcripts confirmed upregulation of adipogenic genes both in vitro and in vivo. Thus, osteoblast phenotypic plasticity, inflammation and altered cellular cross‐talk contribute to abnormal bone formation in HGPS mice.

**Abbreviations**
BMD: bone mineral density
DAPI: 4′,6‐diamidino‐2‐phenylindole
ELISA: enzyme‐linked immunosorbent assay
H&E: hematoxylin and eosin
HGPS: Hutchinson–Gilford progeria syndrome
Hyl: hydroxylysine
KEGG: Kyoto Encyclopedia of Genes and Genomes
LMNA: Lamin A
LMNC: Lamin C
LOX: lysyl oxidase
MCSF: macrophage colony‐stimulating factor
Micro‐CT: micro computed tomography
MS/BS: mineralizing surface per bone surface
PPAR: peroxisome proliferator‐activated receptor
RANKL: receptor activator of nuclear factor kappa‐Β ligand
RNA: ribonucleic acid
RT‐PCR: reverse transcription‐polymerase chain reaction
Tb BV: trabecular bone volume
TRAcP: tartrate‐resistant acid phosphatase
TUNEL: terminal deoxynucleotidyl transferase dUTP nick end labeling
WNT: Wingless‐related integration site
ZMPSTE24: zinc metallopeptidase STE24

## 1 INTRODUCTION

Bone is a dynamic tissue that provides structural support and also serves a variety of essential systemic metabolic roles that regulate mineral homoeostasis, energy expenditure, and hematopoiesis through paracrine and endocrine signaling (Han et al., 2018). Under normal physiologic conditions bone homeostasis is maintained at equilibrium by the dual processes of formation, mediated by mesenchyme‐derived osteoblasts, and resorption, mediated by hematopoietic osteoclasts. Both cell types are derived from precursors residing in the bone marrow compartment and are recruited in response to local and systemic factors, a process dysregulated by genetic alterations, hormonal changes, pathological changes, or physiological aging. In addition to a decline in bone mass and load‐bearing capacity of the skeleton, an imbalance in bone deposition and resorption may be associated with altered responses to systemic humoral factors, reductions in mineral content and increased marrow adiposity. Factors most closely associated with various forms of primary or secondary osteoporosis, as especially occurs in aging related bone loss, are estimated to affect nearly two‐thirds of individuals over the age of 70 (Corrado et al., 2020).

Hutchinson‐Gilford progeria syndrome (HGPS) is a fatal autosomal dominant premature aging disorder that occurs in approximately 1 in 8 million births, and without treatment results in an average lifespan of 14.6 years (Hennekam, 2006). Although patients appear normal at birth, phenotypic features such as growth deficiency, alopecia, loss of subdermal fat, and sclerodermatous skin appear within the first year of life. The most serious aspects of the disease involve cardio‐ and cerebro‐vascular complications leading to myocardial infarction, heart failure or stroke (Gerhard‐Herman et al., 2012). HGPS also exhibits skeletal features that include relative mandibular and clavicular hypoplasia, coxa valga, joint contractures, and osteoporosis with an irregular pattern of long bone and cranial mineralization. Therefore, HGPS represents a potential model for accelerated aging‐related bone loss (Gordon et al., 2007).

Classic HGPS is caused by a de novo mutation (c.1824C → T, p.G608G) in the *LMNA* gene, encoding the A‐type lamins A, C, and AΔ10 (de Sandre‐Giovannoli et al., 2003; Eriksson et al., 2003). Lamins are type V intermediate filaments comprising a meshwork of proteins underlying the inner nuclear membrane, where they provide structural support and organization to the nuclear envelope. Lamins are also found throughout the nucleoplasm consistent with a role in DNA replication, transcription, cell division, and chromatin organization (Kubben & Misteli, 2017). Prelamin A is subject to post‐translational processing at its C‐terminus, including farnesylation of a CAAX motif, proteolysis of the terminal AAX sequence, carboxymethylation, and cleavage of the terminal 15 residues by the metalloprotease ZMPSTE24. In HGPS the final step of post‐translational processing of LMNA is inhibited due to activation of a cryptic splice donor site resulting in deletion of the ZMPSTE24 cleavage site, and subsequent accumulation of a permanently farnesylated internally deleted LMNA variant, termed progerin, within the nuclear lamina (Kubben & Misteli, 2017).

In contrast to constitutively expressed B‐type lamins, A‐type lamins are synthesized predominantly in differentiated cells, suggesting a role in the induction and maintenance of the differentiated state (Rober et al., 1989). Lamin A/C levels may also be involved in normal aging processes such as senile osteoporosis, as its expression in bone marrow cells declines with age in mice (Duque & Rivas, 2006). Furthermore, disease‐causing mutations in *LMNA* are believed to disrupt the balance between proliferation and differentiation of bone marrow mesenchymal stem cells (MSCs), leading to stem cell exhaustion and loss of tissue regeneration (Gotzmann & Foisner, 2006). Consistent with this proposal, *Lmna* ^−/−^ mice develop severe bone loss due to reduced osteogenic differentiation with increased adipogenic potential of MSCs, a phenotype associated with normal physiologic aging (Akter et al., 2009; Li et al., 2011). Severe loss of bone mass has also been reported in mouse models of HGPS, including those with LMNA processing defects and mice expressing the *Lmna* ^G609G^ knock‐in equivalent to the human *LMNA* G608G mutation (Bergo et al., 2002; Osorio et al., 2011; Zaghini et al., 2020). However, the relationship between bone loss in the absence of *Lmna* expression, and bone loss in the context of dominant negative progerin activity, remains to be clarified. In this study, we have utilized the *Lmna* ^G609G^ mouse model to further investigate pathomechanisms of bone dysplasia in HGPS. Our results suggest that osteoblast phenotypic plasticity, inflammation and altered cellular crosstalk result in a low bone turnover condition that is distinct from aging‐related osteoporosis.

## 2 RESULTS

We studied both heterozygous (*Lmna* ^G609G/+^) and homozygous (*Lmna* ^G609G/G609G^) mouse models of HGPS in this project. Matings between wild‐type (*Lmna* ^+/+^) and *Lmna* ^G609G/+^ mice generated offspring with normal Mendelian genetic distribution (*n* = 700). In contrast, we noted that matings between heterozygous mice generated fewer homozygous offspring than expected, resulting in an 11.4% rate of embryonic or perinatal lethality (*n* = 300). As previously reported, surviving heterozygous and homozygous pups exhibited an apparently normal phenotype at birth (Osorio et al., 2011; Zaghini et al., 2020). Whole skeleton staining of newborn mice, however, revealed subtle skeletal features that included narrower, bell‐shaped rib cages with delayed maxillary, mandibular and calvarial mineralization in both *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ compared to wild‐type (*Lmna* ^+/+^) littermates (Figure S1). Reduced mineral staining of the hyoid bone and increased ossification of tail vertebrae was also noted in heterozygous and homozygous pups, while calcification of the ribs and long bones appeared normal.

By 2 months of age quantitative changes in long bone structural parameters were observed in both heterozygous and homozygous mice. Morphometric measurements of *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ male mice, as well as *Lmna* ^G609G/G609G^ female mice, demonstrated that average femoral and tibial lengths were significantly decreased compared to wild‐type littermates (Figure 1a). In both male and female homozygotes, average tibial and femoral lengths were reduced 5% and 10%, respectively, versus wild‐type. The greater relative decrease in the ratio of femoral to tibial lengths in male and female homozygous mice, termed rhizomelia, has also been observed in some types of chondro‐ and osteo‐chondrodysplasias, which is suggestive of growth plate abnormalities. Accordingly, histologic analysis of 2 month‐old mouse femora revealed thinner, misshapen growth plates of the distal femur and femoral head of *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ mice, and was associated with increased DNA damage and/or apoptosis as demonstrated by increased TUNEL staining of growth plate chondrocytes (Figure 1b). The alterations found in long bone structural parameters of 2‐month homozygous mice were also observed in male and female heterozygous mice by 8 months of age, including decreased femoral and tibial lengths, and the development of rhizomelia (Figure 1a). These data suggest that dysregulated functioning of growth plate chondrocytes contributes to reduced longitudinal bone growth in mice expressing progerin. To assess appositional growth in progeroid mice dynamic histomorphometric analysis of cortical bone formation was performed (Figure S2). Dual labeling at 2 months of age failed to identify any significant differences in the extent of mineralizing surfaces (MS/BS), as well as mineral apposition (MAR) and bone formation (BFR) rates on periosteal surfaces, while endosteal MAR and BFR were minimally reduced in *Lmna* ^G609G/G609G^ mice versus wild‐type littermates by 27% (*p* < 0.09) and 33% (*p* < 0.08), respectively.

**FIGURE 1:**
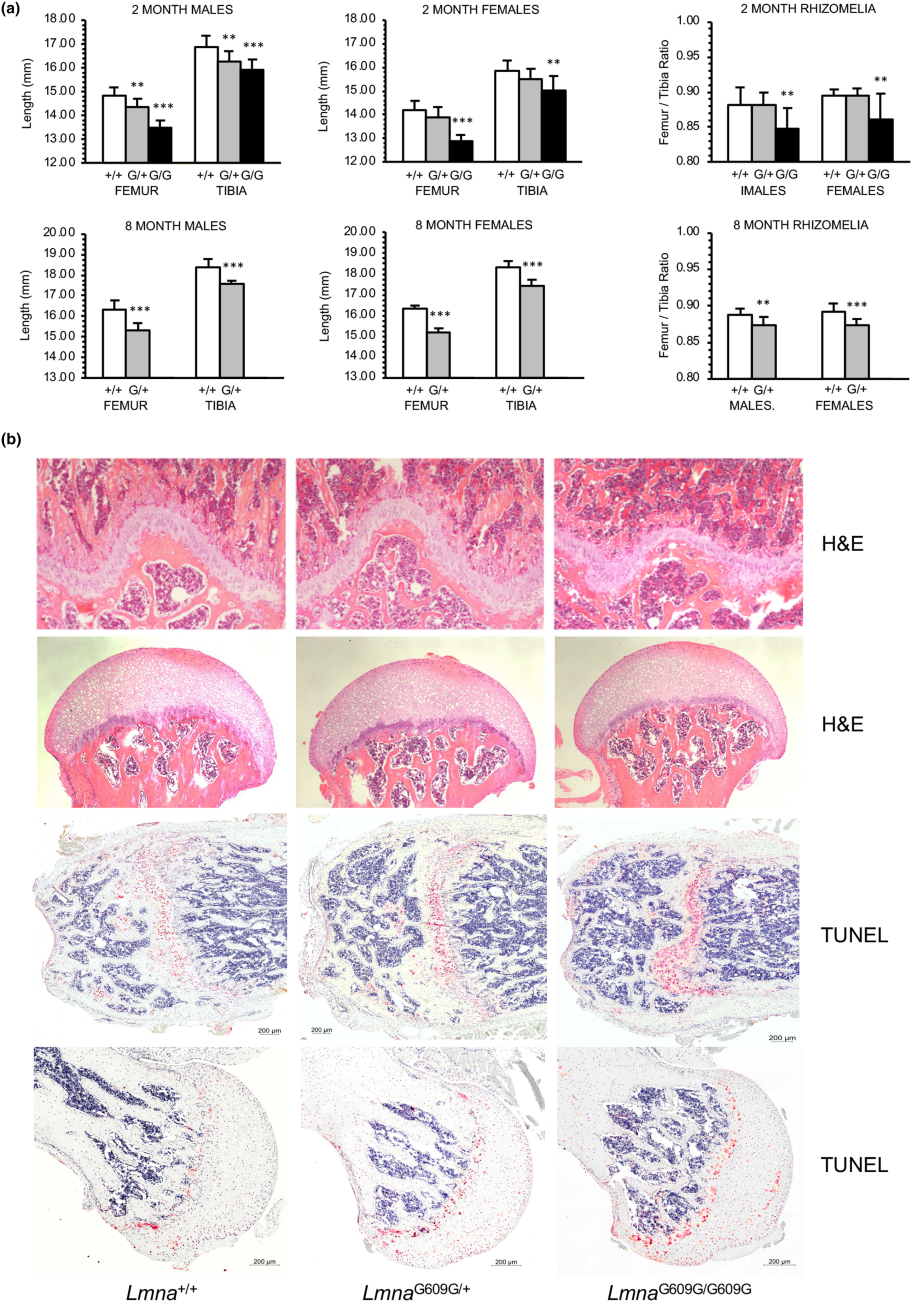
Abnormal bone structural parameters in *Lmna* ^G609G^ mice. (a) Eight‐week old homozygous (G/G) mice have significantly shorter femora and tibiae compared to wild‐type (+/+) and heterozygous (G/+) littermates. Shortening of femora in homozygous (G/G) mice is relatively greater than in tibiae resulting in rhizomelia. *N* = 10 for each gender and genotype; *p < 0.05; **p < 0.01; ***p < 0.001 (b) H&E staining reveals disorganization of distal growth plates and femoral head, especially in homozygous (*Lmna* ^G609G/G609G^) mice at 2 months of age. TUNEL staining of whole femora detects increased DNA damage in distal growth plate and femoral head chondrocytes in heterozygous (*Lmna* ^G609G/+^) and homozygous (*Lmna* ^G609G/G609G^) mice.

Micro‐CT analyses of femora of 2‐month homozygous mice revealed additional structural alterations in cortical and trabecular bone tissues (Figure 2a, Table S1). Trabecular bone volume was decreased 21% (*p* < 0.05) and 35% (*p* < 0.001) due to reduced trabecular number and thickness, and trabecular mineral density was decreased 17% (*p* < 0.05) and 27% (*p* < 0.001) in females and males, respectively, compared to wild‐type mice. Femoral cortical bone mineral density was minimally reduced, while bone volume was decreased due to an 11%–12% decrease in cortical thickness (*p* < 0.001 for both genders). Similar structural alterations were found in femora of 8 month‐old *Lmna* ^G609G/+^ mice but were more severe in females than males. In contrast to the 19% decrease in the moment of inertia (MOI) calculated for 2‐month male (*p* < 0.05) and female (*p* < 0.001) homozygous femurs, the structural alterations in 8‐month heterozygous femora were insufficient to predict weaker physical parameters.

**FIGURE 2:**
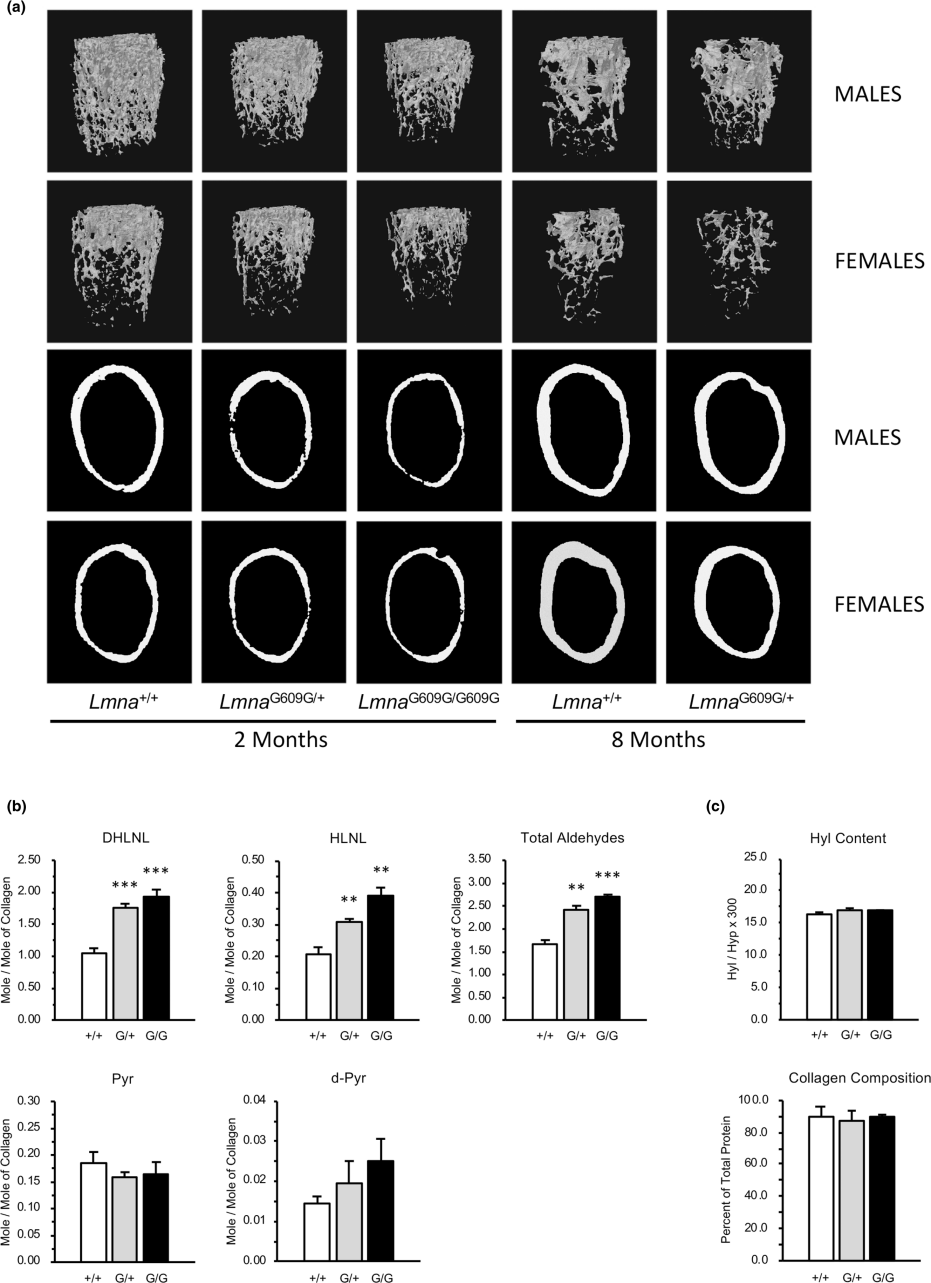
Expression of progerin alters femoral bone structural and material properties. (a) Reconstructed images from microCT analysis illustrate reduced trabecular and cortical bone volume in heterozygous (*Lmna* ^G609G/+^) and homozygous (*Lmna* ^G609G/G609G^) compared to wild‐type femora at 2 and 8 months of age. (b) Abnormal collagen cross‐link profiles are observed in 2 month‐old heterozygous (G/+) and homozygous (G/G) mice. Immature, divalent lysine‐derived (DHLNL: reduced dehydro‐dihydroxylysinonorleucine/it's ketoamine) and hydroxylysine‐derived (HLNL: reduced dehydro‐hydroxylysinonorleucine/it's ketoamine) crosslinks are increased relative to wild‐type mice. Total collagen aldehydes, catalyzed by LOX activity, are increased in progeroid mice. *p < 0.05, **p < 0.01, ***p < 0.001 versus *Lmna* ^+/+^ littermates (c) Total collagen content and extent of lysine hydroxylation (Hyl) are normal in *Lmna* ^G609G/+^ (G/+) and *Lmna* ^G609G/G609G^ (G/G) versus wild‐type (+/+) bone. *N* = 3/genotype.

To assess the physical effects of structural changes in *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ femora, mechanical testing was performed by four‐point bending. Although stiffness was normal in 2 month‐old femora, both yield load and maximum load were reduced in male and female homozygous mice, whereas femurs from heterozygous mice exhibited normal mechanical parameters (Table S2). Notably, we identified gender‐specific reductions in some elastic and plastic properties of bone, including reductions in yield displacement, work to yield, post‐yield work, and total work required to break femora from male, but not female mice. These gender‐specific differences were also found in heterozygous mice at 8 months of age, including reduced yield displacement, post‐yield work, and total work required to break male femora. However, in contrast to 2‐month homozygous mice, we found that femora from 8‐month female heterozygous mice were less stiff and required lower load to fracture compared to wild‐type. Taken together, these changes in physical parameters demonstrate that the bone phenotype in *Lmna* ^G609G/G609G^ mice is more severe in males than females, and while homozygous mice do not develop brittle bones, they are more susceptible to breaking when force is applied.

Given the observation in reduced post‐yield work in 2‐month homozygous (*p* < 0.01) and 8‐month heterozygous (*p* < 0.05) femora, we next sought to determine if changes in matrix‐specific properties, in addition to the reduced structural parameters, contributed to decreased physical properties of *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ femora. Collagen cross‐link analysis of femora from 2 month‐old mice revealed significant alterations in *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ (Figure 2b). The concentrations of immature divalent cross‐links (DHLNL, dihydroxylysinonorleucine and HLNL, hydroxylysinonorleucine) were increased 64% (*p* < 0.001) and 85% (*p* < 0.001) in heterozygous and homozygous mice, respectively, and contributed to the greater number of total aldehydes involved in cross‐linking in bone collagen compared to wild‐type mice. The mature, trivalent cross‐links, Pyr (pyridinoline) and d‐Pyr (deoxypyridinoline), were not significantly different among these three groups. As a result, bone collagen from *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ mice contains more total cross‐links with a preponderance toward immature, divalent cross‐links. Mass spectrometric analyses of lysine post‐translational modifications (i.e., hydroxylation and glycosylation) and prolyl 3‐hydroxylation, however, showed no difference compared to wild‐type mice (Figure 2c, Table S3). Collagen composition was also similar among the groups.

Having characterized the bone phenotype in *Lmna* ^G609G^ mice, we investigated the mechanism(s) underlying the bone loss by analyzing gene expression in femoral bone tissue. Two‐month femurs from heterozygous and homozygous mice were dissected, with the epiphyses removed and marrow flushed prior to RNA and protein extraction, resulting in cortical bone with a gene expression profile enriched for osteocytes (~90%–95%), osteoblasts (~4%–6%), and osteoclasts (~1%–2%) (Schaffler & Kennedy, 2012). 

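RNA sequencing counts from femoral cortical bone were analysed for 23 mice aged 8 weeks. These were 11 wild-type mice (6 males, 5 females) and 12 homozygous mice (6 males, 6 females), with no heterozygous mice among them. The authors aligned the reads to GRCm38 with STAR, assigned them to Gencode M24 genes with QoRTs, and deposited raw counts for 56246 genes, of which 17319 had no count in any sample. Between 70345962 and 173761343 counts were assigned to genes per wild-type mouse (median 128779397). The homozygous mice had between 63417174 and 193206121 counts (median 110310157). No difference in total counts between the genotypes was detected (two-sided permutation test within sex, p = 0.482). The stated target was 80M clusters per sample, and 16 of the 23 totals were above it. The totals formed a lower group of 11 mice (5 wild-type, 6 homozygous; at most 95700816 counts) and a higher group of 12 mice (6 of each genotype; at least 128779397 counts). The groups also part the mice by number, WC42 to WC53 in the lower and WC54 to WC65 in the higher. The paper's text and the sample descriptions name no batch. Within the lower group the median total was 87517465 counts in wild-type and 74301219 in homozygous mice. The difference over both groups had p = 0.126 (two-sided exact permutation test within sex and depth group). Comparisons of genotypes were also made within each of these groups. Counts of *Xist* and of the Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* matched the stated sex of all 23 mice. Libraries were scaled by edgeR's TMM method, and expression is given as CPM, counts scaled to a common library size by edgeR's cpm function. Genotypes were compared with sex as a covariate by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the 23995 genes that passed edgeR's filter on low counts. *Lmna* itself (ENSMUSG00000028063.15; chromosome 3 from 88480147 to 88509956 in GRCm38) had 62.9 ± 11.6 CPM (SD, n = 11) in wild-type and 66.1 ± 13.4 CPM (SD, n = 12) in homozygous mice. These counts cover the whole gene and do not separate the lamin A, lamin C and progerin transcripts.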

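The cells represented in the tissue were compared through marker scores, each the mean log2 CPM of a list of marker genes. The osteocyte score, from 7 genes, was 5.91 ± 0.45 (SD, n = 11) in wild-type and 5.64 ± 0.45 (SD, n = 12) in homozygous mice. Scores for cells of the marrow were also high after flushing. The erythroid score was 10.13 ± 0.33 in wild-type mice and 10.14 ± 0.35 in homozygous mice, and the neutrophil score was 10.21 ± 0.33 and 10.40 ± 0.23. The skeletal muscle score ranged from 3.10 to 11.23 over the 23 mice. It averaged 6.48 ± 0.81 in wild-type and 6.81 ± 2.06 in homozygous mice, a difference of 0.35 (two-sided permutation test within sex, p = 0.615, adjusted p = 0.718 by the Benjamini-Hochberg method over 14 lists). The lowest p belonged to the B lymphocyte score, which was 5.80 ± 0.22 in wild-type and 4.92 ± 1.01 in homozygous mice. Its difference was −0.89 (p = 0.00386 and adjusted p = 0.0540 from the same permutation test), with 10 of 12 homozygous mice below the wild-type mean and differences of −0.56 and −1.18 in the mice of lower and higher depth. The lowest B lymphocyte scores of the 23 mice were those of WC62 (2.64), WC61 (3.82) and WC65 (4.01). These homozygous mice of higher depth also had the highest skeletal muscle scores. None of the 14 lists, 0 in all, reached an adjusted p under 0.05, and 3 had an unadjusted p under 0.05. With the median over genes in place of the mean, the B lymphocyte score fell by 0.58 with an adjusted p of 0.0318 by permutation, the only list called.

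**Figure D1:**
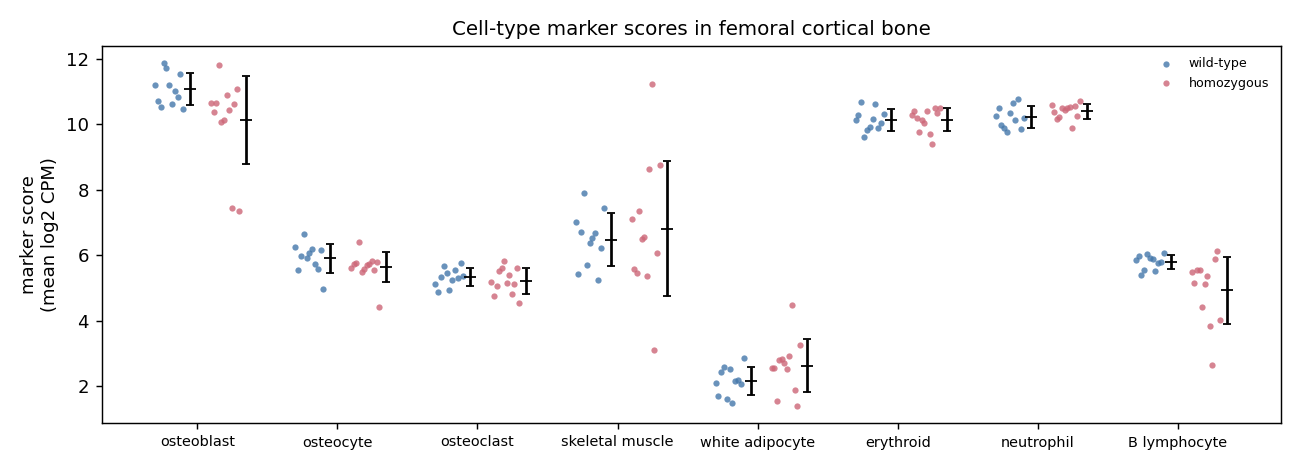
Marker scores (mean log2 CPM, vertical axis) of 8 cell types in 11 wild-type and 12 homozygous mice, 1 point per mouse, with the mean and SD beside the points. The skeletal muscle scores spread from 3.10 to 11.23, and the mean erythroid and neutrophil scores of both genotypes lie near 10.1 to 10.4.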

We first confirmed expression of A‐ and B‐type lamins by quantitative RT‐PCR and noted reduced lamin A and increased progerin transcripts between heterozygous and homozygous mice in a gene dosage‐dependent manner (Figure 3a). No differences in expression of lamins C, B1, and B2 were observed. Western analysis of protein extracted from pulverized bone tissue or from calvarial‐derived osteoblasts also revealed a correlation between *Lmna* ^G609G^ allele copy number and progerin accumulation (Figure 3b).

**FIGURE 3:**
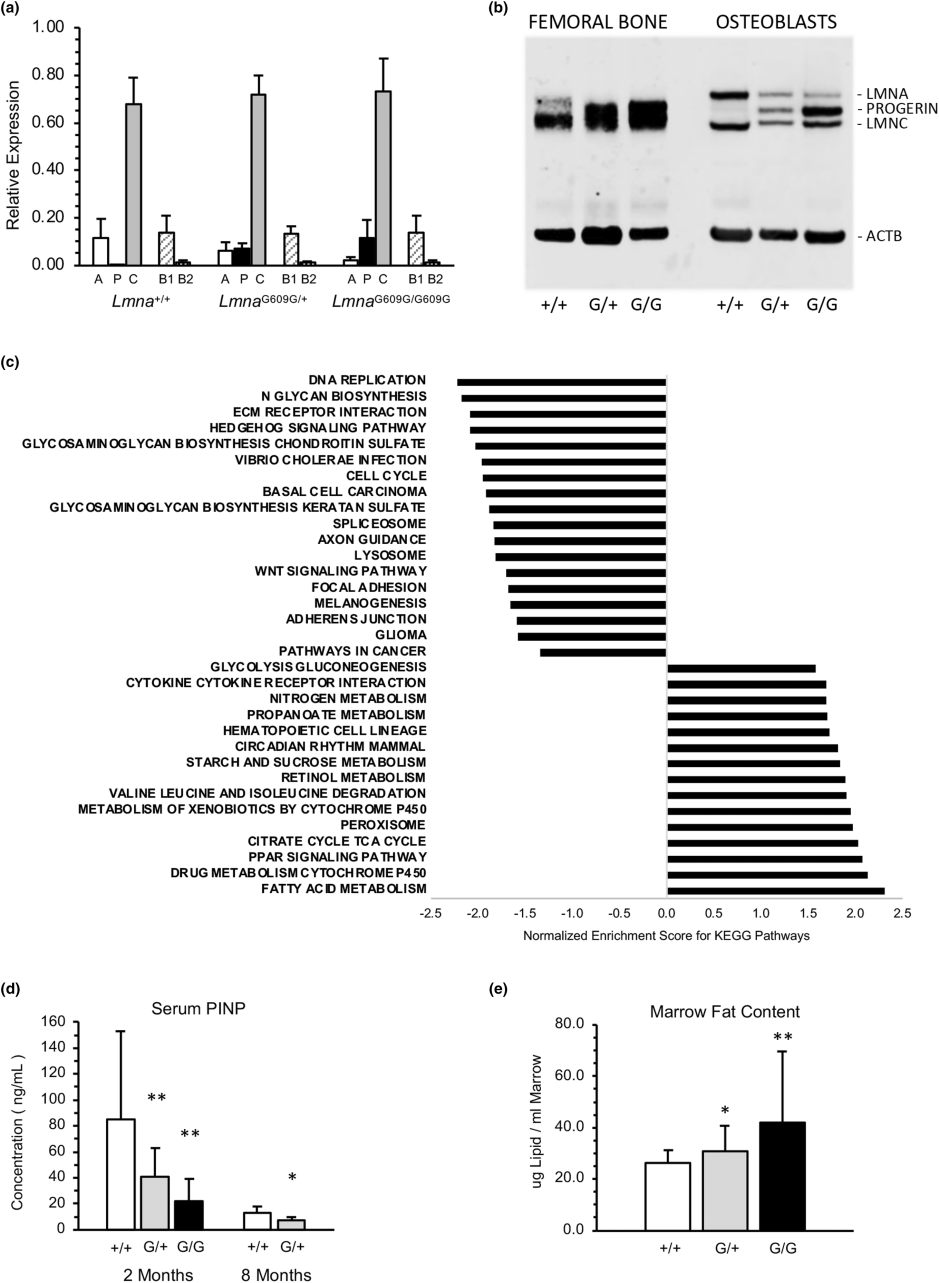
Expression of progerin alters signaling pathways required for osteogenesis. (a) Quantitation of A‐ and B‐type lamin transcripts in femoral tissue of 2‐month mice. Expression of B‐type lamins, *Lmnb1* (B1) and *Lmnb2* (B2) remains stable regardless of genotype. (b) Western analysis of A‐type lamins extracted from bone tissue and osteoblast cultures derived from wild‐type (*Lmna* ^+/+^, +/+), heterozygous (*Lmna* ^G609G/+^, G/+), and homozygous (*Lmna* ^G609G/G609G^, G/G) mice. (c) Gene set enrichment analysis of KEGG Pathways reveals positive enrichment for metabolic and cytokine activity and negative enrichment for cell–cell and cell‐matrix interactions. (d) Type I procollagen N‐propeptide (PINP), a marker of bone‐forming activity of osteoblasts, is decreased in serum of heterozygous (G/+) and homozygous (G/G) mice at 2 months of age and in heterozygous (G/+) mice at 8 months of age compared to wild‐type mice. *N* = 12 per genotype (six males, six females). (e) Marrow lipid content of heterozygous (G/+) and homozygous (G/G) mice at 2 months of age is increased versus wild‐type. *N* = 8 per genotype (four males, four females). *p < 0.05; **p < 0.01; ***p < 0.001.

Differential expression analysis of RNA sequencing data revealed 254 genes (*p*adj < 0.05) with transcript levels that were altered by at least 1.5‐fold in cortical bone of both male and female 2‐month homozygous mice, compared to wild‐type. 

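With edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 in either direction, 275 genes were differentially expressed between homozygous and wild-type mice. Of these, 182 were higher and 93 were lower in homozygous mice, and 4635 genes had an unadjusted p under 0.05. Without the fold-change threshold the count was 424. Fitted alone, the males gave 17 genes and the females 7, of which 6 were called in the same direction in both sexes. The sign of the pooled change recurred in the males for each of the 252 called genes that could be tested there, and in the females for each of 266. A test of the genotype by sex interaction called 0 genes, with 925 at an unadjusted p under 0.05. Within the mice of lower depth 8 genes were called and within those of higher depth 4, and the sign of the pooled change recurred in 265 of 265 and 275 of 275 genes. The mice of each sex and of each depth are part of the pooled comparison that chose the genes, which by itself favours the same sign. Among the alternatives that kept all 23 mice, the count moved most when the test was made against a fold change of 1.5 itself (edgeR's glmTreat, 9 genes) and, in the other direction, with limma-voom and sample quality weights (1000 genes). DESeq2's Wald test with sex as a covariate, the method stated by the paper, called 668 genes, among them 274 of the 275.
Of the called genes, 20 lie on chromosome 3 within 10 Mb of *Lmna*, the edited gene. They are 5.57% of the 359 genes tested there, against 1.08% of the genes tested elsewhere, and all 6 genes called in both sexes are among them. The genes with the largest changes that kept their sign in both sexes include several from this region. *Gm42743* (ENSMUSG00000050936.5; chromosome 3 from 96269721 to 96279001) rose from 0.148 ± 0.0708 CPM (SD, n = 11) to 2.19 ± 1.26 CPM (SD, n = 12), a log2 fold change of 3.92 (standard error 0.33, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.31e-07). It overlaps *H2bc18*, whose log2 fold change was 3.61, so reads from 1 of the pair can be counted for the other. *Gm15264*, from 94720023 to 94758116, had a log2 fold change of 3.58. *Gm20634*, from 96245554 to 96248509, fell by 3.09 on the log2 scale (standard error 0.24, adjusted p = 1.57e-07 from the same test). Outside the region, the largest rises were in *Cstdc5* (log2 fold change 2.44, adjusted p = 0.0157) and *Stfa2* (2.28, adjusted p = 0.0376), related genes of the stefin cluster on chromosome 16 that can share reads. Neither was called with the white adipocyte score as a covariate (1.18 for *Cstdc5* and 0.96 for *Stfa2*), and *Stfa2* was not called in 2 other alternatives. The largest falls outside it were in *Pax1* on chromosome 2 (log2 fold change −2.25), the immunoglobulin segment *Igkv14-130* on chromosome 6 (−2.22), *Slc10a4* on chromosome 5 (−2.15) and *Gm35024* on chromosome 9 (−2.13), each below the wild-type mean in 12 of 12 homozygous mice. *Igkv14-130* was called in 6 of the 23 fits that each left out one mouse.

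**Figure D2:**
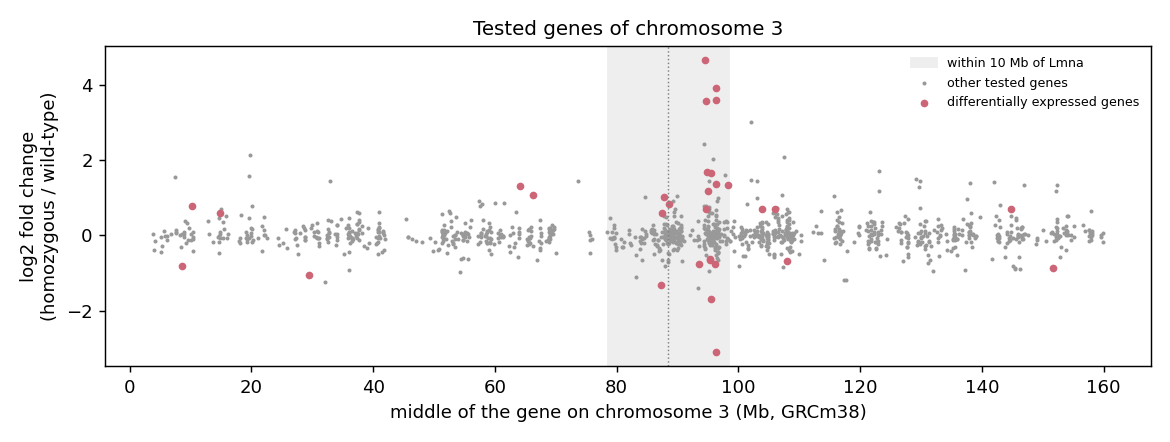
Log2 fold change between homozygous and wild-type mice (vertical axis) of the 1252 tested genes of chromosome 3 by the position of their middle in Mb (horizontal axis), with the 31 differentially expressed genes in red. The grey band covers 10 Mb on either side of *Lmna* (dotted line) and holds 20 of them.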

Subsequent gene set enrichment analysis (GSEA) revealed 33 distinct KEGG Pathways that were significantly up‐ or down‐regulated in *Lmna* ^G609G/G609G^ versus *Lmna* ^+/+^ (Figure 3c, Data File S1). 

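KEGG gene sets were not used here. In their place, 16 lists of genes of the pathways named by the paper were written by hand, and the mouse Reactome sets distributed with the fgsea package were tested beside them. As in the paper, genes were ranked by fold change, and fgsea was run on the 23983 tested genes with a unique symbol. Of the 16 lists, 4 had a Benjamini-Hochberg adjusted p under 0.05 from fgsea, 2 shifted upward and 2 downward. Of 910 Reactome sets with 10 to 500 ranked genes, 21 were called, 7 upward and 14 downward. The ranking moved these counts most. Ranked by the signed root of the edgeR F statistic, 12 lists and 97 Reactome sets were called. fgsea permutes genes and takes them as independent of each other. The camera test, in edgeR and limma, allows for a small preset correlation between genes, which was not estimated from these data. It called 10 lists and 62 Reactome sets, and these counts were not compared with other groupings. Random splits of the mice within sex gave at least 4 called lists with fgsea in 50 of 100 cases and at least 21 Reactome sets in 69 of 100, the real grouping included.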

Notable downregulated pathways included DNA replication and cell cycle control, synthesis of glycosaminoglycans, spliceosome function, extracellular matrix‐receptor interactions with their associated focal adhesion formation, and the WNT signaling pathway, which has been previously identified as dysregulated in HGPS (Choi et al., 2018; Hernandez et al., 2010; Sola‐Carvajal et al., 2019). 

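Among the lists for the downregulated pathways, the ECM-receptor interaction list (81 genes) had a normalized enrichment score of −1.71 (fgsea, Benjamini-Hochberg adjusted p = 0.0118), with −1.93 in the mice of lower depth and −1.59 in those of higher depth. It was −2.24 in females alone (adjusted p = 1.59e-07) and 0.97 in males alone (adjusted p = 0.768), and it was not called with no low-count filter (−1.37, adjusted p = 0.143). The hedgehog list (45 genes) had a score of −1.72 (adjusted p = 0.0284), with −1.98 in females and 0.70 in males, and it was not called with DESeq2's fold changes (−1.26) or with no low-count filter (−1.06). The WNT list (116 genes) had a score of −1.32 with an adjusted p of 0.0523. Its score was −1.99 in females (adjusted p = 1.88e-05) and 0.95 in males (adjusted p = 0.768). In the mice of lower and higher depth it was −1.72 (adjusted p = 0.00446) and −1.06 (adjusted p = 0.343). Differences between the sexes were not tested for gene sets. The camera adjusted p of the WNT list was 0.0350, downward. Over its 4 alternatives with fgsea the score ranged from −1.75 to −0.71 and the adjusted p from 5.05e-04 to 0.999. The DNA replication list (35 genes) had a score of −1.24 (fgsea adjusted p = 0.201) and the cell cycle list (92 genes) a score of −1.16 (adjusted p = 0.201), the latter called by camera at an adjusted p of 0.0426. In males alone both were called, at −1.76 (adjusted p = 0.0143) and −1.46 (adjusted p = 0.0298), while in females the scores were 1.04 and 0.54. For the spliceosome list (113 genes) the score was −0.72 and the adjusted p 0.983. The intracellular focal adhesion list (89 genes) had a positive score of 1.23 (adjusted p = 0.194), which became −1.19 when genes were ranked by the signed root of the F statistic. It was called upward in males (1.52, adjusted p = 0.0218) and was not called in females (−0.92, adjusted p = 0.777). In the Reactome collection, Extracellular matrix organization (227 genes) had a score of −2.20 (fgsea adjusted p = 3.88e-11, camera adjusted p = 7.47e-05). Its score was −2.57 in females and −1.22 in males. The Reactome sets closest to the other lists were not called over all mice. Their scores were −0.78 for Signaling by Hedgehog (adjusted p = 1), −0.73 for DNA Replication (adjusted p = 1), −0.68 for Cell Cycle (adjusted p = 1), −0.89 for mRNA Splicing (adjusted p = 1) and −1.34 for Signaling by Wnt (adjusted p = 0.252), all by fgsea. In females Signaling by Wnt had a score of −1.69 (fgsea adjusted p = 0.00212).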

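For the upregulated direction, the PPAR signaling list (60 genes) had the highest score, 1.9 (fgsea, Benjamini-Hochberg adjusted p = 3.48e-04). It was 1.28 in the mice of lower depth (adjusted p = 0.277) and 1.91 in those of higher depth, and 1.87 in males and 1.22 in females (adjusted p = 0.261 in the latter). The fatty acid metabolism list (37 genes) followed at 1.74 (adjusted p = 0.0131), with 1.02 and 1.75 in the depth groups, 1.72 in males and 1.09 in females (adjusted p = 0.513 in the latter). Both lists were also called by camera, with adjusted p of 0.0127 and 0.00344. A citrate cycle list (29 genes) had a score of 1.53 and an adjusted p of 0.0523, with a camera adjusted p of 0.0233, upward. Its score was 1.76 in the mice of higher depth (adjusted p = 0.00426) and 1.64 in males (adjusted p = 0.0218). In the mice of lower depth it was −0.84 (adjusted p = 0.865) and in females 0.90 (adjusted p = 0.777). The cytokine-cytokine receptor list (232 genes) had a score of 1.11 (adjusted p = 0.277) and the hematopoietic cell lineage list (73 genes) a score of 0.92 (adjusted p = 0.648). The cytokine list was called only when genes were ranked by the signed root of the F statistic (score 1.36, adjusted p = 0.0185), and the hematopoietic list under none of the 4 alternatives. In the Reactome collection, Muscle contraction had a score of 2.39 by fgsea with a camera adjusted p of 0.336, and Glucose metabolism a score of 2.07. The Reactome set for regulation of lipid metabolism by PPARalpha (19 genes) had a score of 0.90 (adjusted p = 1) and a downward direction in camera (adjusted p = 0.549), and Mitochondrial Fatty Acid Beta-Oxidation (15 genes) a score of 1.43 (adjusted p = 0.511).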

Upregulated pathways that were identified involved fatty acid metabolism and PPAR signaling with the highest enrichment scores, cytokine‐receptor interactions that suggested the involvement of an inflammatory response in bone pathology, and activation of hematopoietic cell lineages. 

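Of the 17 genes of Figure S3a, 16 had a lower mean in homozygous mice. None passed the adjusted threshold (0 genes over all genes tested and 0 over the panel alone), and 2 had an unadjusted p under 0.05 (*Alpl* and *Sp7*). Changes in the pooled mice are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Col1a1* (ENSMUSG00000001506.10; chromosome 11 from 94936224 to 94953042) had 16160 ± 5832 CPM (SD, n = 11) in wild-type and 10164 ± 6249 CPM (SD, n = 12) in homozygous mice, a log2 fold change of −0.67 (standard error 0.40, adjusted p = 0.377). *Sp7* (chromosome 15 from 102356606 to 102367182) had 119 ± 31.4 and 79.9 ± 40.2 CPM, a change of −0.59 (standard error 0.24, adjusted p = 0.191). *Alpl* (chromosome 4 from 137741733 to 137796384) had 299 ± 116 and 183 ± 99.5 CPM, a change of −0.70 (standard error 0.27, adjusted p = 0.165). Each of these 3 genes was below the wild-type mean in 11 of 12 homozygous mice. For the middle markers, *Bglap2* had 1838 ± 820 and 1138 ± 913 CPM, a log2 fold change of −0.71 (standard error 0.45, adjusted p = 0.411). *Bglap2* lies from 88377736 to 88378699 on chromosome 3, close to *Lmna*, in the region with an excess of called genes, and has the paralog *Bglap*, with which reads can be shared. *Sparc* had a log2 fold change of −0.62 (standard error 0.35, adjusted p = 0.340). The late markers *Phex*, *Dmp1* and *Sost* changed by −0.50, −0.10 and −0.35 on the log2 scale, with adjusted p of 0.317, 0.823 and 0.418, and were below the wild-type mean in 10, 7 and 9 of 12 homozygous mice. The change was smaller than 2 standard errors for 6 of these 8 genes. *Alpl* and *Sp7* were called with 2 surrogate variables or with limma-voom and sample quality weights.

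**Figure D3:**
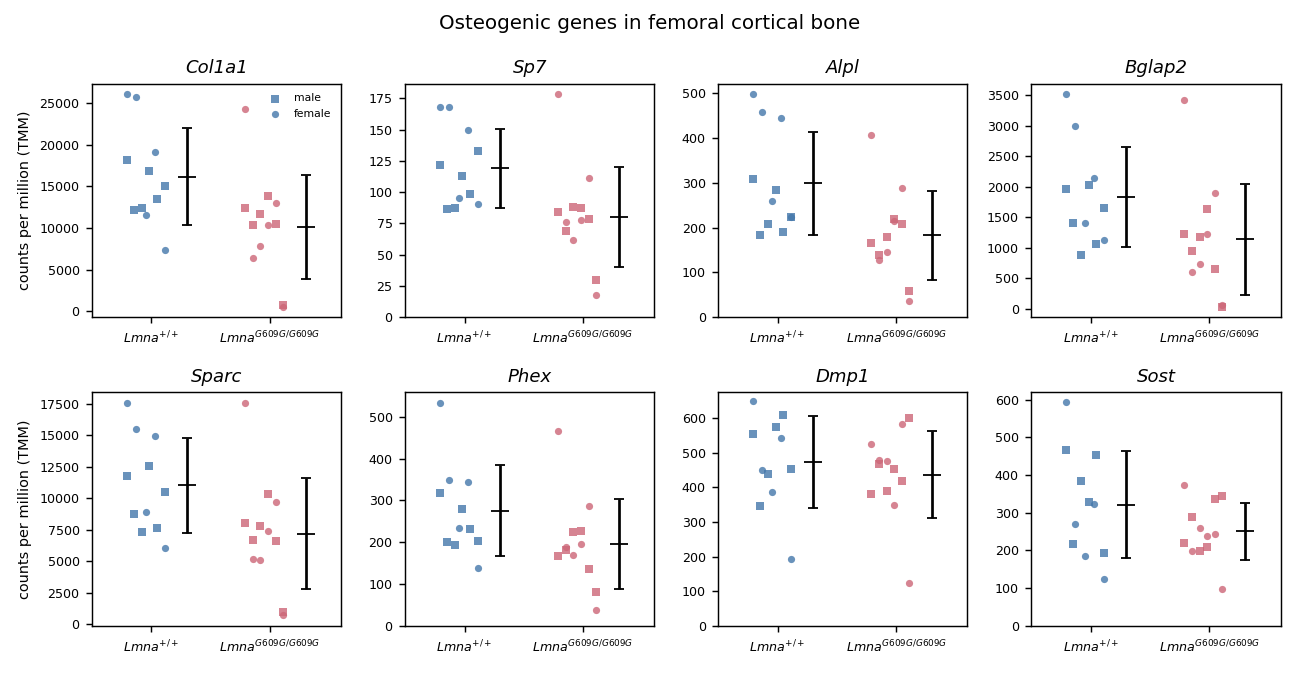
CPM (vertical axes) of 8 osteogenic genes in each wild-type and homozygous mouse, squares for males and circles for females, with the mean and SD. The SD bars of the genotypes overlap for every gene, and a pair of homozygous mice, 1 of each sex, lies lowest for *Col1a1*, *Sp7*, *Alpl*, *Bglap2*, *Sparc* and *Phex*.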

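Of the 17 WNT genes of Figure S3b, 14 had a negative log2 fold change, with a median of −0.48 over the panel. *Tcf7* is counted among the 14, although its mean was not lower in homozygous mice. *Fzd3* (ENSMUSG00000007989.7; chromosome 14 from 65192449 to 65262463) was the 1 gene called lower over all genes tested, at 6.56 ± 1.44 CPM (SD, n = 11) in wild-type and 4.61 ± 1.14 CPM (SD, n = 12) in homozygous mice, a log2 fold change of −0.52 (standard error 0.13, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0462). *Id2*, a gene of the same panel, was higher, with a log2 fold change of 0.26 (standard error 0.07, adjusted p = 0.0483 from the same test). *Fzd3* was called in 8 of 12 alternatives and 7 of the 23 fits that each left out one mouse, and *Id2* in 6 of 12 and 6 of 23. With the depth group as a covariate, an alternative chosen after seeing the data, *Id2* was no longer called (adjusted p = 0.0506). Adjusted over the panel alone, 9 genes were lower and 2 higher. Among the lower genes are *Sfrp4*, *Dkk1* and *Wif1*, which encode secreted inhibitors of the pathway, so the tally does not measure its activity. The inhibitor *Sfrp4* and the ligands *Wnt7b* and *Wnt5a* changed by −0.77, −1.36 and −0.54 on the log2 scale, with adjusted p of 0.0540, 0.117 and 0.136 over all genes. *Lef1* changed by −0.52 (adjusted p = 0.0803). *Ctnnb1*, which encodes beta catenin, had 665 ± 77.7 and 605 ± 98.3 CPM, a log2 fold change of −0.14 (adjusted p = 0.379). *Axin2*, a target of the pathway, changed by −0.24. *Fzd1* was higher by 0.43 on the log2 scale (adjusted p = 0.0897). The WNT effectors *Tcf7* and *Tcf7l2* both had a ratio of homozygous to wild-type mean of 1.00. Among the alternatives that kept all 23 mice, the number of the panel's genes called lower moved most with limma-voom and sample quality weights, to 10.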

The altered pathways in *Lmna* ^G609G/G609G^ bone tissue were associated with reduced expression of several WNT signaling components, and genes required for osteogenic development including early (*Col1a1*, *Sp7*, *Alpl*), middle (*Bglap2*, *Sparc*), and late (*Phex*, *Dmp1*, *Sost*) markers of osteoblast differentiation (Figure S3a,b). In contrast we identified increased expression of genes involved in adipogenic differentiation and lipid homeostasis including *Pparg*, *Fabp4*, *Lpl*, and *Leptin* (Figure S3c). These tissue‐level gene expression patterns were consistent with reduced serum procollagen I N‐propeptide levels, a marker of osteoblast activity, and increased marrow fat content in heterozygous and homozygous mice (Figure 3d,e). Hence in 2‐month *Lmna* ^G609G/G609G^ bone tissue, the gene expression profile suggested activation of an adipogenic transcriptional program at the expense of osteogenesis.

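Of the 17 genes of Figure S3c, 15 had a higher mean in homozygous mice. *Fabp4* was the 1 gene called over all genes tested, and 7 were called higher when the adjustment covered the panel alone. *Fabp4* (ENSMUSG00000062515.3; chromosome 3 from 10204088 to 10208576, more than 10 Mb from *Lmna*) rose from 191 ± 49.1 CPM (SD, n = 11) to 331 ± 102 CPM (SD, n = 12), a log2 fold change of 0.79 (standard error 0.17, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0181), with 12 of 12 homozygous mice above the wild-type mean. *Pparg* (chromosome 6 from 115360951 to 115490399) rose from 24.5 ± 2.76 to 28.8 ± 4.85 CPM, a log2 fold change of 0.23 (standard error 0.09, adjusted p = 0.164 over all genes and 0.047 over the panel). *Lpl* (chromosome 8 from 68880491 to 68907448) had 196 ± 54.8 and 446 ± 501 CPM, a log2 fold change of 1.15 (standard error 0.36, adjusted p = 0.0920 over all genes and 0.016 over the panel), with 9 of 12 homozygous mice above the wild-type mean. The gene of leptin, *Lep* (chromosome 6 from 29060220 to 29073877), had 0.197 ± 0.148 and 0.368 ± 0.253 CPM, a log2 fold change of 0.90 (standard error 0.43, adjusted p = 0.252 over all genes and 0.072 over the panel). In the mice of lower and higher depth the log2 fold change was 0.70 and 0.78 for *Fabp4*, 0.28 and 0.19 for *Pparg*, 0.59 and 1.40 for *Lpl*, and 0.99 and 0.67 for *Lep*. For other genes of the panel the estimate was higher in the mice of higher depth alone. The log2 fold change was −0.01 and 1.84 for *Ppara*, −0.20 and 1.68 for *Ppargc1a*, and 0.03 and 1.23 for *Slc2a4* (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.601 for each in the mice of higher depth). In all, 4 of the panel's genes were lower in the mice of lower depth, where *Zic1* was not tested, and 1 in those of higher depth. When each mouse was left out in turn, the pooled log2 fold change ranged from 0.73 to 1.52 for *Ppara* and 0.50 to 1.35 for *Ppargc1a*. For *Slc2a4* it ranged from 0.24 to 0.91, so these rises also depend on which mice are included. *Klf4* was lower in homozygous mice by an unadjusted p under 0.05 (log2 fold change −0.23). Among the alternatives that kept all 23 mice, the number of the panel's genes called higher moved most with DESeq2 and with limma-voom and sample quality weights, to 4 in each case, and *Fabp4* was called under every one of the 12 alternatives.

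**Figure D4:**
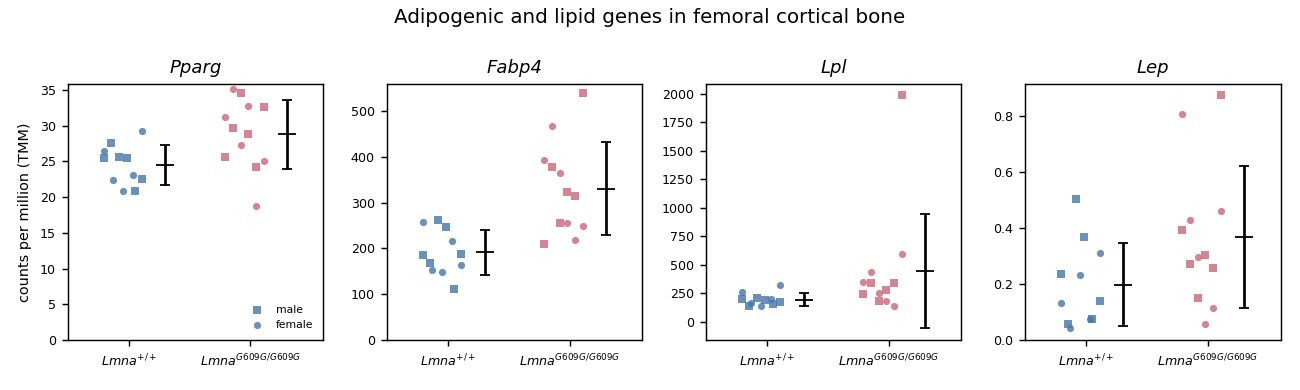
CPM (vertical axes) of *Pparg*, *Fabp4*, *Lpl* and *Lep* in each wild-type and homozygous mouse, squares for males and circles for females, with the mean and SD. All 12 homozygous mice lie above the wild-type mean for *Fabp4*, and 1 homozygous male lies far above the other mice for *Lpl*.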

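The score of 8 osteoblast marker genes was 11.07 ± 0.49 (SD, n = 11) in wild-type and 10.13 ± 1.35 (SD, n = 12) in homozygous mice. Its difference of −0.95 had p = 0.0239 and an adjusted p of 0.168 (two-sided permutation test within sex, Benjamini-Hochberg method over 14 lists), with 10 of 12 homozygous mice below the wild-type mean. In the mice of lower and higher depth the difference was −0.60 and −1.31. The median log2 fold change was −0.25 over the genes of Figure S3a, which include the osteoclast genes *Tnfrsf11a*, *Mmp9*, *Ctsk* and *Acp5*. It was 0.79 over the adipogenic and lipid genes of Figure S3c, where some estimates were higher in the mice of higher depth alone. In the mice of lower and higher depth, *Ppara* changed by −0.01 and 1.84, *Ppargc1a* by −0.20 and 1.68, and *Fabp4* by 0.70 and 0.78. Genes of Figure S3a, the osteoclast genes included, were lower for 15 of 17 in males and 14 of 17 in females. Adipogenic and lipid genes were lower for 1 of the 16 tested in males and 3 of 17 in females. From these expression patterns, together with the serum marker of osteoblast activity and the marrow fat content, the paper proposes that an adipogenic transcriptional program is active in homozygous bone at the expense of osteogenesis.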

Given the association between aging‐related inflammatory responses and alterations in bone remodeling leading to osteoporosis (Ginaldi et al., 2005), we examined whether pro‐inflammatory cytokine production was increased in *Lmna* ^G609G/G609G^ mice. Serum was collected from 2 month‐old mice and analyzed using an array‐based multiplex ELISA system. We found significantly increased levels of cytokines known to inhibit osteoblastogenesis, including IGFBP‐5, G‐CSF, and decorin, while the osteogenic cytokine leptin was decreased 80% in homozygous versus wild‐type mice (Figure S3d). Cytokines associated with increased bone resorption, such as IL6, MMP9, and the osteoclast precursor surface marker CD27 were also increased. However, several factors that either promote osteoblast development (PTX3, CXCL13, CXCL16) or inhibit bone resorption (CST3, OPG) were also increased and reflect the occurrence of a chronic stress‐induced inflammatory state in vivo, which is known to contribute to phenotypic plasticity in mesenchymal‐derived osteoprogenitors (Ambrosi et al., 2021).

To determine if intrinsic factors contribute to altered differentiation in bone cell populations of *Lmna* ^G609G/G609G^ mice, pre‐osteoblasts were collected from calvaria of newborn mice for in vitro analyses. Quantitation of gene expression in cultured cells was consistent with a role for A‐type lamins in cellular differentiation. Prior to the addition of osteogenic media, we found relatively low levels of *Lmna* and *Lmnc* transcripts (Figure 4a) in wild‐type cultures. As differentiation proceeded, transcripts increased reaching maximum levels midway through the time course, then receding back to levels initially observed at the start of differentiation. We also found that for both *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ cultures expression of progerin resulted in relatively lower *Lmna* and higher *Lmnc* compared to wild‐type cells. At the protein level, we noted increased levels of A‐type lamins at later stages of differentiation when cultures were less proliferative and had acquired a matrix‐producing, fully differentiated phenotype (Figure 4b). Additional confirmation of progerin accumulation in these cells was provided by immunofluorescent microscopy, which revealed punctate cytoplasmic aggregates and nuclear localization of progerin as well as the presence of multiple nuclei and micronuclei in homozygous osteoblasts (Figure 4c). Such nuclear abnormalities are a hallmark of HGPS cells expressing progerin.

**FIGURE 4:**
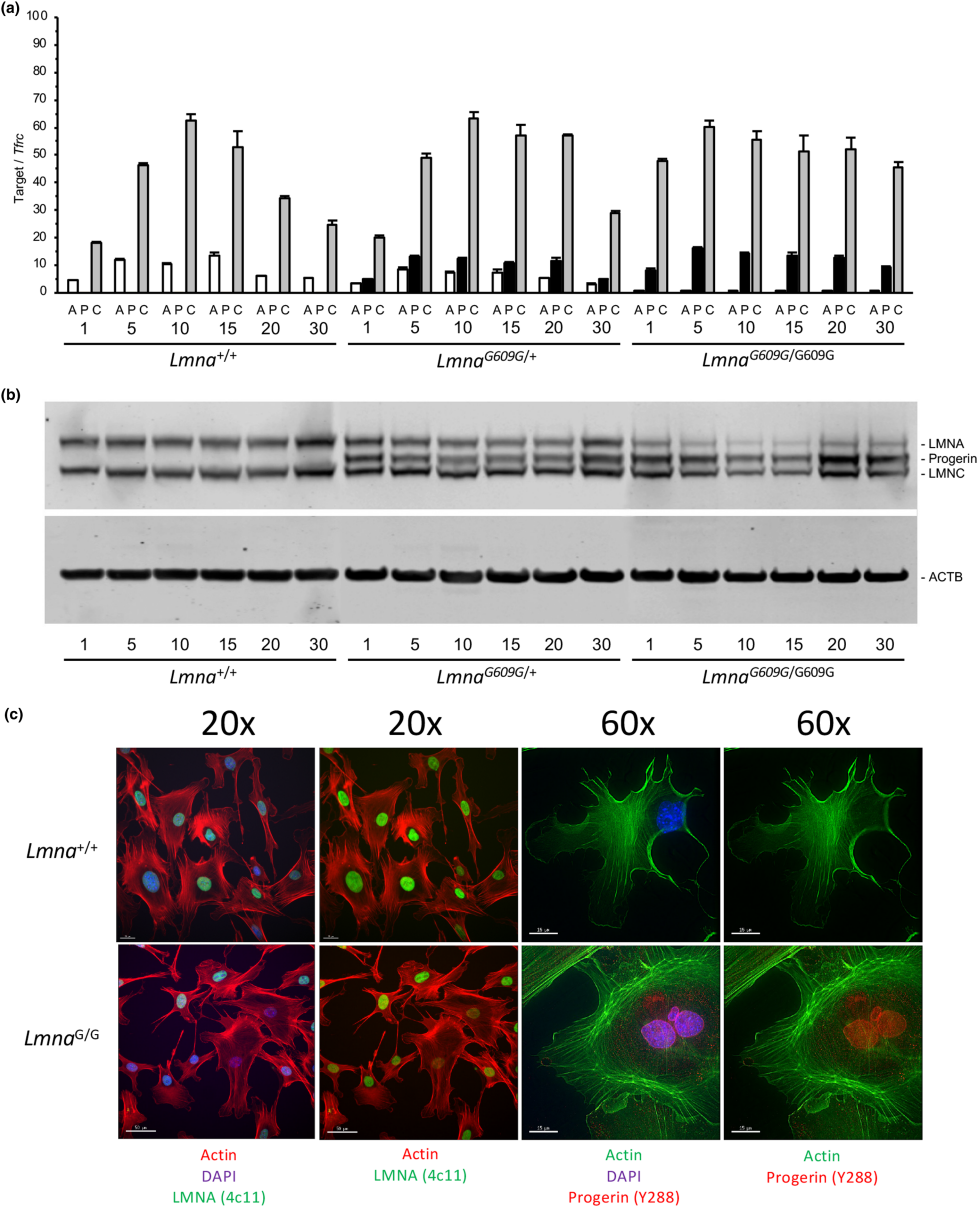
Expression of A‐type lamins in cultured murine osteoblasts. (a) Quantitative RT‐PCR of lamin A (A), progerin (P), and lamin C (C) transcripts from cultured osteoblasts at days 1, 5, 10, 15, 20, and 30 of osteogenic differentiation. (b) Immunoblots of cellular protein show increased accumulation of A‐type lamins at late stages of differentiation. (c) Left, Immunostaining demonstrates localization of A‐type lamins within the nucleus of cultured osteoblasts. Cells were stained to visualize nuclei (DAPI, blue), Actin (red), and A‐type lamins (green, antibody 4c11). Right, progerin‐specific antibody (Y288) reacts with the nucleoplasm, nuclear lamina, and cytoplasmic elements in cultured *Lmna* ^G609G/G609G^ (Lmna^G/G^) osteoblasts. Cells were stained to visualize nuclei (DAPI, blue), Actin (green), and progerin (red). Scale bars, 50 μm at 20× magnification; 15 μm at 60× magnification.

Analysis of *Lmna* ^G609G/G609G^ osteoblasts in vitro demonstrated their reduced capacity for osteogenic potential relative to wild‐type cells. Following 30 days of culture in osteogenic media, homozygous cells deposited 30 ± 2% less hydroxyapatite mineral compared to wild‐type cells (*p* < 0.001) (Figure 5a). No significant difference was detected for heterozygous cell cultures. Quantitation of osteogenic transcripts revealed no differences in expression levels of *Runx2*, *Col1a1*, or *Alpl*, but significantly lower levels of *Sp7/Osx* (*p* < 0.001) and osteocalcin (*p* < 0.05), and upregulation of the late markers of osteogenic differentiation, *Mepe* (*p* < 0.05) and *Dmp1* (*p* < 0.001), in homozygous relative to wild‐type cells after 30 days of culture in differentiation media (Figure 5b). Notably, the ratio of *Rankl/Opg* transcripts was significantly reduced due to an increase in *Opg* expression (*p* < 0.05). The reduced osteogenic gene expression in *Lmna* ^G609G/G609G^ osteoblasts cultured in osteogenic media was further exemplified by lower levels of total intracellular active beta catenin compared to wild‐type cells (Figure S4), recapitulating the lower expression of WNT signaling pathway genes at the tissue level (Figure S3b). When cells were cultured in adipogenic media for 3 weeks, however, we observed a 14 ± 3% (*p* < 0.01) and 47 ± 6% (*p* < 0.001) increase in the accumulation of lipid in *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^, respectively, compared to wild‐type (Figure 5a). Corresponding to the increased capacity to accumulate lipid upon adipogenic stimulation we found that, even when cultured in osteogenic medium, *Pparg2* transcription was upregulated and PPARG protein appeared earlier in *Lmna* ^G609G/G609G^ versus wild‐type osteoblasts (Figure 5c). These in vitro data support our findings that suggest, in vivo mesenchyme‐derived progerin‐expressing bone cell populations are diverted from an osteogenic to adipogenic phenotype.

**FIGURE 5:**
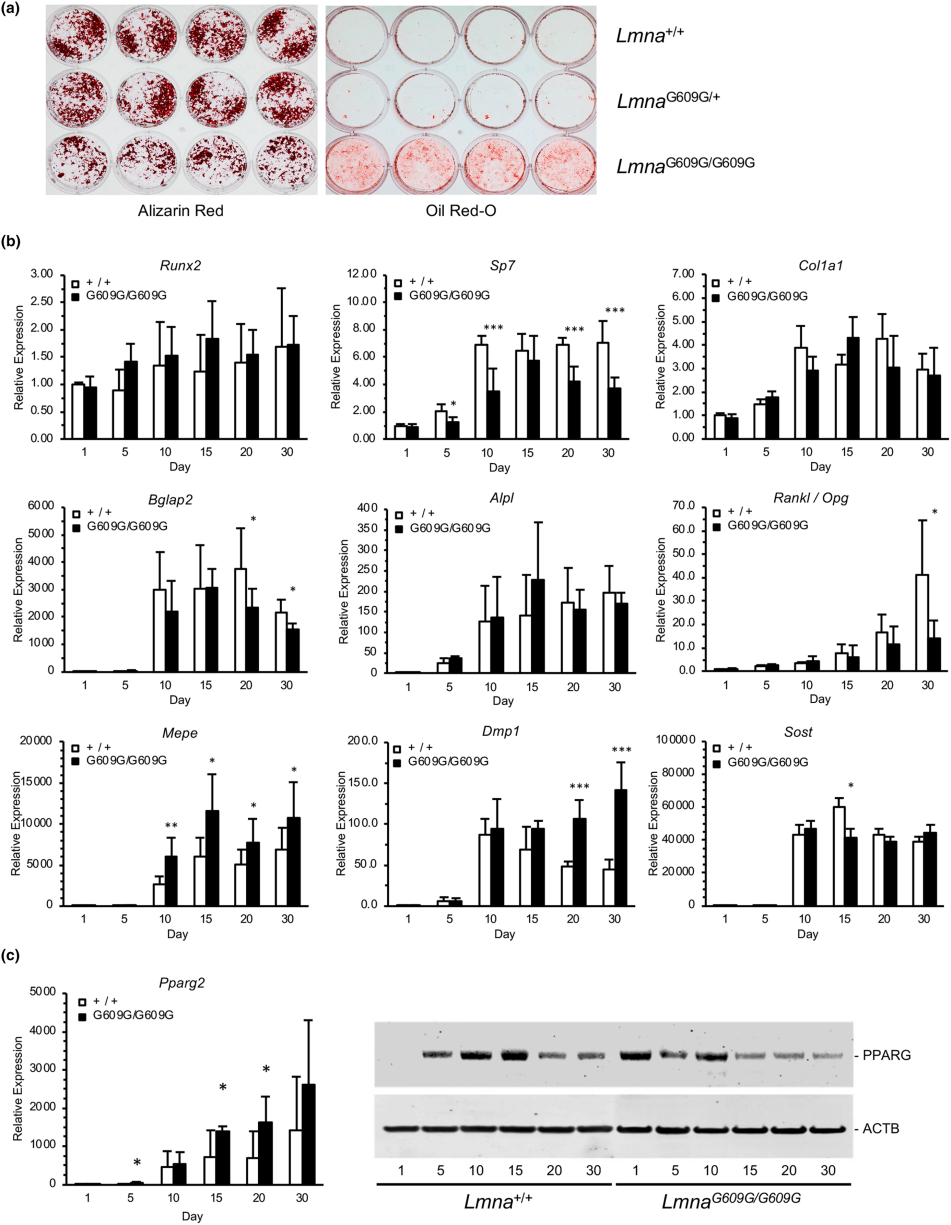
Increased phenotypic plasticity in *Lmna* ^G609G/G609G^ osteoblasts. (a) Left, newborn calvarial pre‐osteoblasts isolated from homozygous (*Lmna* ^G609G/G609G^) mice exhibit reduced capacity to deposit and mineralize matrix compared to wild‐type (*Lmna* ^+/+^) and heterozygous (*Lmna* ^G609G/+^) cultures. Cells were maintained in osteogenic media for 3 weeks followed by staining with alizarin red. Right, homozygous cultures accumulate lipids, detected by oil red‐O staining, when cultured in adipogenic media for 2 weeks. (b) Quantitative RT‐PCR of transcripts from differentiating *Lmna* ^G609G/G609G^ osteoblasts shows dysregulated expression of osteogenic markers required for differentiation, cellular crosstalk, and matrix mineralization. Results are the averages of three independent experiments. (c) *Lmna* ^G609G/G609G^ osteoblasts express higher levels of *Pparg2* transcripts, left, and PPARG protein at earlier stages of differentiation compared to wild‐type (*Lmna* ^+/+^) cells, right. *p < 0.05; **p < 0.01; ***p < 0.001.

Since normal aging‐related bone loss is associated with dysregulation of remodeling due to decreased osteoblast bone deposition and increased osteoclast resorption, we next sought to characterize the role of hematopoietic cell lineages in progeroid mouse bone. Although serum TRAcP levels, indicative of osteoclast numbers were increased type I collagen C‐telopeptide levels (CTX), a marker of resorptive activity were normal in *Lmna* ^G609G^ mice (Figure 6a,b). To determine if intrinsic factors altered osteoclastogenesis, we next analyzed the in vitro differentiation of mononuclear precursors isolated from marrow of 2 month‐old mice. Quantitative RT‐PCR and western analyses confirmed the expression of A‐type lamins in marrow‐derived cultured mononuclear precursors and mature, multinucleated osteoclasts (Figure 6c,d). Interestingly, immunofluorescent staining identified the presence of progerin throughout the nuclear lamina and cytoplasm in *Lmna* ^G609G/G609G^ marrow‐derived mononuclear precursors. Following treatment with RANKL to induce fusion, the diffuse cytoplasmic staining pattern altered to overlap with the F‐actin ring underlying the plasma membrane and within the nuclear lamina (Figures 6e and S5a). We found, however, that induction of fusion of marrow precursors did not result in any difference in osteoclast formation, since cell surface area and average number of nuclei was equivalent among each genotype (Figure S5b).

**FIGURE 6:**
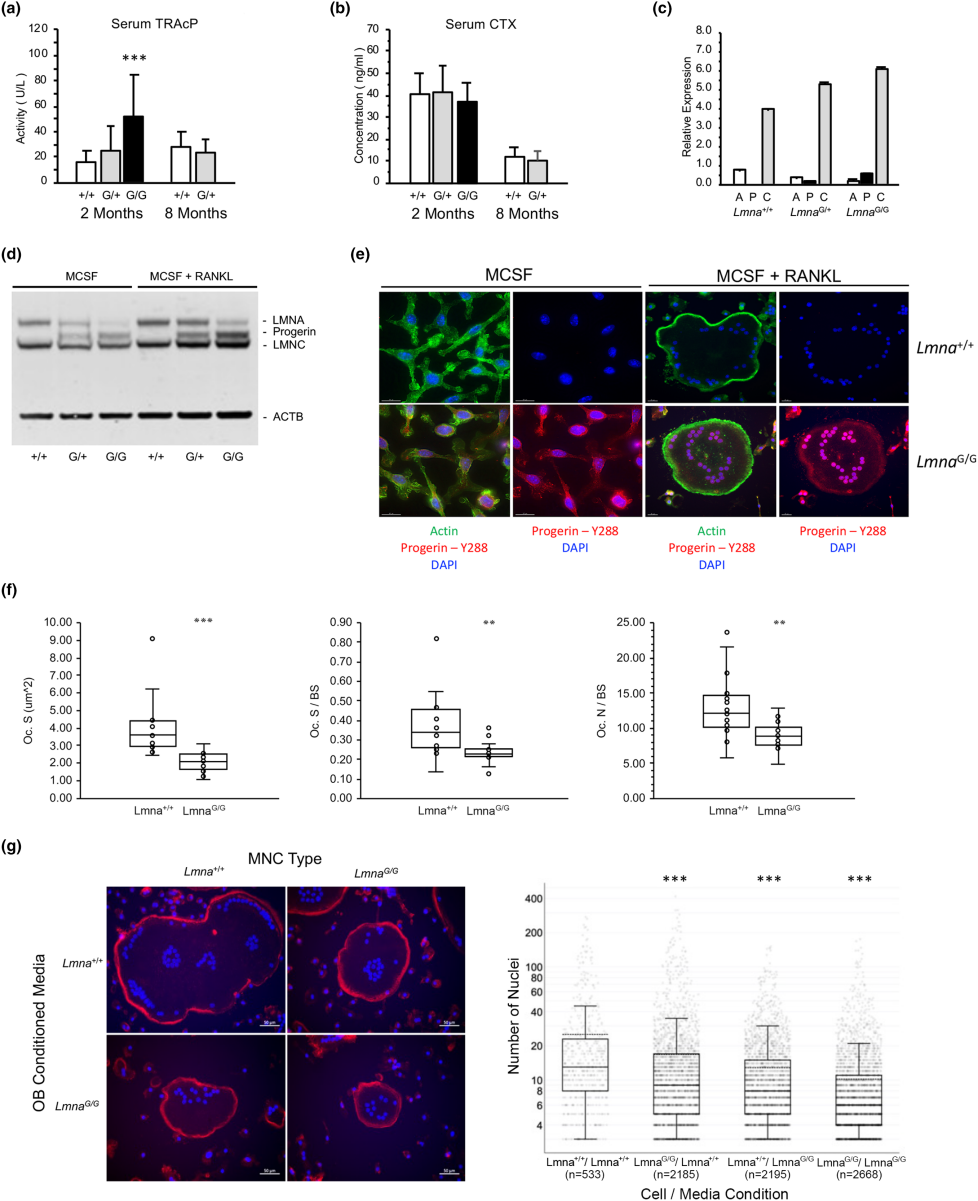
Osteoclastogenesis is affected by *Lmna* ^G609G/G609G^ osteoblast secreted factors. (a) Serum levels of TRAcP are increased in 2 month‐old homozygotes (G/G) compared to wild‐type (+/+) and heterozygous (G/+) mice. *N* = 12/genotype; 6 males, 6 females. *p < 0.05; **p < 0.01; ***p < 0.001 (b) Serum Type I collagen C‐telopeptide levels (CTX) are equivalent in 2 and 8 month‐old mice. *N* = 12/genotype; 6 males, 6 females. (c) Quantitation of *Lmna*‐derived transcripts in cultured marrow‐derived osteoclasts following treatment with MCSF and RANKL to induce fusion, including *Lmna* (A), *Progerin* (P), and *Lmnc* (C) transcripts. (d) Immunoblot of cultured mononuclear precursors (treated with MCSF) and mature, multinucleated osteoclast (treated with MCSF+RANKL) lysates demonstrates the presence of LMNA, Progerin, and LMNC. A‐type lamins are observed at greater levels in multinucleated osteoclasts compared to mononuclear precursors. (e) Wide‐field imaging of marrow‐derived mononuclear precursors (MCSF) and multinucleated osteoclasts (MCSF+RANKL) at 20× magnification. Cells were stained to visualize nuclei (DAPI, blue), Actin (green), and progerin (red). (f) Static histomorphometric analysis of osteoclasts on femoral trabecular surfaces of 8 week‐old wild‐type (Lmna^+/+^) and homozygous (Lmna^G/G^) mice demonstrates reduced osteoclast surface (Oc. S), osteoclast surface per bone surface (Oc. S/BS) and osteoclast number per bone surface (Oc. N/BS). *N* = 12 per genotype (six males, six females). (g) Immunofluorescent staining of cultured mature osteoclasts derived from wild‐type (*Lmna* ^+/+^) and homozygous (*Lmna* ^G/G^) 8‐week marrow progenitors in the presence of femoral osteoblast‐conditioned media. The number of nuclei present in osteoclasts cultured under each condition was obtained from two independent cultures. *N*, number of cells analyzed.

To determine the status of bone resorption in HGPS mice static histomorphometric analysis of femoral trabecular surfaces in 8‐week mice was performed. Several indices of osteoclast activity were decreased including a 49 ± 13% reduction in total osteoclast surface (Oc. S, *p* = 0.0002) associated with a 32 ± 15% decrease in the number of osteoclasts residing on trabecular surfaces (Oc. N/BS, *p* = 0.005), as well as a 35 ± 14% decrease in osteoclast surface per bone surface (Oc. S/BS, *p* = 0.009) (Figure 6f). The inconsistency between our in vitro and in vivo osteoclast data prompted us to repeat the osteoclast formation assays under more physiologic conditions. When cultured in conditioned media generated by *Lmna* ^G609G/G609G^ femoral osteoblasts, both wild‐type and HGPS marrow‐derived mononuclear precursors developed into osteoclasts containing an average 49% (*p* = 1.14 × 10^13^) and 40% (*p* = 3.25 × 10^−14^) fewer nuclei, respectively, than when they were cultured in wild‐type femoral osteoblast‐conditioned media (Figure 6g). Furthermore, we observed a 33% reduction in the number of *Lmna* ^G609G/G609G^ osteoclast nuclei versus wild‐type cells when cultured in wild‐type derived osteoblast media (*p* = 1.00 × 10^−6^). Subsequent cytokine profiling of conditioned media revealed 53 inflammation‐associated factors that were significantly altered in *Lmna* ^G609G/G609G^‐derived media compared to wild‐type cultures including osteoprotegerin (OPG/TNFRSF11B), a well‐characterized decoy receptor that prevents the RANK‐RANKL interaction required for the formation of osteoclasts from their precursors (Table S4). Similar to *Lmna* ^G609G/G609G^ plasma, increased levels of CXCL16, PTX3, DCN, CST3, IGFBP5, and MMP9 were identified in *Lmna* ^G609G/G609G^ conditioned media, in addition to other metalloproteases, CCL and CXCL chemokines, interleukins and IGF/FGF signaling components. We therefore conclude that reduced recruitment and activity of osteoclasts in *Lmna* ^G609G/G609G^ bone is a response to unidentified intrinsic defects, as well as extrinsic local factors presumably secreted by osteoblast lineage cells.

## 3 DISCUSSION

Although mortality in HGPS is generally due to myocardial infarction or stroke as a result of rapidly progressive atherosclerosis, these patients also exhibit alopecia, bone and joint abnormalities, and subcutaneous fat loss. Thus, cells and tissues derived from common mesenchymal progenitors are particularly susceptible to pathology resulting from the accumulation of progerin. In this study we have expanded on previous characterizations of the *Lmna* ^G609G^ murine bone phenotype involving development of low bone mineral density (BMD), kyphosis, micrognathia, dental, and other craniofacial abnormalities that worsen in an age‐ and genotype‐dependent manner (Osorio et al., 2011; Zaghini et al., 2020). To further define pathomechanisms underlying HGPS‐associated bone loss at the tissue level, we investigated the molecular and cellular alterations in *Lmna* ^G609G^ bone cell populations, which lead to defective tissue modeling and progressive bone dysplasia. The alterations in cellular differentiation and extracellular matrix production result in a pattern of decreased, poorly mineralized, extracellular matrix. In addition, we have identified several inflammatory cytokines that may act locally or systemically to modulate the severity of the HGPS phenotype. The inflammation and cellular phenotypic plasticity that occurs in HGPS bone tissue in this knock‐in mouse model might also elucidate the mechanisms of vascular and adipose pathology in patients, potentially providing additional therapeutic approaches to treatment of HGPS.

In humans, aging‐associated trabecular bone loss begins in young adults, with decreases in BMD being greater in women than men. Gender‐specific differences in bone structural alterations were also identified in *Lmna* ^G609G^ mice. First, in contrast to *Lmna* ^G609G/G609G^ mice, *Lmna* ^G609G/+^ mice demonstrated relatively few reductions in bone structural parameters at 2 months of age. Trabecular and cortical BMD was decreased in male and female 2‐month *Lmna* ^G609G/G609G^ mice, but in females only among the 8‐month *Lmna* ^G609G/+^ mice. In 2‐month homozygotes trabecular bone loss was most severe in males as demonstrated by the more significant differences in bone volume (Tb BV) and mineral density (Tb BMD). For both genotypes the trend toward increased structural model indices (SMI) represented a shift from a plate to rod‐like geometry as occurs in osteoporosis (Akhter et al., 2007). By 8 months trabecular bone loss in heterozygous mice was greatest in females, while reduced cortical parameters that were absent at 2 months had progressed in both genders.

Aging‐related cortical bone loss in humans begins following midlife, is accompanied by greater increases in endocortical versus periosteal area and can be explained by an imbalance in bone resorption and apposition (Corrado et al., 2020). Conversely, structural analyses of *Lmna* ^G609G/+^ femoral diaphyses revealed that the reduced cross‐sectional thickness of cortical bone occurred without a concurrent increase in marrow area implying normal endocortical resorption with decreased periosteal bone deposition. In contrast to heterozygous mice, where cortical thinning was progressive from 2 to 8 months of age, homozygous femoral cortical thickness was already significantly reduced compared to wild‐type in a chronologic and gene dosage‐specific manner despite the lack of significantly reduced bone formation rates at this age. A possible explanation for this discrepancy is that rapid bone loss in *Lmna* ^G609G/G609G^ mice occurs prior to early adulthood (i.e., 2 months of age) when dynamic histomorphologic analyses were performed, in contrast to normal aging associated bone loss. Considering the subtle skeletal alterations in newborn *Lmna* ^G609G/+^ and *Lmna* ^G609G/G609G^ mice, these findings indicate that both heterozygous and homozygous mice develop progressively reduced BMD and bone structural parameters with some features that are distinct from aging‐related osteoporosis.

The altered structural parameters predicted increased fragility of 2 month‐old *Lmna* ^G609G/G609G^, but not 8 month‐old *Lmna* ^G609G/+^, femora as demonstrated by the significantly reduced MOI. Subsequent mechanical testing demonstrated reductions in both elastic and plastic properties of cortical bone that reflect the smaller size. The reduced load and work required to yield implied alterations in the inorganic component of bone tissue, consistent with the reduced BMD in these mice. Although the fracture load of *Lmna* ^G609G/G609G^ femora was equivalent to wild‐type littermates, the reduced post‐yield work required to fracture suggested additional alterations to the organic contents of the tissue. This altered plastic property of *Lmna* ^G609G^ femora may result from the abnormal collagen cross‐link profile but may also reflect changes in the proteoglycan composition of the extracellular matrix that were suggested by the negative enrichment scores found among the KEGG proteoglycan synthesis pathways. 

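The list of chondroitin sulfate synthesis genes (21 genes) had a normalized enrichment score of −1.56 (fgsea, Benjamini-Hochberg adjusted p = 0.0523). Its camera adjusted p was 0.0127, downward, and its score was −1.28 and −1.63 in the mice of lower and higher depth. Over its 4 alternatives with fgsea the score ranged from −1.75 to −0.88 and the adjusted p from 0.00925 to 0.811. The keratan sulfate synthesis list (13 genes) had a score of −1.51 (fgsea adjusted p = 0.0872), which became 0.76 when genes were ranked without a filter on low counts. The N-glycan synthesis list (44 genes) had a score of −1.55 (fgsea adjusted p = 0.0523; camera adjusted p = 0.00214). In the Reactome collection, Chondroitin sulfate/dermatan sulfate metabolism had a score of −2.09 and Glycosaminoglycan metabolism a score of −1.74. Chondroitin sulfate biosynthesis (18 genes) had a score of −1.83 with an fgsea adjusted p of 0.119 and a camera adjusted p of 0.0272. Keratan sulfate biosynthesis (25 genes) had a score of −1.62 (fgsea adjusted p = 0.301, camera adjusted p = 0.446). The Reactome set for biosynthesis of the N-glycan precursor (59 genes) had a positive score of 0.82 by fgsea (adjusted p = 1) and a lower direction by camera (adjusted p = 0.0685).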

Importantly, reduced MOI with normal stiffness may indicate alterations in bone material properties in homozygous mice that cannot be accounted for by differences in geometry or mineral content.

During normal aging vascular stiffening, particularly of the aorta, is in part associated with an increase in the extent of collagen cross‐linking due to a greater abundance of pentosidine, one of the well‐characterized advanced glycation end‐products (AGEs) (Hoshino et al., 1995). In HGPS arterial stiffening may proceed by alternative mechanisms. As demonstrated in the *Lmna* ^G609G^ mouse model this is initiated by the upregulation of lysyl oxidase (LOX) (von Kleeck et al., 2021), the enzyme that catalyzes oxidative deamination of telopeptidyl lysine (Lys) and hydroxylysine (Hyl) residues to initiate formation of covalent cross‐links between collagen molecules. Consistent with these observations we have found that even with normal composition in vivo, bone collagen contained significantly increased numbers of aldehydes involved in cross‐linking in both heterozygous and homozygous mice implying a global mechanism for increased LOX activity in HGPS. Importantly, the increase in reducible cross‐links and decreased BMD of *Lmna* ^G609G/G609G^ bone tissue is strikingly similar to the alterations in bone material properties that occur in immobilization‐associated osteoporosis which may reflect dysregulation of mechanotransduction in bone cell populations (Yamauchi et al., 1988).

Neither the role of A‐type lamins in osteoclast differentiation nor the contribution of pathologic bone resorption to the HGPS skeletal phenotype has been fully clarified. In an inducible bone‐specific transgenic mouse model that expresses the most common HGPS mutation, femoral expression levels of the osteoclast markers *Mmp9* and *Ctsk* were similar to wild‐type mice (Schmidt et al., 2012). Contrary to these findings, accumulation of unprocessed prelamin A in *Zmpste24* ^−/−^ mice is associated with fewer osteoclasts and decreased bone resorption in vivo, as determined by histologic analysis of TRAcP activity and serum Ctx levels (Rivas et al., 2009). In vitro, however, chemical induction of prelamin A accumulation in differentiating peripheral blood mononuclear cells leads to accelerated formation of mature osteoclasts containing greater numbers of nuclei, but with reduced resorptive activity (Zini et al., 2008). Among LMNA deficiency models, *Lmna* ^−/−^ mice show a marked reduction in osteoclast numbers with a corresponding decrease in serum markers of bone turnover, yet in co‐culture studies knockdown of *LMNA* in bone marrow stromal cells enhanced the fusion of mononuclear precursors in a RANKL‐dependent manner (Li et al., 2011; Rauner et al., 2009). Interestingly tissue‐specific knockout studies have suggested that loss of *Lmna* expression in skeletal muscle, but not bone, drives increased resorption that can be rescued by genetic ablation of the pro‐osteoclastogenic cytokine IL6 (Xiong et al., 2020). Furthermore, antibody‐based inhibition of IL6 improved some bone structural parameters in *Lmna* ^G609G/G609G^ mice, implying an inflammatory aspect to bone loss in these mice (Squarzoni et al., 2021). Given our histologic, biochemical, and gene expression data we hypothesize a role of increased hematopoietic precursor recruitment driven by elevated systemic levels of inflammatory cytokines in *Lmna* ^G609G/G609G^ mice, but that osteoclastogenesis is inhibited by local factors including osteoblast secreted OPG. Furthermore, the normal CTX levels observed in serum and the normal levels of osteoclast marker gene expression found in femoral bone tissue, despite fewer TRAcP‐positive cells on bone surfaces, suggests increased resorptive activity by progerin‐expressing osteoclasts per se. Thus, one can speculate that progressive osteolysis, such as occurs in the phalanges and clavicles of HGPS patients may develop due to increased resorption that is not countered by the competing activity of osteoclast‐suppressing factors in specific bone compartments.

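In femoral bone tissue the osteoclast genes differed by less than 2 standard errors between the genotypes. *Acp5* (ENSMUSG00000001348.15; chromosome 9 from 22126727 to 22135711) had 804 ± 165 CPM (SD, n = 11) in wild-type and 690 ± 240 CPM (SD, n = 12) in homozygous mice, a log2 fold change of −0.25 (standard error 0.16, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.412). *Ctsk* had 895 ± 184 and 810 ± 244 CPM, a log2 fold change of −0.16 (standard error 0.14, adjusted p = 0.573 from the same test). It lies on chromosome 3 from 95499256 to 95509362, within 10 Mb of *Lmna*, where called genes are in excess. The log2 fold change was 0.12 for *Mmp9* (adjusted p = 0.568) and −0.10 for *Tnfrsf11a*, which encodes RANK (adjusted p = 0.629). The osteoclast score, from 9 genes, was 5.33 ± 0.28 in wild-type and 5.22 ± 0.39 in homozygous mice, a difference of −0.12 (two-sided permutation test within sex, p = 0.357, adjusted p = 0.556 over 14 lists). *Tnfrsf11b*, which encodes OPG, had 22.2 ± 6.56 and 21.7 ± 9.64 CPM, a log2 fold change of −0.05 (adjusted p = 0.940) whose sign changed with 2 surrogate variables in the model (0.04).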

Loss of adipose tissue is among the principal pathologies in HGPS patients and mouse models (Cabral et al., 2021; Gordon et al., 2007; Osorio et al., 2011; Pendás et al., 2002; Yang et al., 2006). At the tissue level, it is thought that the lipoatrophy that occurs in HGPS is associated with chronic inflammation and concurrent development of the senescence‐associated secretory phenotype (SASP) in adipocyte progenitors that accumulate progerin (Najdi et al., 2021). At the molecular level, loss of principal fat deposits has been attributed to sequestration of SREBP1 by progerin resulting in the inhibition of late‐stage gene induction (PPARγ2 and C/EBPα) in differentiating mesenchymal stem cells (MSCs) (Maraldi et al., 2008; Xiong et al., 2013). We were therefore surprised to find a transcriptional signature in femoral bone tissue from *Lmna* ^G609G/G609G^ mice that reflects enrichment of pathways associated with adipogenic differentiation (Zhang et al., 2018). 

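The score of 12 white adipocyte marker genes in femoral bone tissue was 2.16 ± 0.44 (SD, n = 11) in wild-type and 2.62 ± 0.81 (SD, n = 12) in homozygous mice. The difference was 0.47 (two-sided permutation test within sex, p = 0.110, adjusted p = 0.309 by the Benjamini-Hochberg method over 14 lists), with 0.41 and 0.53 in the mice of lower and higher depth and 9 of 12 homozygous mice above the wild-type mean. With this score as a covariate, *Fabp4* had a log2 fold change of 0.59 and an adjusted p of 0.0495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Fabp4* itself is not among these 12 marker genes. With the same covariate the number of differentially expressed genes was 87, of which 77 were also called without it.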

While we cannot rule out the possibility that upregulation of adipogenic gene expression in femoral tissue represents infiltration of adipocytes from the bone marrow compartment, accumulation of lipid and elevated expression levels of *Pparg2* in vitro support a role of intrinsic factors, such as epigenetic alterations, and extrinsic factors, such as inflammatory cytokines, involved in phenotypic plasticity of *Lmna* ^G609G/G609G^ osteoblasts.

Although gene expression patterns in femoral tissue represent a mixed cell population of osteoblasts, osteocytes and osteoclasts, GSEA revealed several additional pathways critical for bone homeostasis that serve as potential targets for treatment strategies. Specifically, our data point to altered activity at the plasma membrane of *Lmna* ^G609G/G609G^ bone cell populations as a contributing factor in osteoblast dysfunction. For example, ours is not the first study to demonstrate reduced WNT signaling in cells or tissues expressing progerin, characterized by decreased intracellular nuclear levels of active beta catenin and lower expression of downstream beta catenin target genes (Hernandez et al., 2010; Schmidt et al., 2012; Sola‐Carvajal et al., 2019). In *Zmpste24* ^−/−^ osteoblasts the reduced WNT signaling is associated with cytoplasmic accumulation of beta catenin due to defective nuclear translocation (Choi et al., 2018). In *Lmna* ^G609G/G609G^ osteoblasts, however, we found reduced expression of multiple ligands, receptors and cytoplasmic components that mediate WNT signaling, but no evidence of cytoplasmic accumulation of beta catenin, suggesting that WNT signaling is inhibited at either the receptor level or among cytoplasmic components of the pathway. In addition, the finding that extracellular matrix‐receptor interactions, focal adhesions and adherens junctions signaling pathways were downregulated point to dysregulation of cell–cell and cell‐matrix interactions required for WNT crosstalk, mechanosensing, differentiation and function of cells of the osteoblast and osteoclast lineages and, therefore, skeletal development and bone remodeling (Marie et al., 2014).

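The adherens junction list (67 genes) had a normalized enrichment score of −1.44 (fgsea, Benjamini-Hochberg adjusted p = 0.0523; camera adjusted p = 0.00509, downward). It was −1.60 in the mice of lower depth (adjusted p = 0.0236) and −1.13 in those of higher depth (adjusted p = 0.268). In females it was −1.66 (adjusted p = 0.0156) and in males −0.72 (adjusted p = 0.997). The Reactome set Adherens junctions interactions (27 genes) had a score of −1.21 with an fgsea adjusted p of 0.674. Integrin cell surface interactions had a score of −2.12 in the same collection, Collagen formation −2.54 and Collagen degradation −2.60. Cell-extracellular matrix interactions (18 genes), which holds focal adhesion components, had a positive score of 1.48 (fgsea adjusted p = 0.445, camera adjusted p = 0.905).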

Our goals in the current study were to determine the extent to which HGPS bone pathology resembles senile osteoporosis and to further characterize pathomechanisms underlying the bone phenotype. We found that progressive bone loss in *Lmna* ^G609G/G609G^ mice occurs in the context of increased marrow adiposity associated with systemic inflammation and decreased bone formation that represents a low bone turnover phenotype, which does not recapitulate the altered bone remodeling that occurs with normal aging. Although progerin expression has been found in aged tissues of apparently healthy individuals, the potential for its role in the onset of senile primary osteoporosis remains to be determined (McClintock et al., 2007; Scaffidi & Misteli, 2006). In the context of HGPS, targeting the specific pathways identified here may ameliorate, but will not prevent, the pathology caused by the dominant negative function of progerin. Indeed, more effective therapies will require complex approaches that target and eliminate progerin at the protein, RNA and DNA levels, strategies that are currently in development (Cabral et al., 2021; Erdos et al., 2021; Koblan et al., 2021).

## 4 EXPERIMENTAL PROCEDURES

Experimental procedures and materials used in this study can be found in the Supplemental files accompanying this article.

## AUTHOR CONTRIBUTIONS

WAC, SMW, MY, KMK, MRE and FSC designed experiments, which were conducted by WAC, CS, AAT, OB, MT, and ULT. Data was analyzed by WAC, CS, AAT, OB, MT, NN, TY and MRE. Manuscript was written by WAC, MRE, and FSC, with significant input from MY and KMK.

## CONFLICT OF INTEREST STATEMENT

None declared.

## Supporting information

Data File S1.
Click here for additional data file.

Data File S2.
Click here for additional data file.

Appendix S1.
Click here for additional data file.

## Data Availability

RNA sequence reads and gene quantification data are available at GEO with accession number GSE231305. All other data that support the findings of this study are available from the authors upon request.

# Supplementary material for: Bone dysplasia in Hutchinson‐Gilford progeria syndrome is associated with dysregulated differentiation and function of bone cell populations
**Source:** Aging Cell. 2023 Jun 26;22(9):e13903. doi: 10.1111/acel.13903
**Supplement:** Supplementary file 1 — Data File S1.

**Supplemental Data File 1. KEGG pathway analysis of femoral tissue gene expression.**

|                                                           |            |            |            |            |            |
|-----------------------------------------------------------|------------|------------|------------|------------|------------|
| KEGG_THYROID_CANCER                                       | 0.87660668 | 0.96230682 | 0.0635008  | -0.2051067 | -0.728533  |
| KEGG_NOTCH_SIGNALING_PATHWAY                              | 0.87862797 | 0.96230682 | 0.06464846 | -0.1955119 | -0.7653367 |
| KEGG_ALZHEIMERS_DISEASE                                   | 0.89146165 | 0.97058546 | 0.036073   | 0.1731302  | 0.79166198 |
| KEGG_JAK_STAT_SIGNALING_PATHWAY                           | 0.92732558 | 0.978097   | 0.03441748 | 0.17022447 | 0.75696774 |
| KEGG_ACUTE_MYELOID_LEUKEMIA                               | 0.90645161 | 0.978097   | 0.04032954 | 0.19319598 | 0.74465682 |
| KEGG_TOLL_LIKE_RECEPTOR_SIGNALING_PATHWAY                 | 0.94162826 | 0.978097   | 0.03630185 | 0.17515869 | 0.73049059 |
| KEGG_APOPTOSIS                                            | 0.94620253 | 0.978097   | 0.03745842 | 0.17384997 | 0.7186753  |
| KEGG_LONG_TERM_DEPRESSION                                 | 0.94051447 | 0.978097   | 0.03847869 | 0.18554059 | 0.71790191 |
| KEGG_CYTOSOLIC_DNA_SENSING_PATHWAY                        | 0.91708126 | 0.978097   | 0.04107133 | 0.19324871 | 0.69148287 |
| KEGG_RNA_POLYMERASE                                       | 0.91390728 | 0.978097   | 0.0411544  | 0.20569539 | 0.69126413 |
| KEGG_PORPHYRIN_AND_CHLOROPHYLL_METABOLISM                 | 0.93637847 | 0.978097   | 0.0393562  | 0.19723755 | 0.65972578 |
| KEGG_RIG_I_LIKE_RECEPTOR_SIGNALING_PATHWAY                | 0.921875   | 0.978097   | 0.06170541 | -0.1859919 | -0.754437  |
| KEGG_SELENOAMINO_ACID_METABOLISM                          | 0.95278246 | 0.97892368 | 0.04008456 | 0.19739622 | 0.62532341 |
| KEGG_GLYCOSYLPHOSPHATIDYLINOSITOL_GPI_ANCHOR_BIOSYNTHESIS | 0.96296296 | 0.97892368 | 0.05712585 | -0.1821563 | -0.6292631 |
| KEGG_INOSITOL_PHOSPHATE_METABOLISM                        | 0.95800525 | 0.97892368 | 0.06024841 | -0.1735286 | -0.708436  |
| KEGG_PURINE_METABOLISM                                    | 0.97749196 | 0.98823363 | 0.06911985 | -0.150372  | -0.7530836 |
| KEGG_HUNTINGTONS_DISEASE                                  | 1          | 1          | 0.0292811  | 0.13035983 | 0.60353616 |
| KEGG_REGULATION_OF_AUTOPHAGY                              | 0.9965338  | 1          | 0.03927586 | 0.13711847 | 0.41430307 |

# Supplementary material for: Bone dysplasia in Hutchinson‐Gilford progeria syndrome is associated with dysregulated differentiation and function of bone cell populations
**Source:** Aging Cell. 2023 Jun 26;22(9):e13903. doi: 10.1111/acel.13903
**Supplement:** Supplementary file 3 — Appendix S1.

**Bone dysplasia in Hutchinson-Gilford Progeria Syndrome is associated with dysregulated differentiation and function of bone cell populations.**

Wayne A. Cabral^1^, Chris Stephan^2^, Masahiko Terajima^3^, Abhirami Thaivalappil^1^, Owen Blanchard^2^, Urraca L. Tavarez^1^, Narisu Narisu^1^, Tingfen Yan^1^, Stephen M. Wincovitch^4^, Yuki Taga^5^, Mitsuo Yamauchi^3^, Kenneth M. Kozloff^2^, Michael R. Erdos^1^, and Francis S. Collins^1#^

**Supporting Information**

Experimental Procedures

Table S1. *Lmna*^+/+^, *Lmna*^G609G/+^, *Lmna*^G609G/G609G^ femoral bone structural parameters.

Table S2. *Lmna*^+/+^, *Lmna*^G609G/+^, *Lmna*^G609G/G609G^ femoral bone mechanical properties.

Table S3. Post-translational modification of type I collagen from *Lmna*^+/+^, *Lmna*^G609G/+^ and *Lmna*^G609G/G609G^ femoral bone.

Table S4. Cytokine profile of *Lmna*^+/+^ and *Lmna*^G609G/G609G^ femoral osteoblast-conditioned media.

Figure S1. Mice expressing *Lmna*^G609G^ have altered bone development at birth.

Figure S2. Dynamic histomorphometric analysis reveals a trend in reduced bone formation rates on endosteal femoral surfaces in *Lmna*^G609G/G609G^ mice.

Figure S3. *Lmna*^G609G/G609G^ mice have reduced osteogenic gene expression, increased adipogenic gene expression and elevated inflammatory cytokine levels.

Figure S4. Beta catenin signaling is inhibited in cultured *Lmna*^G609G/G609G^ osteoblasts.

Figure S5. Progerin is expressed in bone marrow-derived osteoclasts.

**Experimental Procedures**

**Mouse Strains and Animal Care.** The *Lmna*^G609G^ (c.1827C>T) knock-in mouse expresses the murine endogenous *Lmna* gene harboring the corresponding mutation in classic HGPS patients, and was a generous gift from Carlos-Lopez Otín, Departamento de Bioquímica y Biología Molecular, University of Oviedo (Osorio *et al.* 2011). Genotyping was performed using DNA extracted from mouse tails using the REDExtract-n-Amp tissue PCR kit (Sigma, St. Louis, MO), followed by PCR as previously reported (Osorio *et al.* 2011). Animal care and experiments were performed in accordance with a protocol approved by the NHGRI Animal Care and Use Committee.

**Cell Culture.** Osteoblasts were generated from newborn mouse calvaria or 8 week-old mouse femora by collagenase release and cultured in αMEM containing 10% fetal bovine serum, 2 mM glutamine, and 1% pen-strep at 37^o^C in 8% CO_2_. Cells undergoing osteogenic differentiation were supplemented with 50 μg/ml ascorbate and 2.5 mM β-glycerophosphate for 30 days. Cultures were collected for protein and gene expression analyses, or were fixed in 4% paraformaldehyde in PBS followed by staining with 1% alizarin red S in 2% ethanol to reveal mineral. Cells undergoing adipogenic stimulation were cultured in αMEM containing 20% fetal bovine serum, 0.1 μM dexamethasone, 1 μM insulin, 200 μM indomethacin and 250 μM isobutyl methylxanthine (Sigma, St. Louis, MO). Following fixation, cultures were stained with 0.2% Oil red-O (Sigma, St. Louis, MO) in 60% isopropanol.

Osteoclast cultures were generated from bone marrow-derived monocytes/macrophages (BMMs). Marrow cavities from dissected long bones of 8 week-old mice were flushed with ice cold αMEM using a 23-gauge needle. Cells were dispersed by passing resuspended marrow through the syringe several times and sieving through a 70 μm cell strainer. Cell suspensions were incubated in red blood cell lysis solution (Qiagen, Germantown, MD) for 3 minutes at room temperature, then centrifuged for 10 minutes at 500 x g. Pelleted leukocytes were resuspended in αMEM containing 10% fetal bovine serum, 2 mM glutamine, and 1% pen-strep, and cultured for 12 hours in 100 mm culture dishes at 37^o^C in 8% CO_2_. The following day, nonadherent cells were centrifuged at 500 x g for 10 minutes, resuspended in culture medium containing 25 ng/ml recombinant MCSF (R&D Systems, Minneapolis, MN), counted and re-plated at a density of 7 x 10^5^ cells/cm^2^. Media containing MCSF was replenished every two days until cultures reached confluency, at which point the cultures were fed growth media containing 25 ng/ml MCSF and 100 ng/ml recombinant RANKL (R&D Systems, Minneapolis, MN). In other experiments, mononuclear precursors were cultured in femoral osteoblast-conditioned media supplemented with MCSF and RANKL. Mononuclear precursors were allowed to fuse for 48-72 hours, then either harvested for gene expression and protein analyses, stained for TRAcP activity using a leukocyte acid phosphatase kit (Sigma, St Louis, MO), or analyzed by wide-field microscopy.

**Skeletal Staining.** Following euthanasia skin, viscera and eyes were carefully removed from newborn mice. Samples were fixed at room temperature in 95% ethanol for seven days and then transferred to acetone for an additional seven days to remove adipose and neural tissues. Skeletal staining proceeded for three days in staining solution consisting of 1 volume of 0.3% Alcian blue in 70% ethanol, 1 volume of 0.1% Alizarin red S in 95% ethanol, 1 volume of acetic acid and 17 volumes of 70% ethanol. Skeletal preparations were rinsed briefly in water, then destained in 1% KOH in 20% glycerol under gentle shaking at room temperature with solution changes occurring every three days for two weeks prior to imaging.

**Gene Expression Analysis.** Total RNA was extracted from cultures or femoral cortical bone tissue after removal of epiphyses and marrow from 12 wild-type (*Lmna*^+/+^, 6 males, 6 females) and 12 homozygous (*Lmna*^G609G/G609G^, 6 males, 6 females) mice at 8 weeks of age. RNA isolation used TRIzol reagent (ThermoFisher Scientific, Waltham, MA), followed by digestion for 20 minutes at 37^o^C with Dnase I (ThermoFisher), then analysis for integrity and concentration on an Agilent nucleic acid bioanalyzer (Agilent Technologies). Quantitation of murine *Lmna*, *Progerin* and *Lmnc* transcripts was performed as previously described (Cabral *et al.* 2021). For real-time RT-PCR generation of cDNA utilized a High Capacity cDNA Archive Kit (ThermoFisher Scientific, Waltham, MA) to reverse transcribe 2 μg total RNA, followed by quantitative PCR with Taqman Assays on Demand (ThermoFisher Scientific, Waltham, MA, Runx2, Mm00501584_m1; *Sp7*, Mm00504574_m1; *Col1a1*, Mm00801666_g1; *Bglpa2*, Mm03413826_mH; *Alpl*, Mm00475834_m1; *Rankl*, Mm00441906_m1; *Opg*, Mm00435454_m1; *Mepe*, Mm02525159_s1; *Dmp1*, Mm01208363_m1; *Sost*, Mm00470479_m1; *Pparg2*, Mm00440945_m1; Gapdh, Mm99999915_g1; *Hprt1*, Mm03024075_m1; *Gusb*, Mm01197698_m1; *Actb*, Mm02619580_g1; B2m, Mm00437762_m1; *Ipo8*, Mm01255158_m1). Relative expression of specific transcripts was measured in triplicate from biologic replicates and normalized to Gapdh, Hprt, Gusb, Actb, B2m, and Ipo8 transcripts.

Sequencing was performed on an Illumina NovaSeq 6000, strand-specific PolyA with 2x151 bp cycles. Paired-end RNA-seq reads were aligned to GRCm38 genome assembly using STAR (v2.7.3) with default parameters (Dobin *et al.* 2013). Expression levels of Gencode M24 genes were quantified using QoRTs (v1.3.6) (Hartley & Mullikin 2015). Phred-scaled read quality, mapping rate, and gene body coverage are provided in **Supplemental Data File 2**. Expression difference of genes between *Lmna*^G609G/G609G^ and wild-type was identified using Wald test implemented in DESeq2 with sample gender as a covariate (Love *et al.* 2014). Benjamini & Hochberg method was used to adjust for multiple testing, and genes having a fold change ≥ 1.5 or ≤ -1.5 with adjusted p value < 0.05 were considered differentially expressed (Benjamini & Hochberg 1995). The whole gene list from the results of differential gene expression comparing progeria to control samples was applied to GSEA using fgsea R package (Korotkevich *et al.* 2021). Genes were ranked by fold-change decreasingly and KEGG pathway datasets were used (**Supplemental Data File 1**). The enriched gene sets with FDR < 0.05 were plotted.

**Primary Antibodies.** Primary antibodies used in this study included rabbit anti-Lamin A/C [ab224816] (Abcam, Cambridge, UK), mouse anti-Lamin A/C [4C11], rabbit anti-beta-Actin [D6A8], rabbit anti-nonphospho b-catenin [S33/S37/T41], mouse anti-S6 [54-D2] and rabbit anti-Pparg1/2 [D69] (Cell Signaling Technology, Danvers, MA). Rabbit anti-progerin [Y288] antibody was a generous gift from K. Djabali, Technical University of Munich (McClintock *et al.* 2006).

**Wide-field Microscopy.** For osteoblast imaging, 10,000 cells were seeded into each well of eight-chamber treated culture slides (Ibidi USA Inc, Fitchburg, WI) and allowed to attach overnight. Osteoclast cultures were generated directly in the chamber slides from marrow precursors, as described in the main Methods section. Cells were fixed with 4% paraformaldehyde (Electron Microscopy Science, Hatfield, PA) in 1x PBS and permeabilized with 0.5% Triton X-100 in 1x PBS. Slides were blocked overnight with 4% BSA in 1x TBS at 4°C. Mouse anti-Lamin A/C [4c11] (Cell Signaling Technology, Danvers, MA) and rabbit anti-progerin [Y288] primary antibodies were diluted 1:200 in 4% BSA in 1x TBS and applied to slides overnight at 4°C. Progerin-specific antibody was generated and characterized as previously described (Cao *et al.* 2011). Target proteins were visualized using AlexaFluor 594 donkey anti-mouse IgG (H+L) and AlexaFluor 488 donkey anti-rabbit secondary antibodies, which were diluted 1:1,000 in 4% BSA in 1x TBS and applied for overnight at 4°C. Filamentous Actin was visualized using either AlexaFluor 488 Phalloidin or AlexaFluor 594 Phalloidin (ThermoFisher Scientific, Waltham, MA). Nuclei were stained with VECTASHIELD Antifade Mounting Medium containing DAPI (Vector Laboratories, Inc., Burlingame, CA). Wide-field images were collected using a Personal DeltaVision system (Leica Microsystems Inc, Buffalo Grove, IL) mounted on an inverted Olympus IX71 microscope with an U Apo 20x/0.75 or an N Plan Apo 60x/1,42 objective lens. All images were acquired using a pco.edge sCMOS camera with 1x1 binning and a 1024 pixels x 1024 pixels imaging field. FITC, TRITC and DAPI excitation were collected in emission filters 523/36, 679/34 and 435/48, respectively. All images were deconvolved in Leica’s SoftWoRx software package version 7.0.

**Histology.** Standard histology was performed on femora dissected from 2 month-old mice and fixed in 4% paraformaldehyde in PBS at 4°C for two days. Bones were demineralized for three weeks in 14% EDTA at 4°C under gentle shaking. Following dehydration, samples were paraffin embedded and 5 μm bone tissue sections were cut and mounted on glass slides using standard protocols. Hematoxylin and eosin (H&E) staining and TUNEL procedures were performed by standard procedures (Histoserv Inc, Germantown, MD). Additional femoral sections were stained for TRAcP enzymatic activity using a commercially available kit (Sigma, St Louis, MO).

**Histomorphometric Analyses.** Length measurements were performed on left tibiae and femora from 2 and 8 month-old mice using digital calipers. TRAcP-stained tissue sections were imaged on a Zeiss AxioScan Z.1 slide scanner (Carl Zeiss, Jena, Germany) and processed using a 20x objective and Zen Blue image analysis software. Images were analyzed for osteoclast numbers and surface area in a trabecular region of interest proximal to the distal growth plate and covering an area of 2mm^2^. For dynamic histomorphometry, 2 month-old mice received intraperitoneal injections of calcein (30mg/kg) and alizarin (30mg/kg) resuspended in saline at 10 and 3 days prior to sacrifice. Femora were dissected and fixed in 70% ethanol for 7 days, dehydrated with increasing concentrations of ethanol, cleared in xylene, embedded undecalcified in methyl methacrylate and analyzed as previously described (Sinder *et al.* 2015). In brief, fluorescent images were acquired on a Zeiss Axiovert 200M inverted microscope equipped with Apotome imaging system. Using a 10x objective multiple fluorescent images were taken of the calcein and alizarin labels around the entire cortex, including both periosteal and endosteal surfaces, and analyzed using commercially available software (Bioquant Osteo Version 17.20.10, Nashville, TN).

**Micro-Computed Tomography and Mechanical Testing.** Femora and tibiae from 8 and 32 week-old mice were dissected and cleaned of soft tissue, leaving the epiphyses intact. Bones were measured from the proximal head to the distal end of the medial and lateral condyles with a digital caliper. Left femora were scanned in water using cone beam micro-computed tomography (Skyscan 1176, Bruker, Billerica, MA). Samples were scanned at 9um isotropic voxel size with a 0.3° rotation angle, 2 frames averaged, a 0.5mm aluminum filter, with a source voltage of 50kVp, and source current of 500uA. Images were then reconstructed and calibrated to manufacturer supplied phantoms of hydroxyapatite. In the femora, regions of interest (ROI) were created for both cortical and trabecular bone regions. The cortical ROI spanned 15% of total bone length centered between the top of the distal femoral growth plate and the bottom of the third trochanter. Cortical bone was segmented using a fixed 133 grayscale threshold for 2 month animals and 137 grayscale threshold for 8 month animals. These thresholds were chosen because they were the average Otsu threshold for their groups. CTAnalysis (Bruker) was used to measure total area, bone area, marrow area, cortical thickness, endosteal perimeter, periosteal perimeter, anterior-posterior bending moment of inertia, and tissue mineral density (TMD). The trabecular ROI spanned 10% of the bone length starting at the proximal end of the distal femoral growth plate. Trabecular bone was segmented using a two-phase adaptive threshold available through CTAnalysis. Initial pre-threshold grayscale values of 109 for 2 month animals and 124 for 8 month animals were used based on the average Otsu threshold for their age groups then were more accurately segmented via the adaptive mean of minimum and maximum threshold values within a five pixel radius of the target pixels available through CTAnalysis. Parameters including bone volume fraction (BV/TV), trabecular thickness (Tb.Th), trabecular number (Tb.N), and trabecular bone mineral density (Tb.BMD) were quantified using standard stereology algorithms (CTAnalysis).

Femora were loaded to failure in four-point bending as previously described (Sinder *et al.* 2013). Testing was performed at 0.05 mm/s in the anterior-posterior direction with the posterior surface under tension using a servohydraulic testing device (MTS 858; MiniBionix; MTS Systems Corporation, Eden Prairie, MN). Force was recorded by a 50lb load cell (Sensotec, Columbus, OH) and vertical displacement by an external linear variable differential transducer (Lucas Schavitts, Hampton, VA) at 650Hz. A custom LabVIEW script was used to analyze the raw force-displacement data and calculate all four-point bending parameters.

**Biochemical Analyses.** Cells and tissue homogenates were lysed in RIPA buffer (150 mM NaCl, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, 50 mM Tris, pH 7.4) supplemented with protease inhibitor cocktail (Sigma-Aldrich, St. Louis, MO). Cytoplasmic and nuclear fractionation of cultures was performed using the NE-PER extraction kit (ThermoFisher Scientific, Waltham, MA). Protein concentration was determined using a BCA Protein Assay Kit (ThermoFisher Scientific, Waltham, MA). Protein samples (15 μg) were subjected to SDS-PAGE on 8% gels under denaturing conditions and electroblotted onto nitrocellulose membranes. Membranes were blocked overnight in 5% BSA in TBST, washed and incubated overnight at 4°C in TBST containing 2.5% non-fat milk and primary antibody (diluted 1:1000). After washing in TBST, membranes were incubated with corresponding IRDye infrared secondary antibody (diluted 1:10,000) (LI-COR Biosciences, Lincoln, NE). Proteins were visualized using an Odyssey Infrared Imaging System (LI-COR Biosciences, Lincoln, NE) and quantitated using Odyssey 3.0.3 software and normalized to β-actin levels. The primary antibodies used are listed in Supplemental Methods.

To quantitate circulating markers of bone formation and turnover, blood was collected from 8 and 32 week-old mice. Plasma was separated by centrifugation at 1500 x g for 15 minutes. Levels of collagen N-propeptide (PINP), tartrate resistant acid phosphatase (TRAcP5b) and type I collagen C-telopeptide (CTX-I) were measured using a Rat/Mouse PINP EIA, MouseTRAP^TM^ ELISA and RatLaps kits (Immunodiagnostic Systems, Tyne & Wear, UK), respectively. Cytokine levels in plasma and osteoblast-conditioned media were determined using the Quantibody Mouse Cytokine Array Q4000 (RayBiotech, Peachtree Corners, GA).

Marrow fat quantitation was performed using the L-type Triglyceride M assay (Wako Diagnostics, Mountain View, CA). Femoral bone marrow was flushed with PBS, followed by centrifugation. Pellets were dissolved in hexane/2-propanol (3:2), homogenized, then allowed to rest for 5 minutes to encourage phase separation. The upper layer was transferred to a new tube and left overnight with lid open to allow evaporation of the solvent, followed by reconstitution with 200 μl of 2-propanol for measurement.

**Tissue Collagen Composition, Post-translational Modifications and Cross-links.** Analysis of tissue-derived collagens was performed using femora from 2 month-old mice. After marrow was flushed with cold PBS, bone samples were pulverized in liquid N_2_, demineralized with EDTA at 4°C for 2 weeks, and lyophilized. Two mg of the dried samples were reduced with standardized NaB^3^H_4_, hydrolyzed with 6N HCl and subjected to amino acid and cross-link analyses as described (Yamauchi *et al.* 2018). Collagen composition was estimated as hydroxyproline/1,000 amino acids. Collagen lysine hydroxylation was calculated as hydroxylysine (Hyl)/hydroxyproline (Hyp) x 300 (i.e. ∼300 residues of Hyp/collagen).

Lysine modifications (hydroxylation and glycosylation) and prolyl-3-hydroxylation at specific molecular loci were analyzed by mass spectrometry as reported (Terajima *et al.* 2016). The reducible cross-links, i.e. dehydro-dihydroxylysinonorleucine (deH-DHLNL)/its ketoamine form, dehydro-hydroxylysinonorleucine (deH-HLNL) and dehydro-histidinohydroxymerodesmosine (deH-HHMD, were measured as their reduced forms, DHLNL, HLNL and HHMD, respectively. The non-reducible cross-links, pyridinoline (Pyr) and deoxypyridinoline (d-Pyr) were also simultaneously analyzed. All cross-links were quantified as moles/mole of collagen.

**Table S1. *Lmna*^+/+^, *Lmna*^G609G/+^, *Lmna*^G609G/G609G^ femoral bone structural parameters.**

|  |  | | | |  | |  | |  | |  | |  |  | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | | |  |  | | **2 Months** | |  | |  | |  | | | **8 months** | |
|  | | |  |  | |  | |  | |  | |  | |  | | |
|  | | |  |  | |  | |  | |  | |  | | | |  |
|  | | |  | ***Lmna*^+/+^** | | ***Lmna*^G609G/+^** | | ***Lmna*^G609G/G609G^** | |  | | ***Lmna*^+/+^** | | | | ***Lmna*^G609G/+^** |
|  | | |  |  | |  | |  | |  | |  | | | |  |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Trabecular Number (Tb N) | | | Males | 2.413 ± 0.372 | | 2.107 ± 0.222* | | 1.762 ± 0.295*** | |  | | 1.223 ± 0.367 | | | | 1.178 ± 0.225 |
|  | | | Females | 1.402 ± 0.257 | | 1.336 ± 0.273 | | 1.211 ± 0.268 | |  | | 0.474 ± 0.209 | | | | 0.315 ± 0.075* |
|  | | | Combined | 1.883 ± 0.602 | | 1.742 ± 0.463 | | 1.486 ± 0.394* | |  | | 0.829 ± 0.479 | | | | 0.747 ± 0.472 |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Trabecular Thickness (Tb Th, mm) | | | Males | 0.054 ± 0.003 | | 0.054 ± 0.003 | | 0.048 ± 0.003*** | |  | | 0.059 ± 0.006 | | | | 0.054 ± 0.004* |
|  | | | Females | 0.051 ± 0.002 | | 0.050 ± 0.001 | | 0.046 ± 0.001*** | |  | | 0.055 ± 0.006 | | | | 0.050 ± 0.003* |
|  | | | Combined | 0.052 ± 0.003 | | 0.052 ± 0.003 | | 0.047 ± 0.002*** | |  | | 0.057 ± 0.006 | | | | 0.052 ± 0.004** |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Trabecular Bone Volume Fraction (Tb BV/TV, %) | | | Males | 12.968 ± 1.972 | | 11.387 ± 1.328* | | 8.483 ± 1.742*** | |  | | 7.290 ± 2.783 | | | | 6.369 ± 1.588 |
|  | | | Females | 7.099 ± 1.331 | | 6.642 ± 1.461 | | 5.623 ± 1.295* | |  | | 2.706 ± 1.470 | | | | 1.560 ± 0.369* |
|  | | | Combined | 9.894 ± 3.414 | | 9.139 ± 2.785 | | 7.053 ± 2.094** | |  | | 4.877 ± 3.171 | | | | 3.964 ± 2.710 |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Trabecular Mineral Density (Tb BMD, g/cm^3^) | | | Males | 0.181 ± 0.020 | | 0.165 ± 0.013 | | 0.132 ± 0.026*** | |  | | 0.141 ± 0.032 | | | | 0.134 ± 0.023 |
|  | | | Females | 0.110 ± 0.022 | | 0.102 ± 0.023 | | 0.091 ± 0.016* | |  | | 0.089 ± 0.017 | | | | 0.064 ± 0.005*** |
|  | | | Combined | 0.144 ± 0.042 | | 0.135 ± 0.037 | | 0.112 ± 0.029** | |  | | 0.114 ± 0.036 | | | | 0.099 ± 0.039 |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Structural Model Index (SMI) | | | Males | 2.063 ± 0.149 | | 2.146 ± 0.095 | | 2.302 ± 0.153** | |  | | 2.295 ± 0.314 | | | | 2.299 ± 0.175 |
|  | | | Females | 2.333 ± 0.081 | | 2.336 ± 0.108 | | 2.429 ± 0.146 | |  | | 2.738 ± 0.226 | | | | 2.933 ± 0.159* |
|  | | | Combined | 2.205 ± 0.180 | | 2.236 ± 0.138 | | 2.366 ± 0.159** | |  | | 2.528 ± 0.348 | | | | 2.616 ± 0.364 |
|  | | |  |  | |  | |  | |  | |  | | | |  |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Cortical Tissue Mineral Density (Ct TMD, g/cm^3^ | | | Males | 0.945 ± 0.019 | | 0.946 ± 0.010 | | 0.927 ± 0.015* | |  | | 0.970 ± 0.009 | | | | 0.961 ± 0.012 |
|  | | | Females | 0.925 ± 0.018 | | 0.925 ± 0.019 | | 0.908 ± 0.014* | |  | | 0.993 ± 0.007 | | | | 0.970 ± 0.006*** |
|  | | | Combined | 0.934 ± 0.021 | | 0.936 ± 0.018 | | 0.918 ± 0.017* | |  | | 0.982 ± 0.014 | | | | 0.966 ± 0.011*** |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Cross-sectional Tissue Area (Tt Ar, mm^2^) | | | Males | 0.956 ± 0.096 | | 0.944 ± 0.046 | | 0.826 ± 0.086** | |  | | 1.092 ± 0.097 | | | | 0.994 ± 0.052* |
|  | | | Females | 0.805 ± 0.047 | | 0.801 ± 0.047 | | 0.702 ± 0.036*** | |  | | 1.049 ± 0.054 | | | | 0.948 ± 0.069** |
|  | | | Combined | 0.877 ± 0.106 | | 0.876 ± 0.086 | | 0.764 ± 0.089** | |  | | 1.069 ± 0.078 | | | | 0.971 ± 0.064*** |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Cortical Cross-sectional Thickness (Ct Th, mm) | | | Males | 0.169 ± 0.012 | | 0.167 ± 0.007 | | 0.148 ± 0.008*** | |  | | 0.186 ± 0.009 | | | | 0.171 ± 0.008** |
|  | | | Females | 0.152 ± 0.009 | | 0.150 ± 0.009 | | 0.136 ± 0.007*** | |  | | 0.206 ± 0.006 | | | | 0.182 ± 0.008*** |
|  | | | Combined | 0.160 ± 0.014 | | 0.159 ± 0.012 | | 0.142 ± 0.009*** | |  | | 0.197 ± 0.013 | | | | 0.176 ± 0.009*** |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Mean Marrow Area (MaAr, mm^2^) | | | Males | 1.214 ± 0.090 | | 1.236 ± 0.069 | | 1.201 ± 0.175 | |  | | 1.265 ± 0.155 | | | | 1.263 ± 0.105 |
|  | | | Females | 1.086 ± 0.080 | | 1.110 ± 0.069 | | 1.025 ± 0.063 | |  | | 0.953 ± 0.054 | | | | 1.043 ± 0.085* |
|  | | | Combined | 1.147 ± 0.106 | | 1.177 ± 0.093 | | 1.113 ± 0.156 | |  | | 1.101 ± 0.194 | | | | 1.153 ± 0.146 |
|  | | |  |  | |  | |  | |  | |  | | | |  |
| Cortical Moment of Inertia (MOI, mm^4^) | | | Males | 0.160 ± 0.030 | | 0.161 ± 0.017 | | 0.130 ± 0.026* | |  | | 0.195 ± 0.043 | | | | 0.175 ± 0.023 |
|  | | | Females | 0.118 ± 0.013 | | 0.120 ± 0.012 | | 0.096 ± 0.011*** | |  | | 0.171 ± 0.018 | | | | 0.158 ± 0.023 |
|  | | | Combined | 0.138 ± 0.031 | | 0.142 ± 0.026 | | 0.113 ± 0.026* | |  | | 0.182 ± 0.034 | | | | 0.166 ± 0.024 |
|  | |  | |  | |  | |  | |  | |  | | | |  |

Males, 2-month *Lmna*^+/+^ n=10, *Lmna*^G609G/+^ n=10, *Lmna*^G609G/G609G^ n=9; 8-month *Lmna*^+/+^ n=9, *Lmna*^G609G/+^ n=10

Females, 2-month *Lmna*^+/+^ n=11, *Lmna*^G609G/+^ n=9, *Lmna*^G609G/G609G^ n=9; 8-month *Lmna*^+/+^ n=10, *Lmna*^G609G/+^ n=10

*p < 0.05, **p < 0.01, ***p < 0.001 versus *Lmna*^+/+^ littermates

**Table S2. *Lmna*^+/+^, *Lmna*^G609G/+^, *Lmna*^G609G/G609G^ femoral bone mechanical properties.**

|  |  | | |  | |  | |  | |  | |  |  | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | |  |  | | **2 Months** | |  | |  | |  | | | **8 months** | |
|  | |  |  | |  | |  | |  | |  | |  | | |
|  | |  |  | |  | |  | |  | |  | | | |  |
|  | |  | ***Lmna*^+/+^** | | ***Lmna*^G609G/+^** | | ***Lmna*^G609G/G609G^** | |  | | ***Lmna*^+/+^** | | | | ***Lmna*^G609G/+^** |
|  | |  |  | |  | |  | |  | |  | | | |  |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Elastic Properties | |  |  | |  | |  | |  | |  | | | |  |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Yield Load (N) | | Males | 17.58 ± 3.20 | | 18.45 ± 3.05 | | 14.10 ± 2.12* | |  | | 14.21 ± 1.84 | | | | 13.58 ± 2.86 |
|  | | Females | 14.55 ± 3.58 | | 15.06 ± 1.81 | | 12.00 ± 1.44* | |  | | 15.67 ± 3.82 | | | | 14.40 ± 2.09 |
|  | | Combined | 15.99 ± 3.66 | | 16.85 ± 3.02 | | 13.05 ± 2.06** | |  | | 14.98 ± 3.06 | | | | 13.99 ± 2.48 |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Yield Displacement (mm) | | Males | 0.465 ± 0.071 | | 0.514 ± 0.129 | | 0.366 ± 0.134* | |  | | 0.317 ± 0.111 | | | | 0.409 ± 0.070* |
|  | | Females | 0.475 ± 0.115 | | 0.576 ± 0.068* | | 0.496 ± 0.119 | |  | | 0.335 ± 0.127 | | | | 0.346 ± 0.155 |
|  | | Combined | 0.470 ± 0.094 | | 0.544 ± 0.107 | | 0.431 ± 0.140 | |  | | 0.326 ± 0.116 | | | | 0.378 ± 0.121 |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Stiffness (N/mm) | | Males | 122.36 ± 29.92 | | 115.64 ± 30.55 | | 121.33 ± 16.74 | |  | | 167.39 ± 29.84 | | | | 169.36 ± 35.71 |
|  | | Females | 106.80 ± 31.67 | | 110.93 ± 39.42 | | 90.23 ± 17.99 | |  | | 245.96 ± 32.98 | | | | 189.64 ± 30.13*** |
|  | | Combined | 114.21 ± 31.11 | | 113.41 ± 34.10 | | 105.78 ± 23.24 | |  | | 208.74 ± 50.64 | | | | 179.50 ± 33.80* |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Work to Yield (N-mm) | | Males | 2.18 ± 0.79 | | 2.46 ± 1.03 | | 1.30 ± 0.40** | |  | | 1.09 ± 0.21 | | | | 1.18 ± 0.32 |
|  | | Females | 1.74 ± 0.71 | | 1.91 ± 0.66 | | 1.41 ± 0.46 | |  | | 1.06 ± 0.46 | | | | 1.05 ± 0.35 |
|  | | Combined | 1.95 ± 0.76 | | 2.20 ± 0.89 | | 1.35 ± 0.42** | |  | | 1.07 ± 0.35 | | | | 1.11 ± 0.33 |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Plastic Properties | |  |  | |  | |  | |  | |  | | | |  |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Fracture Load (N) | | Males | 12.92 ± 2.95 | | 12.91 ± 4.38 | | 13.12 ± 4.42 | |  | | 12.24 ± 2.76 | | | | 14.57 ± 5.88 |
|  | | Females | 12.25 ± 3.71 | | 12.94 ± 5.43 | | 9.74 ± 3.68 | |  | | 24.78 ± 4.11 | | | | 16.53 ± 5.27* |
|  | | Combined | 12.57 ± 3.30 | | 12.92 ± 4.76 | | 11.43 ± 4.31 | |  | | 18.84 ± 7.30 | | | | 15.55 ± 5.53 |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Post-Yield Displacement (PYD, mm) | | Males | 0.668 ± 0.293 | | 0.708 ± 0.361 | | 0.458 ± 0.271 | |  | | 0.569 ± 0.346 | | | | 0.277 ± 0.367 |
|  | | Females | 0.689 ± 0.402 | | 0.643 ± 0.251 | | 0.534 ± 0.189 | |  | | 0.305 ± 0.091 | | | | 0.302 ± 0.250 |
|  | | Combined | 0.679 ± 0.346 | | 0.677 ± 0.307 | | 0.496 ± 0.230 | |  | | 0.430 ± 0.275 | | | | 0.289 ± 0.306 |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Post-Yield Work (N-mm) | | Males | 11.21 ± 2.95 | | 11.23 ± 4.07 | | 6.85 ± 3.55** | |  | | 9.81 ± 5.68 | | | | 3.99 ± 4.95* |
|  | | Females | 9.23 ± 3.96 | | 9.88 ± 4.82 | | 6.68 ± 3.05 | |  | | 6.11 ± 2.80 | | | | 4.78 ± 3.30 |
|  | | Combined | 10.17 ± 3.58 | | 10.59 ± 4.37 | | 6.76 ± 3.22** | |  | | 7.86 ± 4.67 | | | | 4.39 ± 4.11* |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Total Properties | |  |  | |  | |  | |  | |  | | | |  |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Maximum Load (N) | | Males | 21.23 ± 3.26 | | 21.22 ± 2.00 | | 18.62 ± 1.77* | |  | | 21.13 ± 5.28 | | | | 18.47 ± 3.63 |
|  | | Females | 17.82 ± 3.50 | | 18.53 ± 3.26 | | 15.38 ± 1.83* | |  | | 26.48 ± 4.11 | | | | 19.86 ± 3.17*** |
|  | | Combined | 19.44 ± 3.74 | | 19.95 ± 2.93 | | 17.00 ± 2.41* | |  | | 23.95 ± 5.33 | | | | 19.17 ± 3.39** |
|  | |  |  | |  | |  | |  | |  | | | |  |
| Total Work (N-mm) | | Males | 13.39 ± 2.90 | | 13.69 ± 3.48 | | 8.14 ± 3.21** | |  | | 10.89 ± 5.69 | | | | 5.17 ± 4.91* |
|  | | Females | 10.31 ± 4.59 | | 11.80 ± 4.43 | | 8.08 ± 2.73 | |  | | 7.70 ± 2.15 | | | | 5.83 ± 3.48 |
|  | | Combined | 11.78 ± 4.10 | | 12.79 ± 3.97 | | 8.11 ± 2.89** | |  | | 9.22 ± 4.40 | | | | 5.50 ± 4.16* |
|  | |  |  | |  | |  | |  | |  | | | |  |

Males, 2-month *Lmna*^+/+^ n=10, *Lmna*^G609G/+^ n=10, *Lmna*^G609G/G609G^ n=9; 8-month *Lmna*^+/+^ n=9, *Lmna*^G609G/+^ n=10

Females, 2-month *Lmna*^+/+^ n=11, *Lmna*^G609G/+^ n=9, *Lmna*^G609G/G609G^ n=9; 8-month *Lmna*^+/+^ n=10, *Lmna*^G609G/+^ n=10

*p < 0.05, **p < 0.01, ***p < 0.001 versus *Lmna*^+/+^ littermates

**Table S3. Post-translational modification of type I collagen from *Lmna*^+/+^, *Lmna*^G609G/+^ and *Lmna*^G609G/G609G^ femoral bone.**

Lysine hydroxylation/glycosylation (%) represents the relative levels of Lys, Hyl, G-Hyl, and GG-Hyl (Lys + Hyl + G-Hyl + GG-Hyl = 100%). Pro 3-hydroxylation (%) represents the relative levels of proline and 3-Hydroxyproline (Pro + 3-Hyp = 100%). Lys, lysine; Hyl, hydroxylysine; G-, galactosyl-; GG-, glucosylgalactosyl; Pro, proline; 3-Hyp, 3-hydroxyproline; N, N-telopeptide; C, C-telopeptide

**Table S4. Cytokine profile of *Lmna*^+/+^ and *Lmna*^G609G/G609G^ femoral osteoblast-conditioned media.**

*, adj, adjusted per 10^6^ cells;

n = 4 independent osteoblast cultures per genotype, derived from 2 males and 2 females;

ND, not detected

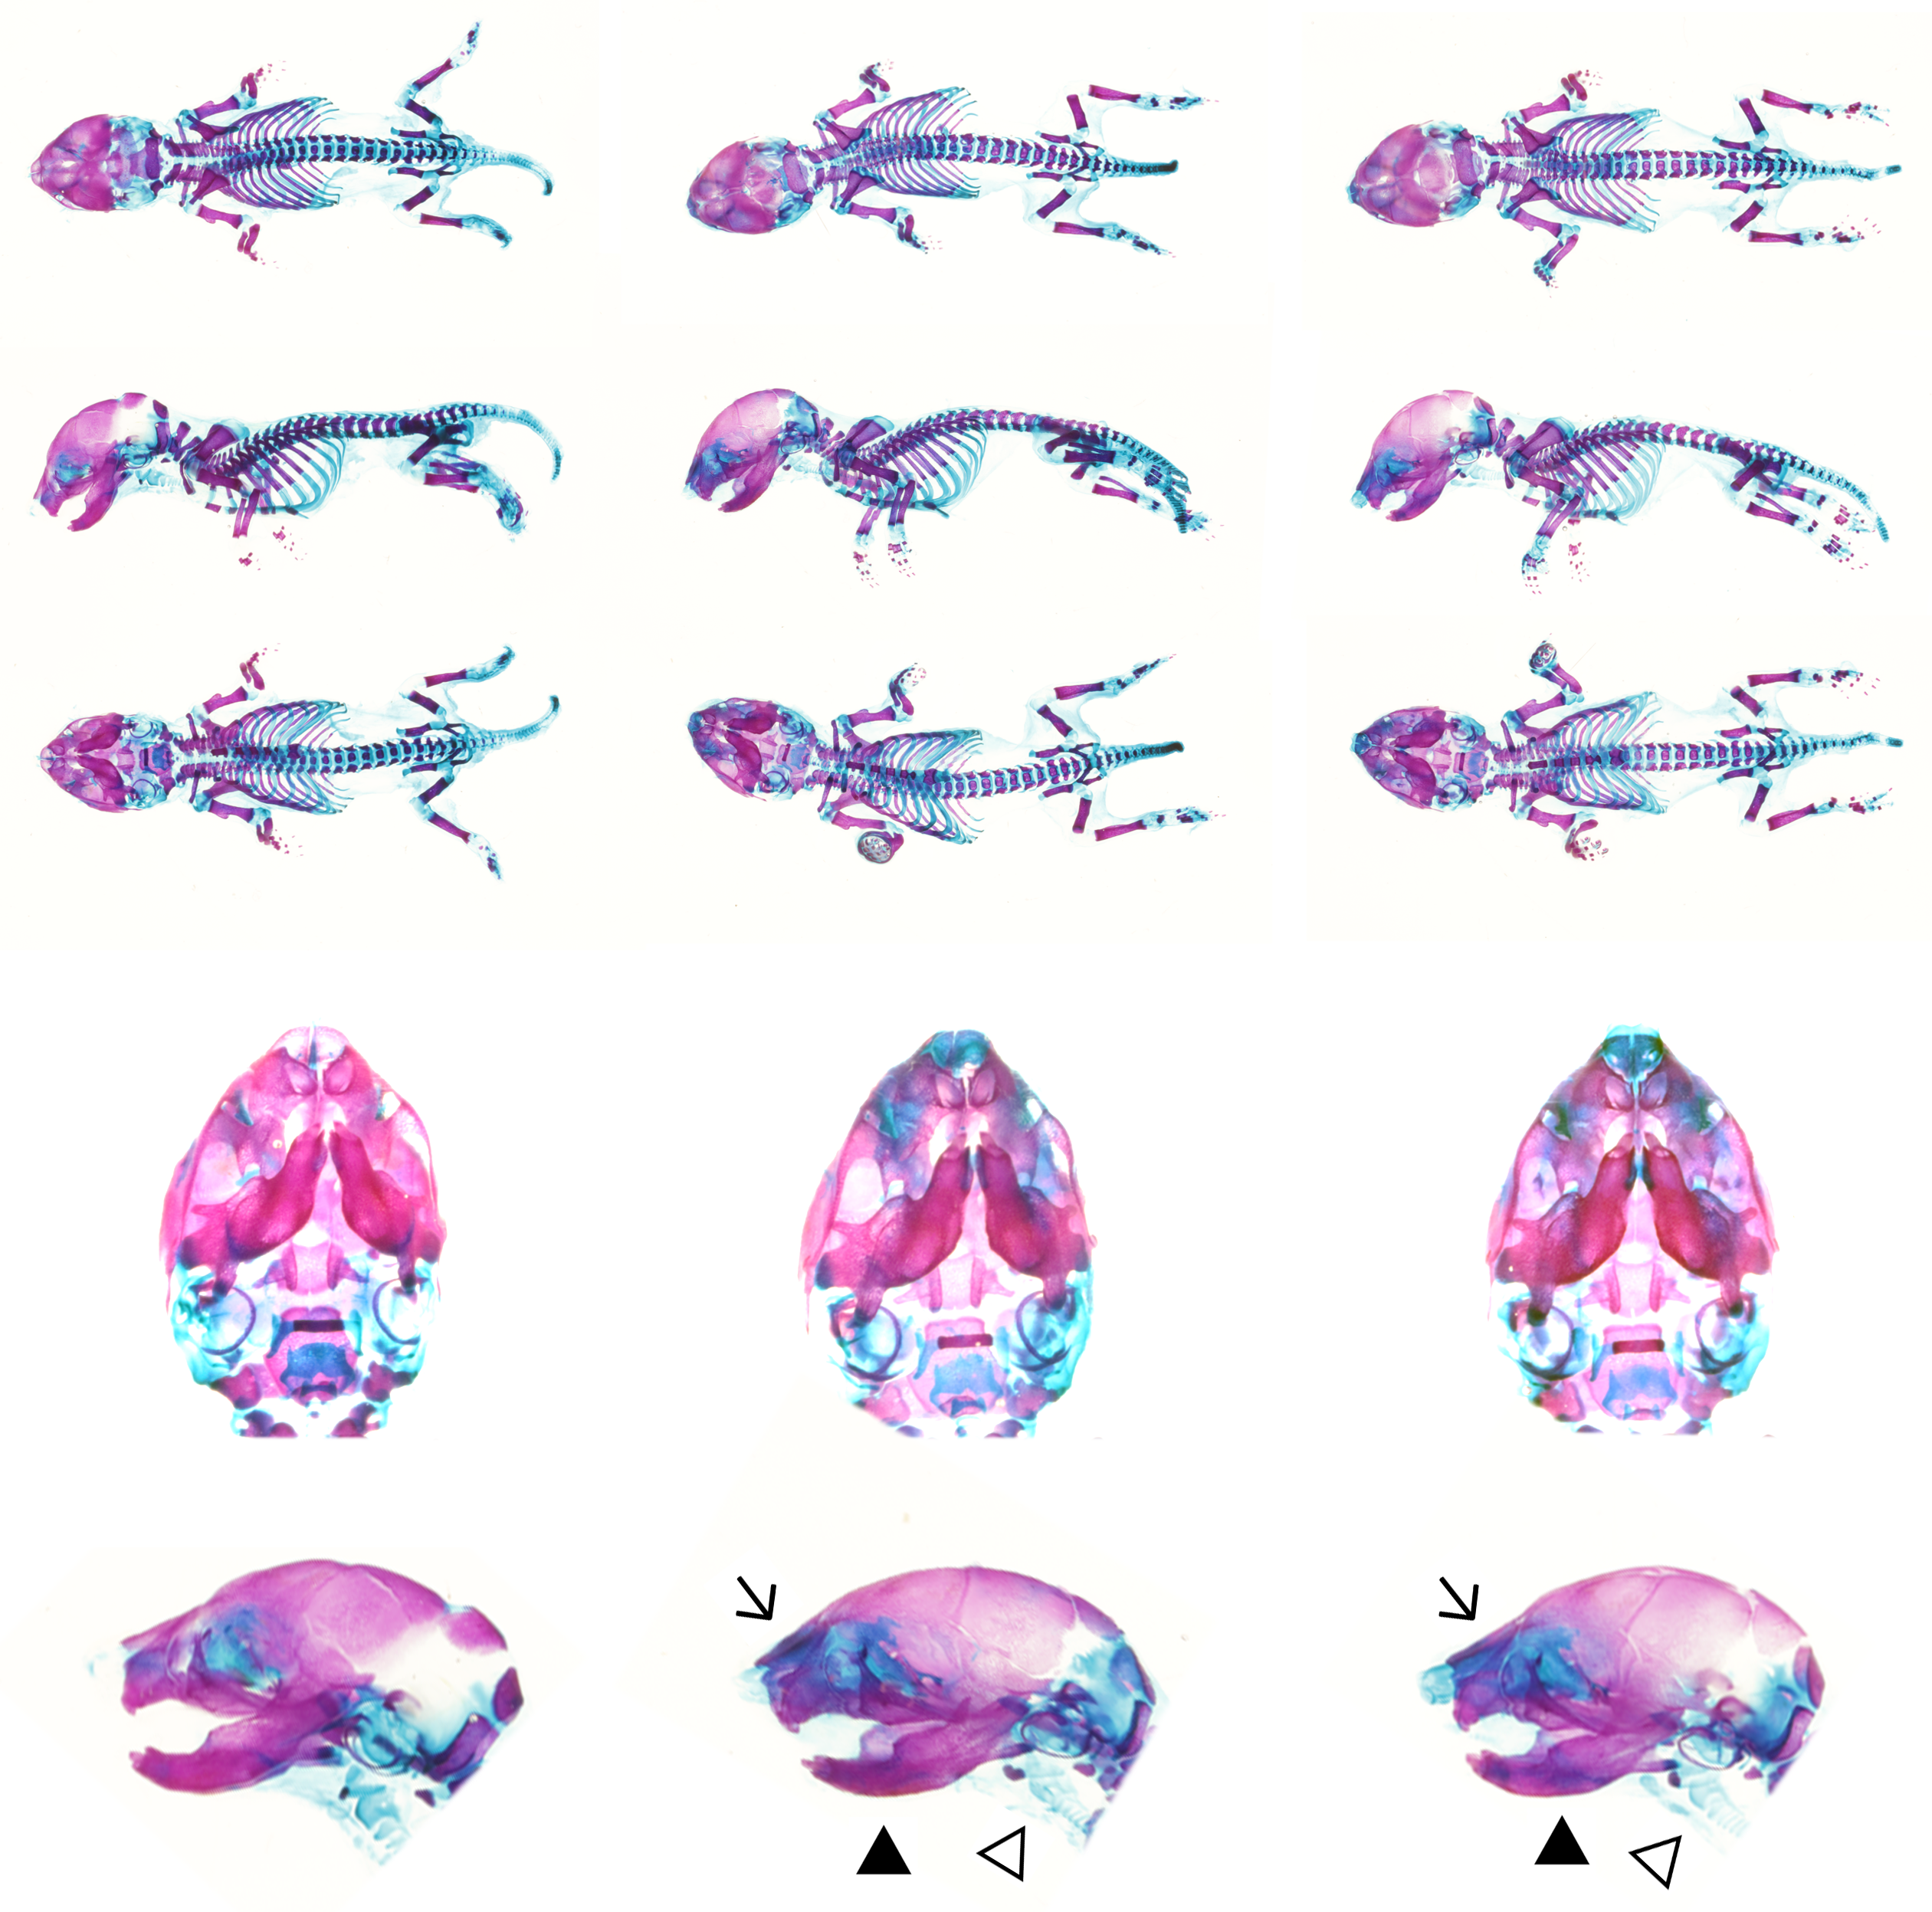

B

A

*Lmna^+/+^ Lmna^G609G/+^ Lmna^G609G/G609G^*

**Figure S1. Mice expressing *Lmna*^G609G^ have altered bone development at birth.** (A) Whole skeletal staining of one day-old wild-type (*Lmna*^+/+^), heterozygous (*Lmna*^G609G/+^) and homozygous (*Lmna*^G609G/G609G^) mice with alizarin red S and alcian blue. Both heterozygous and homozygous mice exhibit narrower, bell-shaped rib cages, and increased ossification of tail vertebrae. (B) Staining of bone and cartilage structures in the skulls of newborn mice reveals decreased mineralization of the hyoid bone, altered parietal and interparietal ossification of the cranium, increased cartilage staining of the maxillary and premaxillary bones (arrow) and mandible (black arrowhead), and decreased tracheal/esophogeal cartilage (white arrowhead) in heterozygous and homozygous mice.

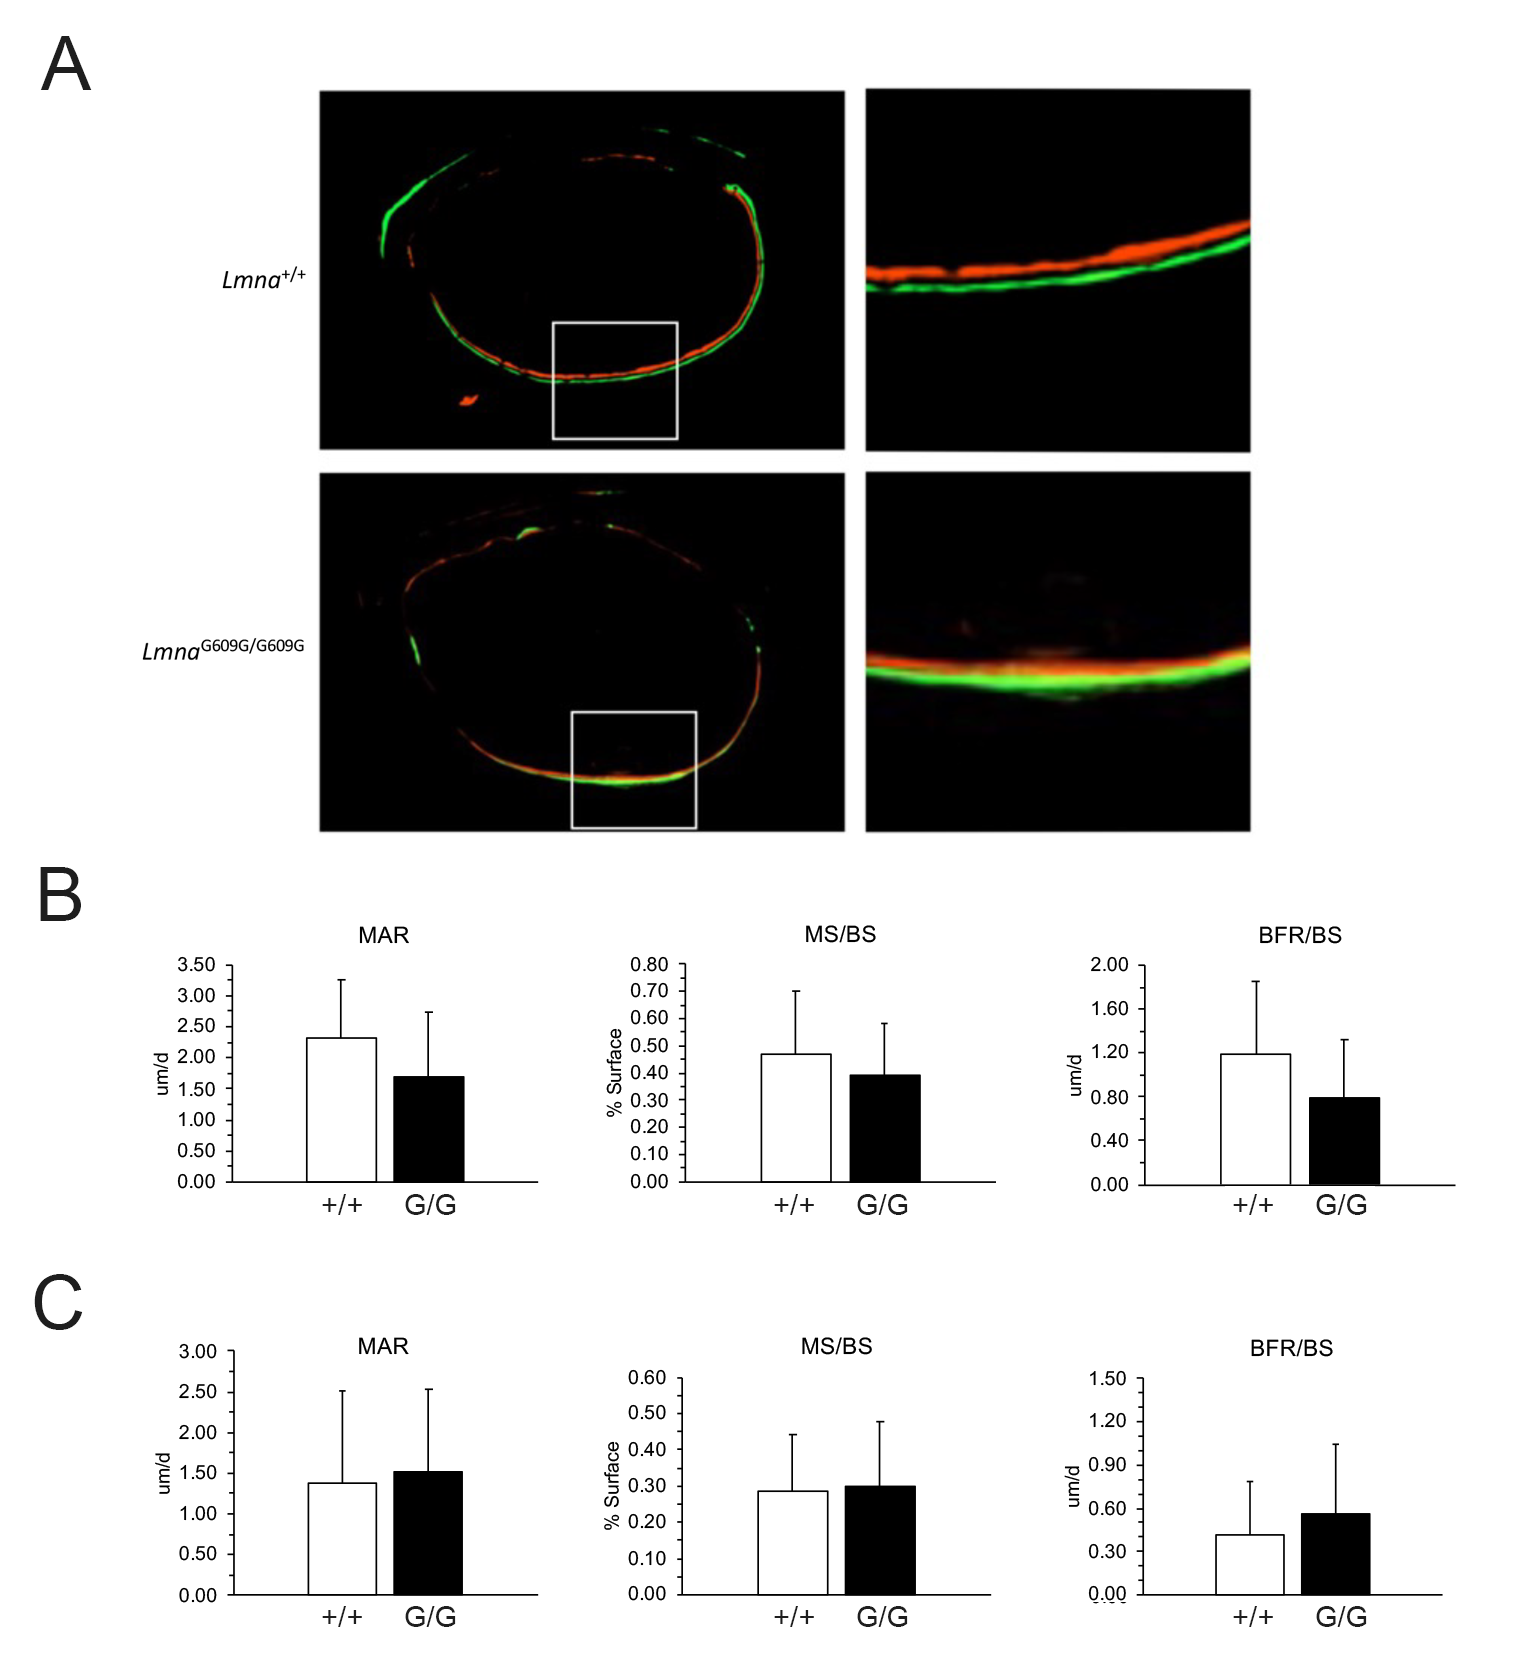

**Figure S2. Dynamic histomorphometric analysis reveals a trend in reduced bone formation rates on endosteal femoral surfaces in *Lmna*^G609G/G609G^ mice.** (A) Representative image of dual-labeled cortical bone surfaces shows calcein and alizarin deposition within mineralizing fronts at eight and nine weeks of age, respectively. (B) Although endosteal mineralizing surface per bone surface (MS/BS) was equivalent, mineral apposition rate (MAR) and bone formation rate per bone surface (BFR/BS) was decreased in *Lmna*^G609G/G609G^ versus *Lmna*^+/+^ mice by 27% (p<0.09) and 33% (p<0.08), respectively. (C) No differences were observed for MAR, MS/BS or BFR/BS on periosteal surfaces. N = 5 male and 8 female *Lmna*^+/+^, 6 male and 6 female *Lmna*^G609G/G609G^ mice.

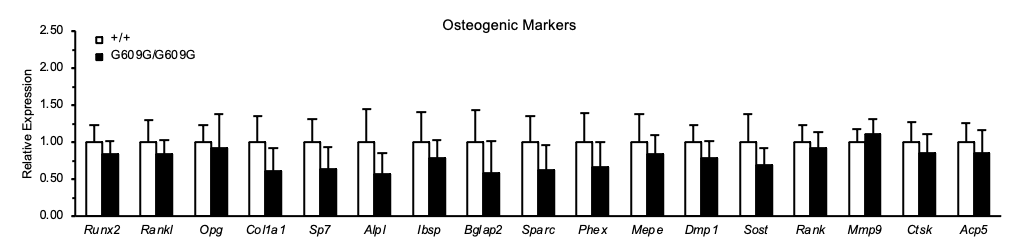

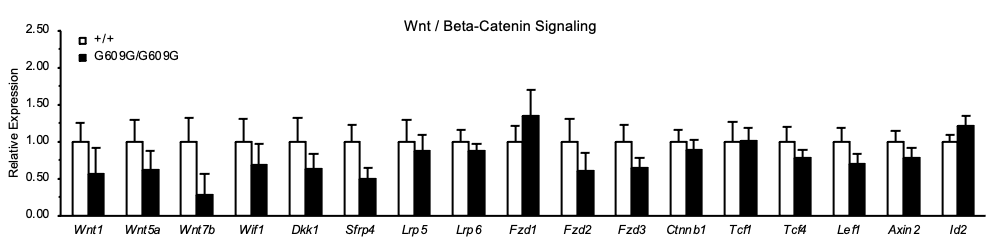

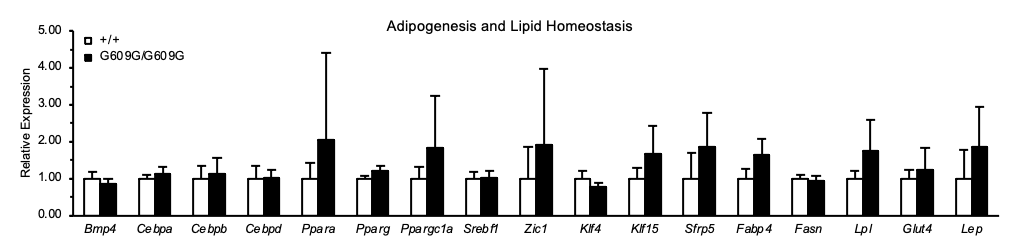

*

*

**

*

***

*

***

**

***

**

**

**

***

*

A

B

*

*

*

*

*

*

*

*

*

*

*

*

**

*

*

C

D

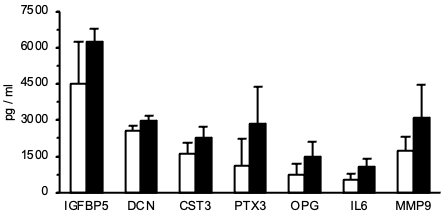

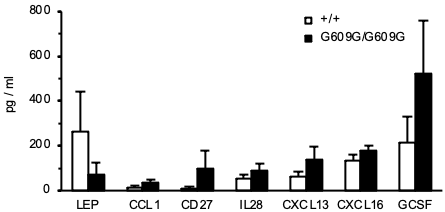

*

**

*

*

*

*

*

*

*

*

*

*

*

*

**Figure S3. *Lmna*^G609G/G609G^ mice have reduced osteogenic gene expression, increased adipogenic gene expression and elevated inflammatory cytokine levels.** (A-C) Quantitation of expression of osteogenic markers (A), WNT-beta catenin signaling pathways members (B) and genes involved in adipogenic differentiation and lipid homeostasis (C) in femoral cortical bone tissue by RNA sequencing. N = 12 per genotype (6 males, 6 females). (B) Plasma levels of inflammatory, mitogenic and chemotactic cytokines in 8-week mice. N=6 per genotype (3 males, 3 females); *, p < 0.05; **, p < 0.01; ***, p < 0.001

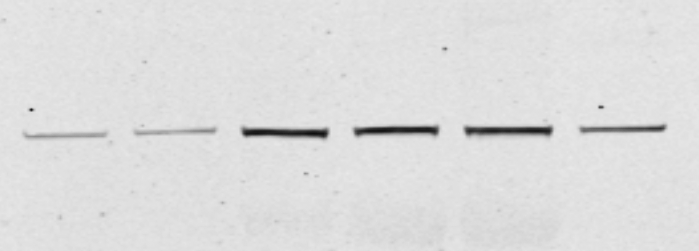

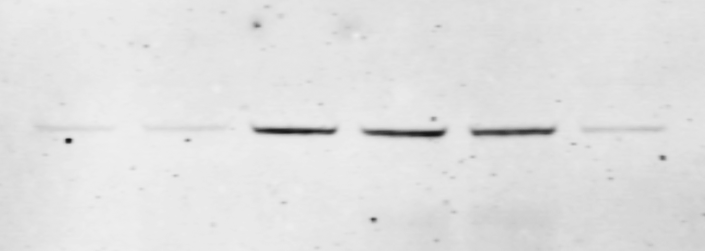

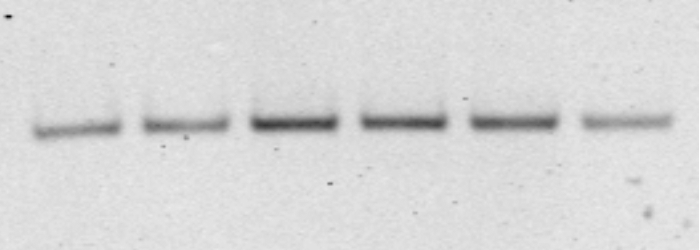

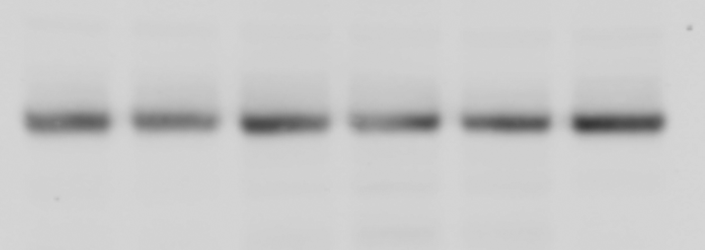

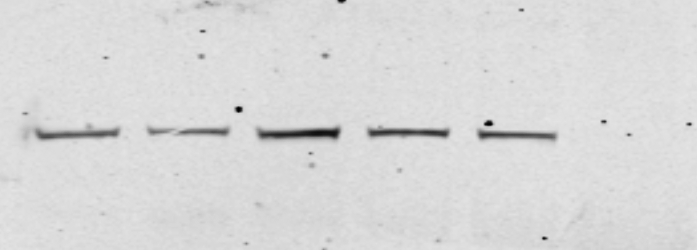

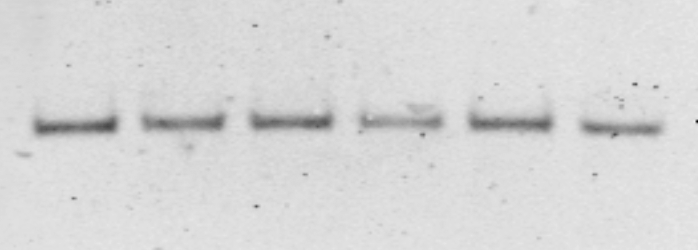

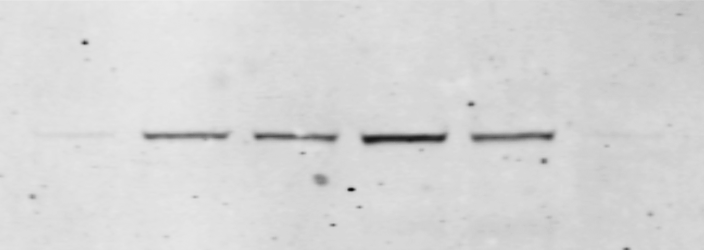

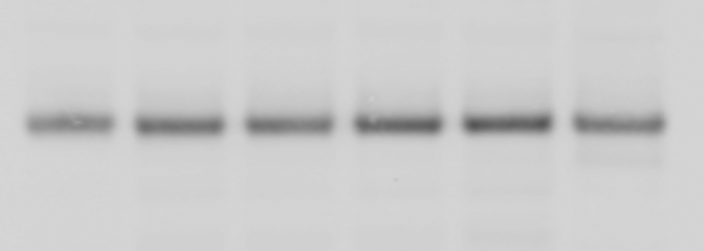

*Lmna^+/+^*

*Lmna^G609G/G609G^*

Active CTNNB1 -

S6 -

Active CTNNB1 -

S6 -

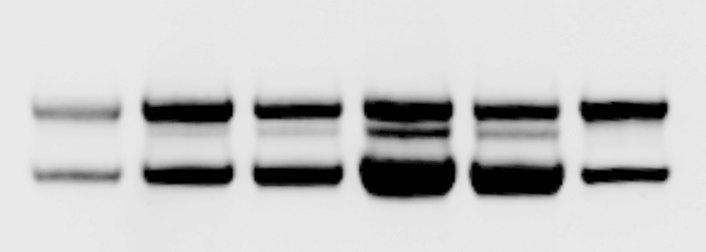

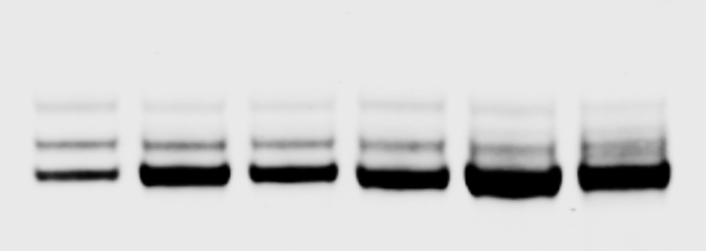

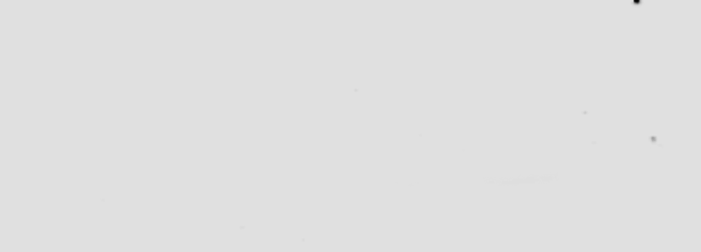

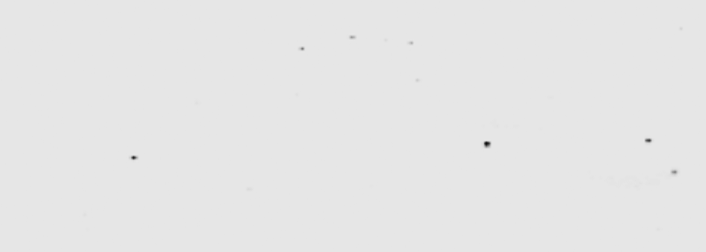

LMNA -

LMNC -

LMNA -

LMNC -

Progerin -

CYTOPLASM NUCLEUS

1

5

10

15

20

30

1

5

10

15

20

30

DAYS -

**Figure S4. Beta catenin signaling is inhibited in cultured *Lmna*^G609G/G609G^ osteoblasts.** Immunoblots of cytoplasmic and nuclear fractions isolated from wild-type (*Lmna*^+/+^) and homozygous (*Lmna*^G609G/G609G^) osteoblasts cultured in osteogenic differentiation media. Total intracellular active beta catenin (CTNNB1) was reduced at later timepoints of the differentiation timecourse but the relative fraction within the nucleus was equivalent in both genotypes. A-type lamins (LMNA, Progerin, LMNC) were used to validate the fractionation procedure. Ribosomal protein S6 was used as a loading control.

A

*Lmna^+/+^*

*Lmna^G/G^*

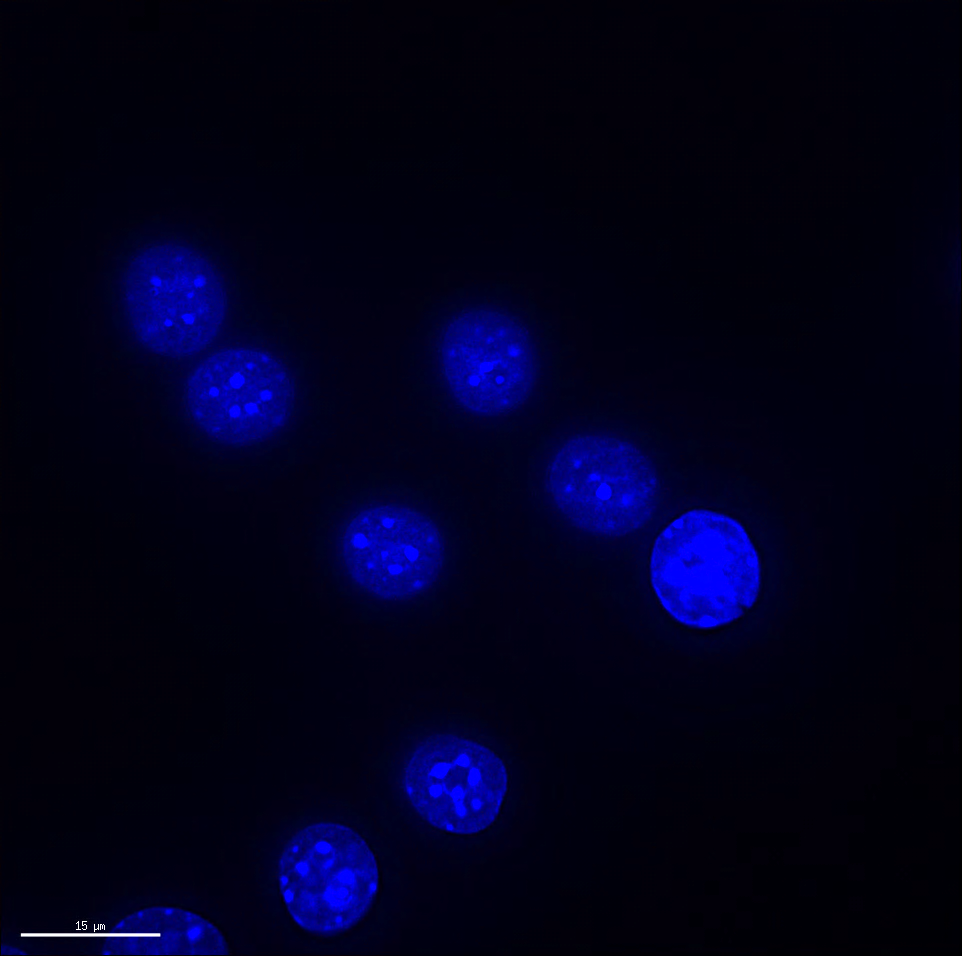

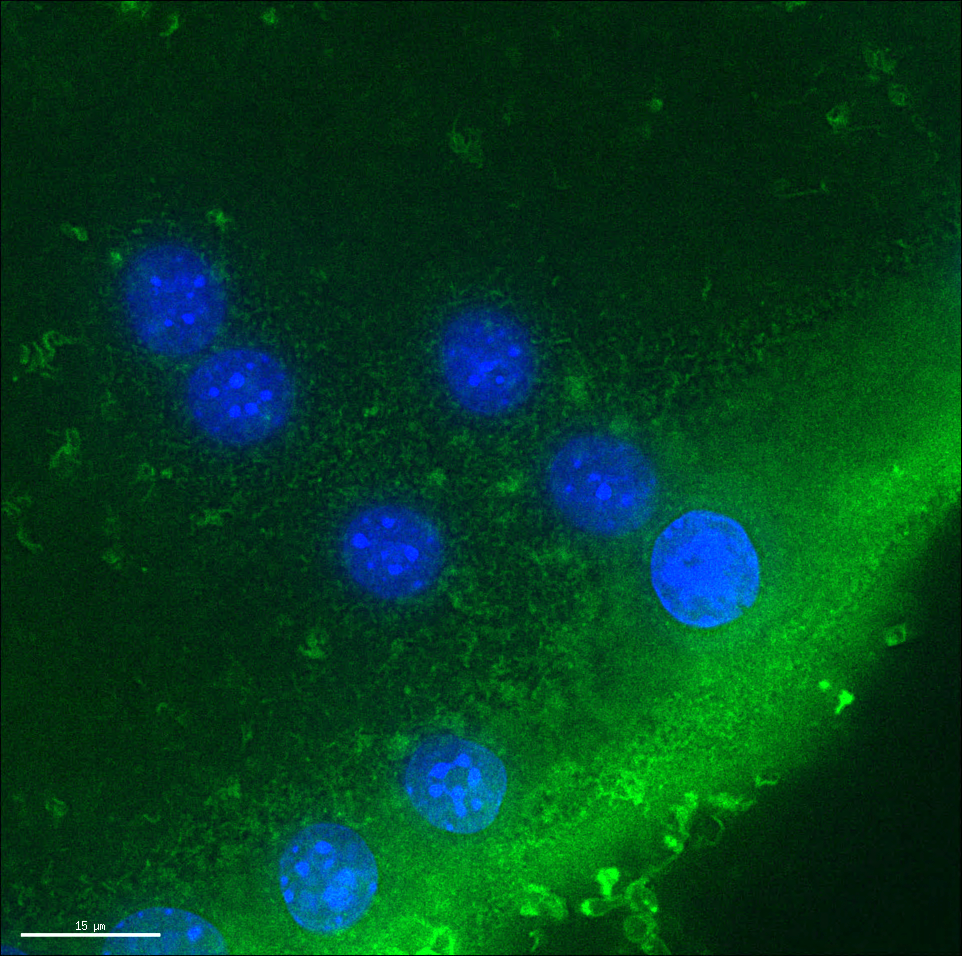

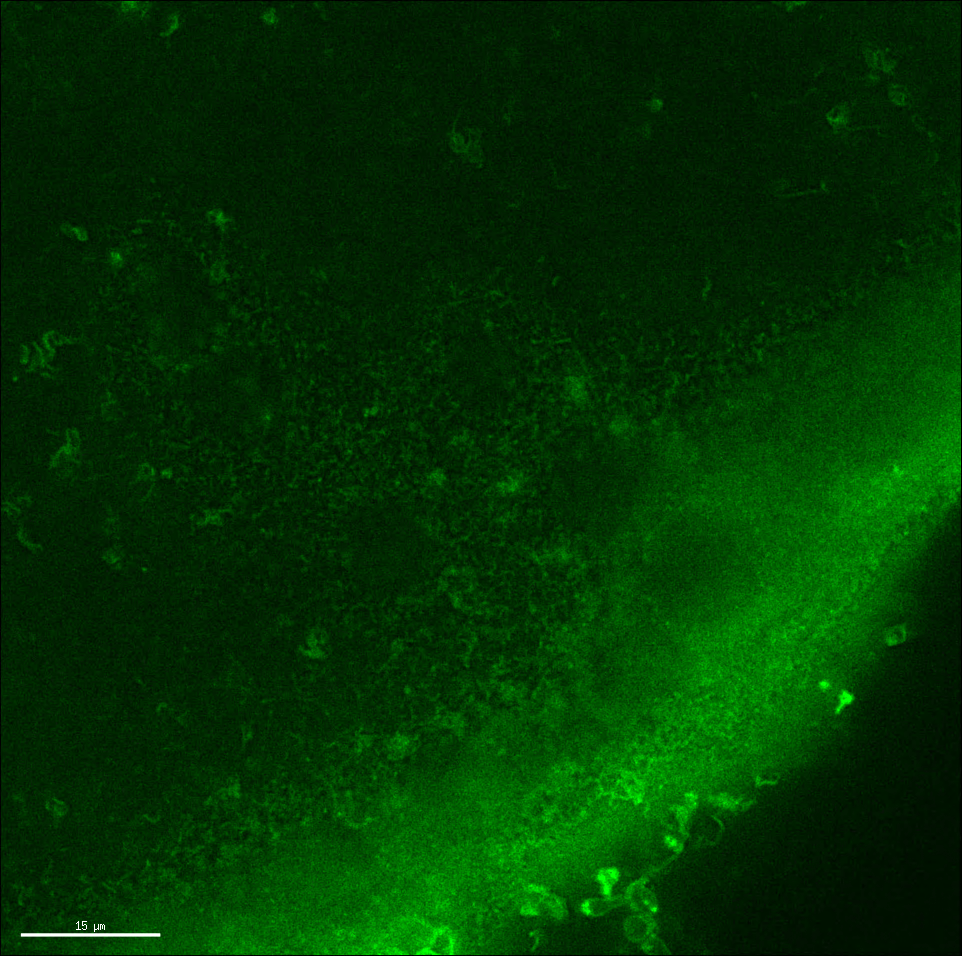

Actin

DAPI

Progerin

DAPI

Progerin

Actin

Progerin

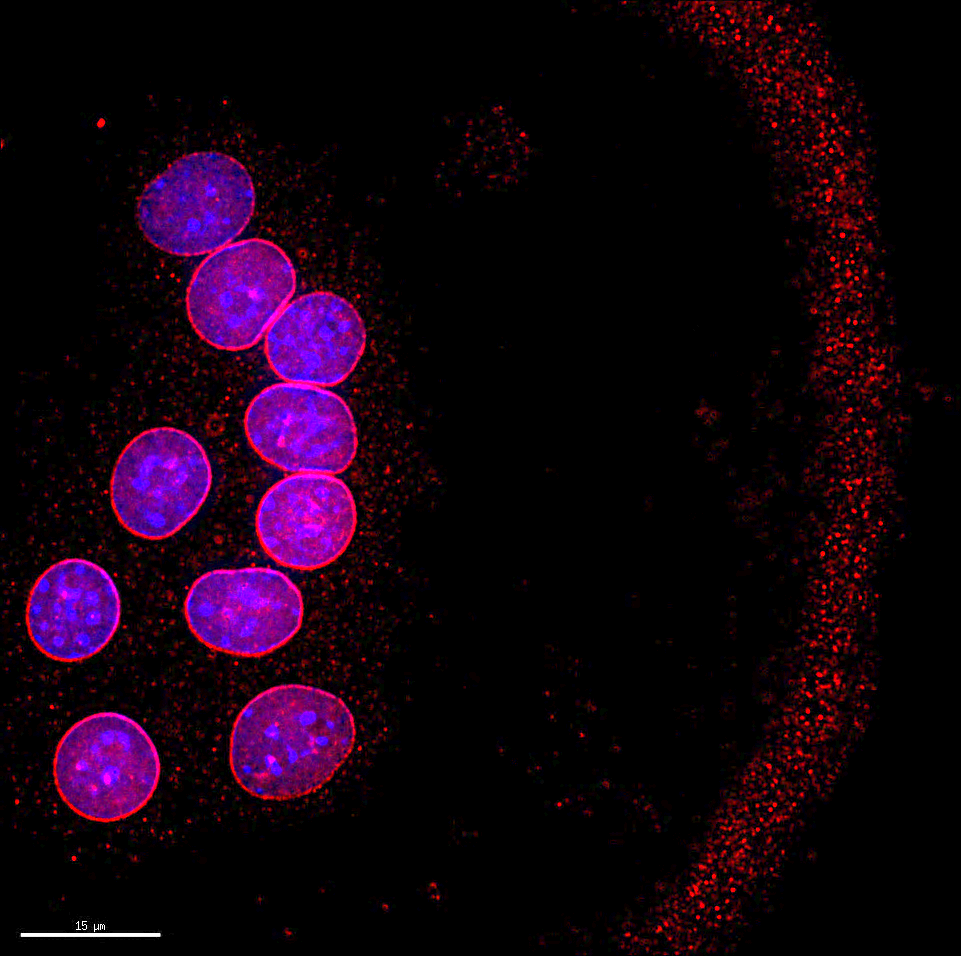

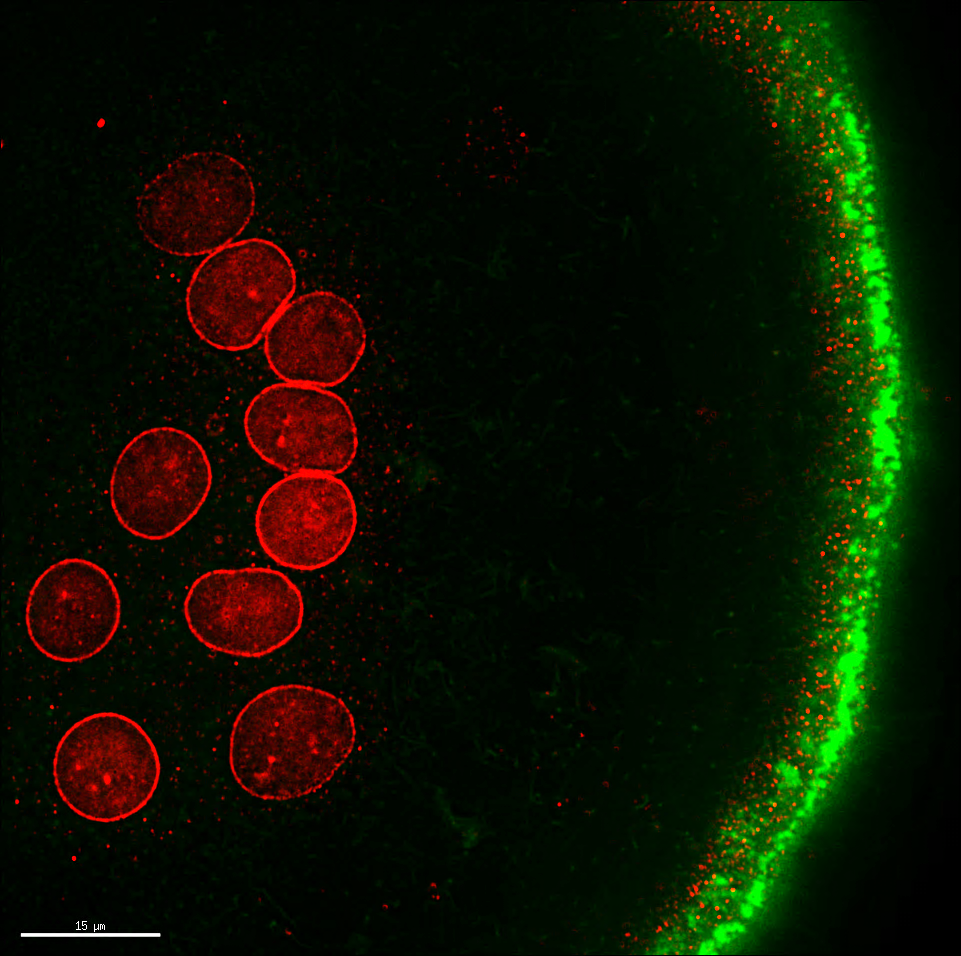

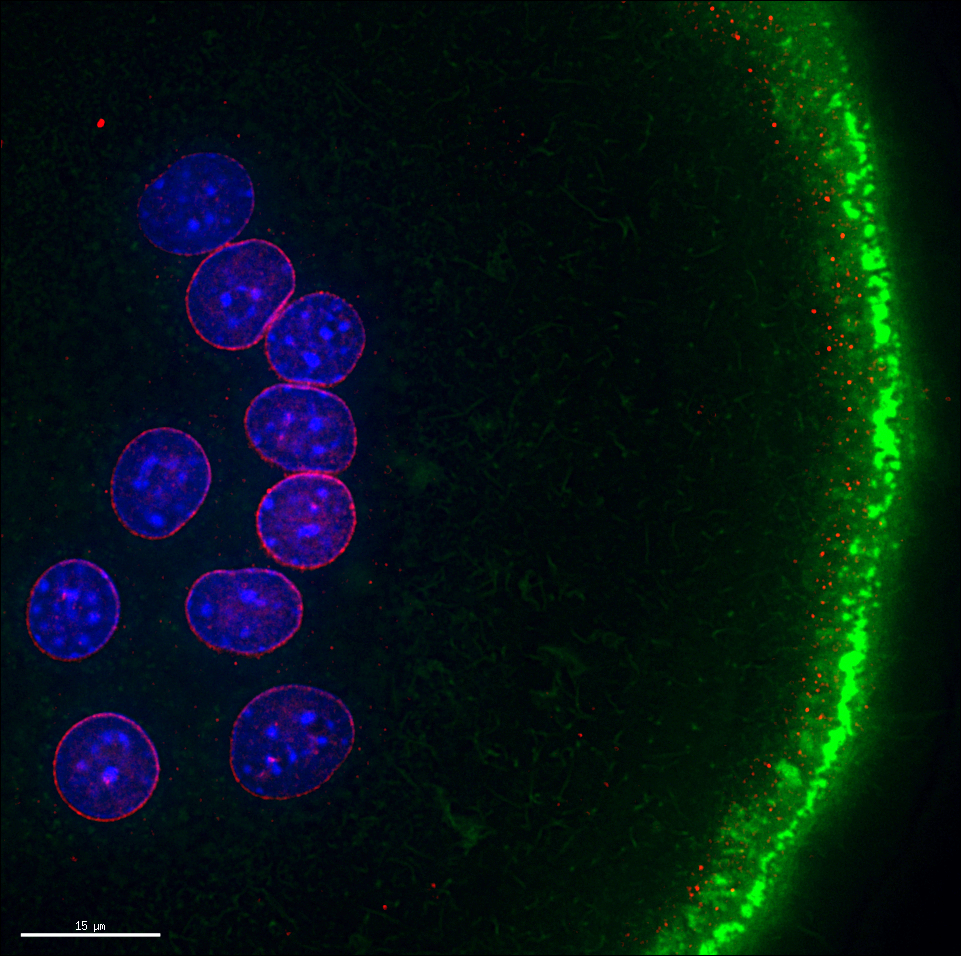

B

**
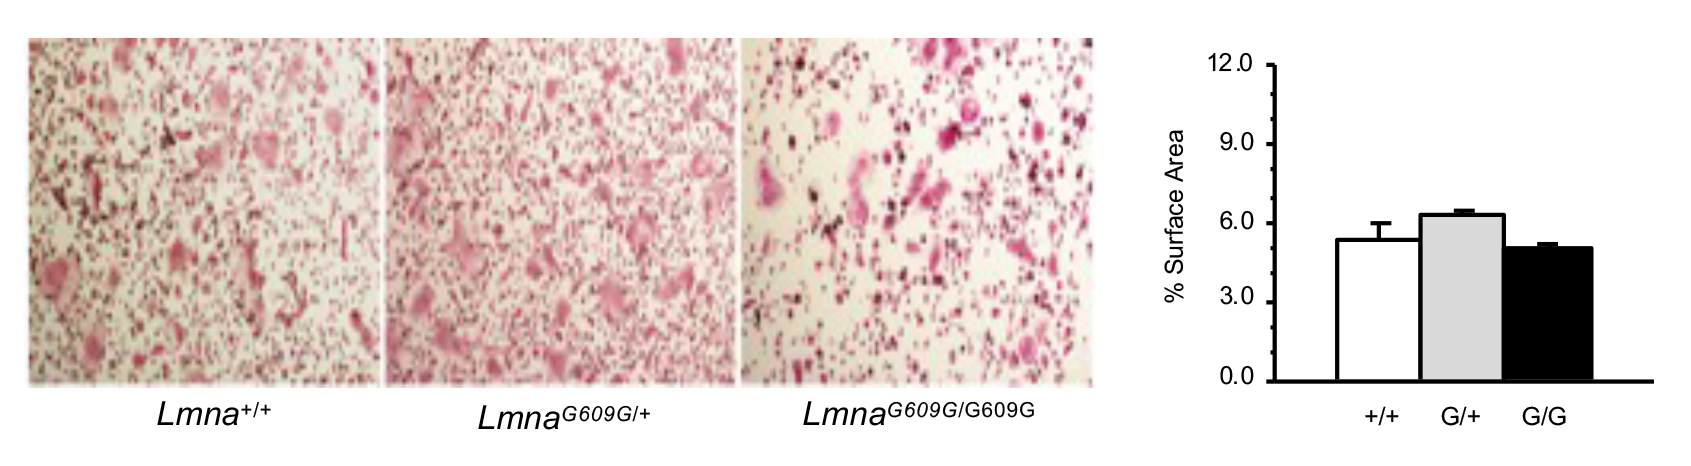
**

**Figure S5.** **Progerin is expressed in bone marrow derived osteoclasts.** (A) Progerin colocalizes to the nuclear lamina and actin ring underlying the plasma membrane in cultured osteoclasts. Wild-type (+/+) and *Lmna*^G609G/G609G^ (G/G) cells were stained to visualize nuclei (DAPI, blue), Actin (green) and Progerin (red). (B) TRAcP staining of cultured mature osteoclasts derived from wild-type (*Lmna*^+/+^), heterozygous (*Lmna*^G609G/+^) and homozygous (*Lmna*^G609G/G609G^) 8-week marrow progenitors. Surface area was calculated to quantitate formation *in vitro*. No differences were observed in three independent experiments.

**Supplemental References**

Benjamini Y & Hochberg Y (1995). Controlling the False Discovery Rate - a Practical and Powerful Approach to Multiple Testing. *J R Stat Soc B*. **57**, 289-300.

Cabral WA, Tavarez UL, Beeram I, Yeritsyan D, Boku YD, Eckhaus MA, . . . Collins FS (2021). Genetic reduction of mTOR extends lifespan in a mouse model of Hutchinson-Gilford Progeria syndrome. *Aging Cell*. **20**, e13457.

Cao K, Graziotto JJ, Blair CD, Mazzulli JR, Erdos MR, Krainc D & Collins FS (2011). Rapamycin reverses cellular phenotypes and enhances mutant protein clearance in Hutchinson-Gilford progeria syndrome cells. *Sci Transl Med*. **3**, 89ra58.

Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, . . . Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. **29**, 15-21.

Hartley SW & Mullikin JC (2015). QoRTs: a comprehensive toolset for quality control and data processing of RNA-Seq experiments. *Bmc Bioinformatics*. **16**.

Korotkevich G, Sukhov V, Budin N, Shpak B, Artyomov MN & Sergushichev A (2021). Fast gene set enrichment analysis. *bioRxiv*, 060012.

Love MI, Huber W & Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. **15**, 550.

McClintock D, Gordon LB & Djabali K (2006). Hutchinson-Gilford progeria mutant lamin A primarily targets human vascular cells as detected by an anti-Lamin A G608G antibody. *Proc Natl Acad Sci U S A*. **103**, 2154-2159.

Osorio FG, Navarro CL, Cadinanos J, Lopez-Mejia IC, Quiros PM, Bartoli C, . . . Lopez-Otin C (2011). Splicing-directed therapy in a new mouse model of human accelerated aging. *Sci Transl Med*. **3**, 106ra107.

Sinder BP, Eddy MM, Ominsky MS, Caird MS, Marini JC & Kozloff KM (2013). Sclerostin antibody improves skeletal parameters in a Brtl/+ mouse model of osteogenesis imperfecta. *J Bone Miner Res*. **28**, 73-80.

Sinder BP, Salemi JD, Ominsky MS, Caird MS, Marini JC & Kozloff KM (2015). Rapidly growing Brtl/+ mouse model of osteogenesis imperfecta improves bone mass and strength with sclerostin antibody treatment. *Bone*. **71**, 115-123.

Terajima M, Taga Y, Chen Y, Cabral WA, Hou-Fu G, Srisawasdi S, . . . Yamauchi M (2016). Cyclophilin-B Modulates Collagen Cross-linking by Differentially Affecting Lysine Hydroxylation in the Helical and Telopeptidyl Domains of Tendon Type I Collagen. *J Biol Chem*. **291**, 9501-9512.

Yamauchi M, Taga Y, Hattori S, Shiiba M & Terajima M (2018). Analysis of collagen and elastin cross-links. *Methods Cell Biol*. **143**, 115-132.

How the deposited data were processed for this re-analysis (not part of the article)

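RNA from femoral cortical bone was sequenced by the authors, after the epiphyses were removed and the marrow flushed, in 11 wild-type mice (6 males, 5 females) and 12 homozygous *Lmna* G609G/G609G mice (6 males, 6 females) aged 8 weeks. The authors aligned paired reads to GRCm38 with STAR at default settings, counted them on Gencode M24 genes with QoRTs, and deposited raw counts per gene, without normalization, with 1 column per mouse. The values are whole numbers. The paper gives 12 wild-type mice, and 11 were analysed here. Of 56246 genes, 17319 had no count, and 762 entries share a symbol with another. Total counts per mouse ranged from 63417174 to 193206121. Over 55 pairs of mice of the same genotype and sex, the lowest chi-squared value per gene against counting error alone was 30.9, so mice differed by more than counting error. Intervals for counting error were therefore not used, and the SD between mice is given.

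Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0 and fgsea 1.28.0, and Python with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Genes were filtered with edgeR's filterByExpr on genotype and sex, libraries were scaled by TMM, and homozygous mice were compared with wild-type mice by glmQLFit and glmQLFTest with sex as a covariate. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 in either direction, the thresholds of the paper. For the panels of Figure S3, where the paper gives no fold-change threshold, the adjusted p alone was used. The paper's own test, DESeq2's Wald test, was run as an alternative. Males and females were also fitted apart, and the genotype by sex term was tested. Genes named in the text are those of Figure S3a to c, those the text names for femoral tissue or as serum cytokines, the lamin genes, *Lox*, the sex genes, and the 5 genes with the largest rise and the 5 with the largest fall among called genes with the same sign in both sexes. Other genes near *Lmna* were named after their values were seen. Positions are those of Gencode M21 on GRCm38, the build the authors used, and 23962 of the 23995 tested genes were placed.

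Gene sets were tested with fgsea on genes ranked by log2 fold change, over 16 lists written by hand (at least 5 ranked genes each) and 910 Reactome sets of 10 to 500 genes, and with camera. Reactome's Entrez identifiers were matched to the symbols, which placed 97.5% of them. KEGG sets were not used here. Marker scores are the mean log2 CPM (prior count 2) of each of 14 hand-written lists, compared by 100000 two-sided permutations of genotype within sex. For 100 splits of the mice within sex, drawn with a fixed seed and the real split included, counts of called genes were taken again. These were the counts over all mice, in each sex and in both, for the interaction and in the panels of Figure S3. Gene sets called by fgsea were counted in the same way. The comparisons within each depth group and those by camera were not set against splits.

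The alternatives were DESeq2, limma-voom with and without sample quality weights, upper-quartile and library-size scaling, no filter, at least 10 counts in every sample, no sex covariate, 2 surrogate variables, the skeletal muscle or white adipocyte score as a covariate, other fold-change rules, other rankings of the gene sets, other forms of the scores, and leaving out each mouse in turn. The gene lists, named genes, tests and these alternatives were set before the data were examined. The depth group as a covariate, the mean of the marrow scores as a covariate for Figure S3a, each depth group alone and genes farther than 10 Mb from *Lmna* were added afterwards. The procedure was tested on simulated data in which 200 genes, none of the lowest expression, were changed by more than the fold-change threshold. Genes were drawn independently, without differences between mice shared across genes. edgeR recovered 184 of the 200 with 2 false calls over all mice, 176 in males and 168 in females. DESeq2 recovered 188 with 11 false calls. These recoveries do not measure the power for smaller changes. No sample was left out. Heterozygous mice, protein, serum, imaging and cell culture data of the paper were not analysed here.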

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

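The tests of the region around *Lmna* and of the relation between the osteoblast and skeletal muscle scores were chosen after those results were seen.

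Over 72 groups of 5 or 6 mice of the same genotype and sex, 2 held a mouse far from the others by Dixon's test, where chance gives 3.6. In homozygous males the osteoblast marker score of mouse WC62 was 7.44, against 10.37 to 10.91 in the other males. Among homozygous females WC65 was lower still, at 7.36 against 10.07 to 11.81, without passing the limit of the test. Both mice are in the group of higher depth, and their muscle scores of 11.23 and 8.74 were the highest of the 23. Skeletal muscle RNA in these samples may lower the share of osteoblast RNA. Across the 23 mice the osteoblast score fell as the muscle score rose (Pearson r = −0.560, permutation p = 0.0112; Spearman rho = −0.230, permutation p = 0.289), in a single relation tested. Without the 2 mice farthest from the median muscle score, r was −0.369 (permutation p = 0.103). One of the mice left out is WC62 itself, which weakens r by design, so this value cannot tell whether muscle RNA is the source. Within the 11 mice of lower depth r was 0.412 and within the 12 of higher depth −0.726, within wild-type mice 0.114 and within homozygous mice −0.661. Other scores of these mice were mixed. WC62 had an osteocyte score of 5.82, against a wild-type mean of 5.91, and WC65 an erythroid score of 10.51 and a neutrophil score of 10.72, against 10.13 and 10.21. WC62 was below those means in the erythroid (9.39) and neutrophil (9.89) scores, and WC65 had a lower osteocyte score of 4.41. WC61, with a muscle score of 8.63, had an osteoblast score of 10.42. The B lymphocyte scores of WC62 (2.64), WC61 (3.82) and WC65 (4.01) were the lowest of the 23 mice, against a wild-type mean of 5.80. Dilution would lower the other marrow scores as well. The neutrophil scores of WC61 (10.52) and WC65 were above the wild-type mean, although the erythroid score of WC61 (9.71) was below its mean. In WC62 the erythroid and neutrophil scores were far less reduced than the B lymphocyte score. Dilution alone thus does not account for the low B lymphocyte scores. Dilution by muscle RNA may be a part of the fall in the osteoblast score and does not readily account for its size. These scores were compared after they were seen. A mixed or mislabelled sample was checked only through the sex genes, which matched in all 23 mice. An effect of the genotype itself in part of the mice also remains a possible explanation, which the design cannot separate from how a bone was dissected. In wild-type males the T lymphocyte score of mouse WC56 was 1.9, against 2.58 to 2.93 in the other males. No biological explanation was tested for it.

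Of the 275 differentially expressed genes, 20 lie within 10 Mb of *Lmna* on chromosome 3, a region the paper does not discuss. The count exceeded that of every random window of as many tested genes elsewhere (0 of 10000 windows held as many; their median was 4 and their highest count 11). Of the 20 genes, 13 were higher and 7 lower in homozygous mice, all 19 that could be tested in both sexes had the same sign in both, which the choice of the genes in the pooled mice favours, and 12 of the 20 genes with the lowest p of all are among them. *Cgn* (log2 fold change 1.7), *Celf3* (4.66), *Gm42743* (3.92, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 3.31e-07, above the wild-type mean in 12 of 12 homozygous mice) and *Gm20634* (−3.09, adjusted p = 1.57e-07, below it in 12 of 12) are examples, of which *Cgn* and *Celf3* were chosen after their values were seen. Some of these genes overlap or have paralogs, such as *Gm42743* and *H2bc18*, and sharing of reads between them was not tested. A candidate explanation is that sequence variants of another strain stayed linked to the edited locus, which alters expression of nearby genes or the share of their reads that align to the reference. The excess of changed genes in both directions fits that explanation, and the paper's text does not name a number of backcrosses, while the sample descriptions give the strain as C57BL/6. A local effect of the edited allele on its neighbours could also give an excess, and the 2 cannot be told apart with these counts. The sequence reads, which the paper gives as available, were not examined. *Rab25*, called at a log2 fold change of 0.83 and also chosen after its value was seen, lies 0.05 Mb from *Lmna*, and most of the called genes lie 4.95 to 9.80 Mb from it. Outside the region 255 genes were called, so most of the differentially expressed genes do not depend on it. *Bglap2* and *Ctsk*, which the paper reads as markers of osteoblasts and osteoclasts, lie inside it.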

How the results depend on the processing

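The tests with the depth group or the marrow scores as a covariate, within each depth group and away from *Lmna* were chosen after the result was seen. No paired analysis was possible because the genotypes share no replicate numbers. The cause of each change below was not tested unless a value shows it.

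The 275 differentially expressed genes became 668 with DESeq2's Wald test (274 shared), 1000 with limma-voom and sample quality weights (252 shared), 704 with 2 surrogate variables (262 shared), 463 with the skeletal muscle score as a covariate (264 shared), 424 without a fold-change threshold, 178 with no low-count filter (165 shared), 87 with the white adipocyte score as a covariate (77 shared) and 9 with glmTreat against a fold change of 1.5. In the mice of lower depth alone there were 8 (6 shared), and in those of higher depth alone 4 (all 4 shared). Counts within 1.5 times of 275 came from limma-voom (336), upper-quartile scaling (284), library size only (238), at least 10 counts in every sample (199), no sex covariate (224), DESeq2 with shrunken fold changes (378), the depth group as a covariate (262) and the genes farther than 10 Mb from *Lmna* (255). With edgeR 182 genes were higher and 93 lower, whereas limma-voom gave 130 higher and 206 lower, and its form with quality weights 347 and 653. The predominance of higher genes thus depends on the test. The count went from 128 to 696 across the 23 fits that each left out one mouse. Leaving out one homozygous female gave the highest, so the number rests on which mice are included.

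In males alone, 17 genes became 252 with DESeq2, and 3 to 29 across the 12 fits that each left out one mouse. In females alone, 7 became 152 with DESeq2, and 0 to 9 across 11 such fits. The 6 genes of both sexes became 34 with DESeq2. The interaction called 0 genes under DESeq2 and without a filter as well, with 925 at an unadjusted p under 0.05 in edgeR. On simulated data edgeR recovered 176 of 200 changed genes in males and 168 in females. The simulated changes were all larger than the fold-change threshold, and genes were drawn independently, without differences between mice shared across genes. This recovery therefore does not show the power for smaller changes in the real samples.

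The Figure S3a genes called lower went from 0 (2 at an unadjusted p under 0.05) to 2 with 2 surrogate variables and 2 with limma-voom and quality weights, and stayed from 0 to 0 across the 23 fits that each left out one mouse. The Figure S3b genes called lower went from 1 to 4 with DESeq2, 2 with limma-voom, 10 with quality weights, 8 with 2 surrogate variables and 3 with the skeletal muscle score. They went to 0 with library size only, 0 with no low-count filter, 0 with no sex covariate and 0 with the white adipocyte score (9 at an unadjusted p under 0.05 in the pooled test), and ranged from 0 to 4 over the same fits. The Figure S3c genes called higher went from 1 to 4 with DESeq2, 4 with quality weights, 3 with 2 surrogate variables and 3 with the skeletal muscle score, and ranged from 1 to 5. *Fabp4* was called in all 12 alternatives and 23 of 23 such fits, with log2 fold changes from 0.59 to 0.81 over the alternatives and 0.71 to 0.88 over the fits.

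Of the 16 listed gene sets, 4 became 12 when ranked by the signed root of the F statistic, 10 with camera and 2 with no low-count filter. The Reactome sets went from 21 to 97, 62 and 11 under the same settings. The count of 0 marker scores (3 at an unadjusted p under 0.05) became 1 with the median over genes.

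Directions changed for 8 named genes and for 3 gene lists and scores. Most started near 0, but *Ppargc1a* (1.11), *Zic1* (2.39), the focal adhesion, intracellular list (1.23) and the keratan sulfate synthesis list (−1.51) did not. With 2 surrogate variables the log2 fold change of *Tnfrsf11b* became 0.0433. That of *Tcf7* became 0.00348 with DESeq2, 0.000783 with limma-voom, 0.0186 with upper-quartile scaling, 0.0150 with library size only, 0.00245 with no low-count filter, 0.0132 with at least 10 counts, 0.000849 with no sex covariate and 0.0219 with surrogate variables. *Tcf7l2* gave −0.0147 with quality weights, −0.00545 with surrogate variables, −0.00541 with the muscle score and −0.0314 with the adipocyte score. *Lmnb2* gave 0.0813 with quality weights, 0.00938 with upper-quartile scaling, 0.00990 with library size only, 0.00215 with at least 10 counts, 0.0187 with surrogate variables, 0.00501 with the muscle score and 0.0530 with the adipocyte score. With quality weights *Ppargc1a* gave −0.21 and *Igfbp5* 0.0805, with the adipocyte score *Ppargc1a* gave −0.00138 and *Zic1* −0.0475, and with at least 10 counts *Fasn* gave 0.000589. The focal adhesion, intracellular list gave −1.19 when ranked by the signed root of the F statistic and −0.89 with the muscle score, the keratan sulfate synthesis list 0.76 with no low-count filter, and the endothelial marker score 0.000518 with library size only and 0.0353 with the median. When each mouse was left out in turn, the ranges that crossed 0 were −0.0934 to 0.0375 for *Fasn*, −0.0372 to 0.0403 for *Lmnb2*, −0.184 to 0.0576 for *Mepe*, −0.0389 to 0.0588 for *Tcf7*, −0.0212 to 0.0464 for *Tcf7l2*, −0.186 to 0.0706 for *Tnfrsf11b* and −0.191 to 0.0114 for *Tnfsf11*.

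Over the named genes and these alternatives, 800 values kept their direction and their side of the threshold, 44 (19 genes) passed it newly and 18 (6 genes) no longer did. Over gene lists and scores the counts were 87, 11 and 3, and over the fits that each left out one mouse 1608, 13 and 60. The calls also changed with depth. With all libraries thinned to 63417174 counts, 21744 genes were tested, 227 were called and 186 were shared.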

Differences from the paper's values

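No test in this part was chosen after the result was seen. The paper reports 254 genes with altered transcript levels, and 275 were called here, within 1.5 times of it. Of 14 alternatives set before the data were examined that keep all mice, 7 were within 1.5 times of the paper's count (limma-voom, upper-quartile scaling, library size only, at least 10 counts in every sample, no sex covariate, no low-count filter and DESeq2 with shrunken fold changes) and 7 were beyond it. DESeq2's Wald test with sex as a covariate, which the paper's methods name, was among the latter with 668. Of the 23 fits that each left out one mouse, 12 were within 1.5 times. The paper describes these genes as altered in both male and female mice, and 6 were called in both sexes fitted apart.

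Of the 51 ratios in Fig. S3, 49 were within 1.5 times of the ratio computed here and 46 on the same side of 1. *Zic1* had a ratio of 6.94 against the paper's about 1.9 in Fig. S3c, read by eye, and *Slc2a4* a ratio of 1.86 against about 1.2 in Fig. S3c, both within the SD between mice. With single mice left out, the log2 fold change went from 0.60 to 2.71 for *Zic1* and from 0.24 to 0.91 for *Slc2a4*. Both of these differences thus depend on which mice are included. For *Bmp4* the ratio was 1.24 against about 0.86 in Fig. S3c, on the other side of 1. The gene shown as Tcf4 in Fig. S3b has a ratio of about 0.78 there. *Tcf7l2*, the WNT effector of that name, had a ratio of 1.00, and the gene with the symbol *Tcf4* a ratio of 0.83.

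The paper names *Col1a1*, *Sp7*, *Alpl*, *Bglap2*, *Sparc*, *Phex*, *Dmp1* and *Sost* as reduced. All 8 were lower here and none, 0, was called (2 at an unadjusted p under 0.05). *Sp7* and *Alpl* were called with limma-voom and sample quality weights and with 2 surrogate variables, and the other 6 under no alternative. Of the genes it names as increased, *Fabp4* was called over all genes tested. *Lpl* was called over all genes with DESeq2, quality weights, 2 surrogate variables and the skeletal muscle score as a covariate. It was also called in 1 of the 23 fits that each left out one mouse, and in no other fit over all genes. Over all genes *Pparg* was called only with quality weights and in 1 such fit, and *Lep* under no alternative. Adjusted over the panel alone, edgeR's quasi-likelihood test gave adjusted p of 0.016 for *Lpl*, 0.047 for *Pparg* and 0.072 for *Lep*.

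The paper states that spliceosome, DNA replication, cell cycle, glycosaminoglycan synthesis, focal adhesion, adherens junction and WNT pathways were downregulated. The spliceosome list had a score of −0.72 (fgsea, Benjamini-Hochberg adjusted p = 0.983) and the DNA replication list −1.24 (adjusted p = 0.201), both called under no alternative. In males alone the DNA replication list was called at −1.76 (adjusted p = 0.0143), with a positive score in females. The cell cycle list was called in males at −1.46 (adjusted p = 0.0298), also with a positive score in females. In females alone the WNT list (−1.99, adjusted p = 1.88e-05) and the adherens junction list (−1.66, adjusted p = 0.0156) were called downward, and in males neither was. Both were called in the mice of lower depth (adjusted p = 0.00446 and 0.0236). Neither was called in those of higher depth (adjusted p = 0.343 and 0.268). The cell cycle list (−1.16, adjusted p = 0.201), the WNT list (−1.32, adjusted p = 0.0523), the adherens junction list (−1.44, adjusted p = 0.0523) and the chondroitin sulfate list (−1.56, adjusted p = 0.0523) were called with camera and when ranked by the signed root of the F statistic, and the WNT and adherens junction lists also with the skeletal muscle score as a covariate. Over the 4 alternatives with fgsea, the adjusted p ranged from 5.05e-04 to 0.999 for the WNT list and 0.00925 to 0.811 for the chondroitin sulfate list. It ranged from 1.29e-04 to 0.164 for the adherens junction list and 0.00634 to 0.693 for the cell cycle list. The keratan sulfate list (−1.51, adjusted p = 0.0872) was called only when ranked by the signed root of the F statistic. The focal adhesion, intracellular list had a positive score of 1.23, and the Reactome set Cell-extracellular matrix interactions one of 1.48 (adjusted p = 0.194 and 0.445). In males alone the focal adhesion list was called upward, at 1.52 (adjusted p = 0.0218), with a score of −0.92 in females. The paper states that cytokine-receptor interactions and hematopoietic cell lineages were upregulated. The cytokine list had a score of 1.11 (adjusted p = 0.277) and was called only when ranked by the signed root of the F statistic, the Reactome set Cytokine Signaling in Immune system had a score of −1.26 (adjusted p = 0.310), and the hematopoietic list (0.92, adjusted p = 0.648) was called under no alternative.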

Other observations

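The tests of the depth group and of the marrow scores as covariates and of total counts within depth groups were chosen after the result was seen. The other tests in this part were set beforehand.

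Splits of the mice within sex, 100 for each result with the real one included, show which counts exceed those of other groupings. At least 275 differentially expressed genes came from 1 of 100 splits, the real one, and the highest count among the others was 0. For males alone 1 of 100 splits gave at least 17 genes, for females alone 2 of 100 gave at least 7, of which the other one gave 932, and 1 of 100 gave at least 6 genes called in both sexes. In the panels, 1 of 100 splits gave at least 1 Figure S3b gene lower and 1 of 100 at least 1 Figure S3c gene higher. For the 0 Figure S3a genes (2 at an unadjusted p under 0.05) and the 0 genes of the interaction (925 at an unadjusted p under 0.05), 100 of 100 splits gave as many, which a count of 0 fixes in advance. The highest interaction count of another split was 402. At least 4 of the 16 listed gene sets were called by fgsea in 50 of 100 splits (median of the others 3, highest 10), and at least 21 Reactome sets in 69 of 100 (median 31, highest 185). The number of gene sets called by fgsea therefore cannot be told apart from that of other groupings of the same mice. Correlation between genes, which fgsea does not allow for, may account for these counts. camera, which allows for a small preset correlation not estimated from these data, called 62 Reactome sets, a count that was not compared with other splits.

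A difference in library size between the genotypes was weighed as a source of the differentially expressed genes. No difference in total counts was detected (two-sided permutation test within sex, p = 0.482; exact permutation test within sex and depth group, p = 0.126), although the medians of homozygous mice were lower in both depth groups. With all libraries thinned to the lowest total 227 genes were called, of which 186 were among the 275. The samples of lower depth carry the mouse numbers WC42 to WC53 and those of higher depth WC54 to WC65, each with both genotypes and sexes. No batch is named for them. They differed in 223 genes (126 higher and 97 lower in the samples of higher depth), of which 0 were among the 275. With the depth group as a covariate, 262 genes were called, so neither depth nor what separates the samples of lower and higher depth is likely to account for the genotype's genes.

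Other cells in the tissue were weighed for the panels of Figure S3. With the skeletal muscle score as a covariate, 3 of the Figure S3c genes were called higher, against 1 without it. *Fabp4* had a log2 fold change of 0.75 with the covariate. The changes of other genes shrank, from 2.39 to 0.25 for *Zic1*, 1.11 to 0.26 for *Ppargc1a*, 1.33 to 0.48 for *Ppara*, 1.15 to 0.76 for *Lpl* and 0.99 to 0.72 for *Klf15*. Muscle RNA is thus unlikely to produce the call of *Fabp4*, but may add to the rise of other genes of the panel. With the white adipocyte score as a covariate 1 was called, *Fabp4* at a log2 fold change of 0.59 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0495, the highest over its 12 alternatives, which went down to 6.41e-04), and 12 of 12 homozygous mice were above the wild-type mean before that adjustment. The white adipocyte list and the panel share the biology of fat cells, so a covariate made from the list can take away a change in expression within bone cells as well as RNA of adipocytes. More marrow RNA in homozygous mice was weighed for the lower Figure S3a genes. The erythroid and neutrophil scores were higher by 0.02 and 0.19, the latter in 10 of 12 homozygous mice, with a smaller adjusted p of 0.328 by permutation, and the B lymphocyte score was lower. The T lymphocyte score, which was not part of this test, was higher by 0.32 (permutation p = 0.0417, adjusted p = 0.195, above the wild-type mean in 9 of 12). With the mean of the erythroid, neutrophil and B lymphocyte scores as a covariate, chosen after the data were seen, 0 genes of the panel were called, as without it (2 at an unadjusted p under 0.05), which cannot show an effect of marrow RNA either way.

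The transcripts of cytokines that the paper measured in serum were counted in the same bone samples. *Ptx3* rose by 1.08 on the log2 scale (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0181) and was above the wild-type mean in 11 of 12 homozygous mice. It was called in 11 of its 12 alternatives, with adjusted p from 3.46e-04 to 0.0547, and lies on chromosome 3 from 66219910 to 66225805, outside the 10 Mb around *Lmna*. *Dcn* changed by −0.73 (adjusted p = 0.192, below the wild-type mean in 11 of 12), *Cxcl13* by 0.93 (adjusted p = 0.157, above it in 9 of 12), *Cxcl16* by −0.29, *Il6*, *Cd27* and *Cst3* by 0.20 each, and *Igfbp5* by −0.09. *Dcn* was called lower in 2 of its 12 alternatives. These were limma-voom with sample quality weights (−0.86, adjusted p = 0.0133) and 2 surrogate variables (−0.69, adjusted p = 0.0336). *Csf3* had 42 counts over all mice and was not tested. These are transcript levels in bone, not serum levels. *Lmnb1* changed by −0.11 (adjusted p = 0.562), *Lmnb2* by −0.01 (adjusted p = 0.960) and *Zmpste24* by 0.11, with 10, 6 and 2 of 12 homozygous mice below the wild-type mean. *Lox*, which encodes lysyl oxidase, changed by −0.54 (adjusted p = 0.332, below it in 10 of 12). The chondrocyte score was lower by 0.92 (permutation p = 0.0828, adjusted p = 0.290, below it in 9 of 12).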
